# PARP3 supervises G9a-mediated repression of adhesion and hypoxia-responsive genes in glioblastoma cells

**DOI:** 10.1038/s41598-022-19525-6

**Published:** 2022-09-15

**Authors:** Leonel Nguekeu-Zebaze, Najat Hanini, Aurélia Noll, Nadège Wadier, Jean-Christophe Amé, Lisa Roegel, Françoise Dantzer

**Keywords:** Cancer, Cell biology, Diseases, Oncology

## Abstract

In breast cancer, Poly(ADP-ribose) polymerase 3 (PARP3) has been identified as a key driver of tumor aggressiveness exemplifying its selective inhibition as a promising surrogate for clinical activity onto difficult-to-treat cancers. Here we explored the role of PARP3 in the oncogenicity of glioblastoma, the most aggressive type of brain cancer. The absence of PARP3 did not alter cell proliferation nor the in vivo tumorigenic potential of glioblastoma cells. We identified a physical and functional interaction of PARP3 with the histone H3 lysine 9 methyltransferase G9a. We show that PARP3 helps to adjust G9a-dependent repression of the adhesion genes *Nfasc* and *Parvb* and the hypoxia-responsive genes *Hif-2α*, *Runx3*, *Mlh1*, *Ndrg1, Ndrg2* and *Ndrg4*. Specifically for *Nfasc*, *Parvb* and *Ndrg4*, PARP3/G9a cooperate for an adjusted establishment of the repressive mark H3K9me2. While examining the functional consequence in cell response to hypoxia, we discovered that PARP3 acts to maintain the cytoskeletal microtubule stability. As a result, the absence of PARP3 markedly increases the sensitivity of glioblastoma cells to microtubule-destabilizing agents providing a new therapeutic avenue for PARP3 inhibition in brain cancer therapy.

## Introduction

Poly(ADP-ribose) polymerase 3 (PARP3) is a member of the PARP family that catalyzes mono-ADP-ribosylation (or MARylation), the transfer of a single ADP-ribose molecule onto itself, a number of other protein substrates or on terminal phosphate residues at double- and single-strand break termini of DNA molecules^1–5^. PARP3 was originally identified as a key regulator of the classical non-homologous end-joining pathway (C-NHEJ) for the repair of double-strand breaks, and as an important protein securing telomeric segregation during mitosis^3–5^. Subsequently, PARP3 has been proposed to mediate the ADP-ribosylation of chromatin at sites of single strand breaks, to promote chromosomal rearrangements and limit G4 DNA and to stimulate breast tumor aggressiveness exemplifying its selective inhibition as a promising therapeutic strategy to treat highly aggressive cancers^6–9^. Accumulating studies also suggest emerging roles of PARP3 in the regulation of gene expression mediated by its interaction with chromatin regulators. In humans, PARP3 was reported to associate with several Polycomb group proteins (PcG) of the PRC2 complex namely EZH2, SUZ12, RbAp46/48, YY1 and HDAC1/2, key transcriptional regulators of embryogenesis and development^10^. In line with this, PARP3 was described to have pivotal functions in ectodermal specification and neural crest development in the Zebrafish by regulating the transcriptional expression of key transcription factors^11^. In glioblastoma cells, PARP3 was proposed to enhance the transcriptional activity of FOXM1 to confer glioblastoma cell radioresistance^12^.

G9a (also known as EHMT2) and the closely related GLP1 (EHMT1) are SET-domain containing lysine methyltransferases that mono- (for GLP1) and di-methylate (for G9a) respectively histone 3 lysine 9 in euchromatin (H3K9me1/me2) to exert transcriptional silencing. They have also been shown to methylate histones H1^13^, H3K27^14,15^ and H3K56^16^ as well as a number of non histone proteins. Similarly to PARP3, although with distinct functions, G9a in complex or not with GLP1, has been shown to mediate the repair of double-strand breaks, to play critical roles in development and to promote cancer progression. Often G9a exerts these biological activities through its association with key partners. To support gene repression, the G9a/GLP1 heterodimer interacts with a third complex member, the Widely Interspaced Zinc Finger (WIZ). WIZ regulates global H3K9me2 levels by promoting G9a and GLP1 protein stability^17^, and by facilitating the retention of G9a at chromatin and specific loci in cooperation with the zinc finger protein ZNF644^18,19^. The G9a/GLP1 complex also interacts and cooperates with a subset of other SET-domain containing proteins including SETDB1 and Suv39h1 to establish and maintain the silencing of major satellite repeats and few G9a-targets^20^ and with PRC2 to mediate its genomic recruitment to specific common target genes encoding developmental and neuronal regulators^21,22^. Following double-strand breaks, G9a is recruited to chromatin and damaged DNA as a result of ATM and/or casein kinase 2-mediated phosphorylation^23,24^. While G9a activity contributes to the early recruitment of the repair proteins BRCA1 and 53BP1 to DNA breaks^23^, its interaction with RPA permits efficient homologous recombination-driven repair^24^. Similarly to PARP3, G9a has been associated with tumor aggressiveness. G9a is frequently overexpressed in several tumor types and its absence has been shown to reduce tumor growth and metastasis^25,26^. In the context of hypoxia, a key factor of tumor strength, G9a has been identified as a mediator of hypoxia-dependent gene repression either by catalyzing H3K9me2 or by modulating the expression or the activity of the master transcriptional regulator hypoxia-inducible factors (HIF)^27–30^.

Here we aimed to decipher the functional role of PARP3 in the oncogenicity of glioblastoma, the most aggressive primary brain cancer. We identified a physical and functional interaction of PARP3 with G9a. PARP3 ADP-ribosylates G9a in vitro. We show that in the model of glioblastoma, G9a and PARP3 functionally cooperate to regulate the expression of the adhesion genes *Nfasc* and *Parvb* and the hypoxia-responsive genes *Mlh1*, *Hif-2α*, *Runx3*, *Ndrg1, Ndrg2* and *Ndrg4*. While exploring the outcome in the hypoxic response, we uncovered a contribution of PARP3 in the cytoskeleton microtubules stability. In consequence, the absence of PARP3 sensitizes glioblastoma cells to microtubule destabilizing anti-cancer agents.

## Results

### PARP3 deficiency has no impact on cell proliferation nor tumor growth of glioblastoma cell lines

Given the increasing appreciation for the role of PARP3 in tumor aggressiveness^6,9,31^, we aimed to investigate whether PARP3 might be involved in the pathogenesis of glioblastoma, one of the most malignant and aggressive brain cancer in adults. We first compared the expression of PARP3 in a series of human brain cancer cell lines. We found that PARP3 expression is predominant in all but not in two (U87MG, SF767) glioblastoma cell lines and poorly detectable in the astrocytoma cell line LNZ308 (Fig. 1a). Next, we inactivated PARP3 in LN229 and T98G cells using the double nCas9(D10A) strategy^6^. For each cell line two independent PARP3^−/−^ clones were isolated (Fig. 1b,d and Sup. Fig. 1). While the absence of PARP3 or its inactivation alters the tumorigenicity of the highly aggressive BRCA1-deficient TNBC cells^6^, its disruption had no impact on the proliferation rate of LN229 nor T98G cells (Fig. 1c,e). To consider the functional importance of PARP3’s catalytic activity, we also re-expressed Flag-PARP3 (Flag-PARP3^WT^), a catalytically inactive mutant (Flag-PARP3^HE^), or a Flag peptide alone as control in the PARP3^−/−3^ LN229 cells (Fig. 1d). The expression of the catalytically inactive mutant did not more compromise the proliferation rate of the LN229 cells (Fig. 1e) nor their tumorigenic potential when subcutaneously xenografted into nude mice (Fig. 1f).

**Figure 1:**
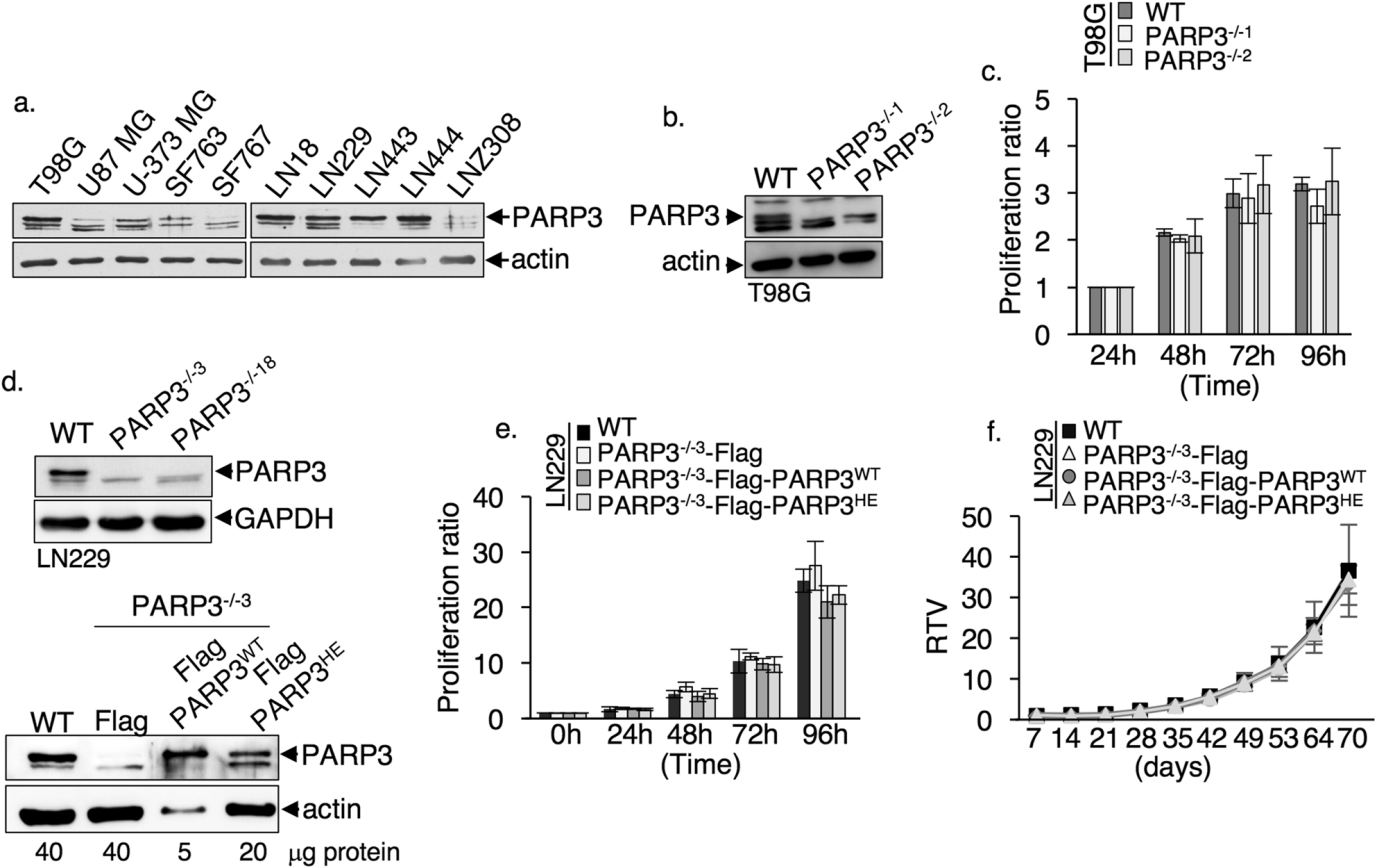
The absence of PARP3 has no impact on cell proliferation and tumor growth in LN229 and T98G cells. (**a**) PARP3 is highly expressed in glioblastoma cell lines. The protein expression levels of PARP3 and actin were examined on nuclear protein extracts and by western blotting using the appropriate antibodies. Original blots are shown in the supplementary information file. (**b**) Western blot analysis of PARP3 and actin expression in the wild-type (WT) and two PARP3^−/−1^, PARP3^−/−2^ T98G clones selected upon screening and sequence analysis. Uncropped Western-blots are shown in the supplementary information file. (**c**) Graphs compare proliferation rates between the parental T98G (WT) and the PARP3^−/−1^ and PARP3^−/−2^ T98G cells. Experiments were performed three times. Mean values of triplicates ± s.d are indicated. (**d**) *Upper panel*, Western blot analysis of PARP3 and GAPDH expression in the wild-type (WT) and two PARP3^−/−3^, PARP3^−/−18^ LN229 clones selected upon screening and sequence analysis. *Lower panel,* Western blot analysis of PARP3 and actin expression in the wild-type (WT) and the PARP3^−/−3^ LN229 cells with a stable expression of either the Flag control (Flag), Flag-PARP3^WT^ or Flag-PARP3^HE^. Loading amounts that have been optimized for the figure are indicated. Uncropped Western-blots are shown in the supplementary information file. (**e**) Graphs compare proliferation rates between the parental LN229 (WT) and the PARP3^−/−3^ LN229 cell lines expressing either the Flag control (Flag), Flag-PARP3^WT^ or Flag-PARP3^HE^ fusion proteins. Experiments were performed three times giving similar results. Mean values of triplicates ± s.d. of a representative experiment are indicated. (**f**) Relative tumor growth curves of xenografts derived from the wild type (WT) and the PARP3^−/−3^ LN229 cell lines expressing either the Flag control (Flag), Flag-PARP3^WT^ or Flag-PARP3^HE^ fusion proteins. Mean RTV ± s.d. (n = 6 individual mice) are expressed compared to tumor volumes on day 7 for all cell lines.

### PARP3 interacts with the chromatin repressive complex G9a/GLP1/Wiz and ADP-ribosylates G9a

Next, we decided to search for PARP3-specific protein partners. In an initial mass spectrometry analysis of the proteins interacting with Flag-PARP3 immunoprecipitates performed in the PARP3^−/−3^-Flag-PARP3^WT^ LN229 whole cell extracts, we captured the chromatin repressive complex G9a/GLP1/Wiz (data not shown)*.* Given the functional cooperation of G9a/GLP1 with PRC2^21^, a binding partner of PARP3^10^, we decided to validate this association further and question on the importance of PARP3’s catalytic activity. To this end, we performed independent immunoprecipitations of Flag-PARP3^WT^, Flag-PARP3^HE^ and Flag as a control using an anti-Flag antibody and tested for the presence of G9a, GLP1 and Wiz using the appropriate antibodies (Fig. 2a–c). To prevent from unspecific association mediated by DNA, cell lysates were pretreated with DNase I before immunoprecipitation. We confirmed efficient co-precipitation of each G9a, GLP1 and Wiz with both Flag-PARP3^WT^ and Flag-PARP3^HE^ while only a minor to no association with Flag alone was detected. These results suggested that the association of PARP3 with the G9a/GLP1/Wiz complex does not involve its catalytic activity nor its binding to DNA. We further validated the co-precipitation of G9a and Wiz with EGFP-PARP3 immunoprecipitates in HEK cells while no co-precipitation was detected with EGFP (Sup. Fig. 2a). We also performed reciprocal immunoprecipitations in the PARP3^−/−3^-Flag-PARP3^WT^ LN229 cells using EGFP-G9a as a bait. We confirmed Flag-PARP3^WT^ as a binding partner of EGFP-G9a while no interaction was detected in the EGFP immunoprecipitates (Sup. Fig. 2b). To verify the role of PARP3 in the stability of the complex, we then studied the co-precipitation of Wiz and GLP1 with EGFP-G9a or EGFP used as control expressed in WT LN229 versus PARP3^−/−3^ LN229 cells (Fig. 2d). Relative to the levels of EGFP-G9a immunoprecipitates, we detected a similar co-purification of Wiz and GLP1 in either WT or PARP3-deficient cells indicating that PARP3 does not regulate the strength of the complex. No association with EGFP alone was revealed. To substantiate on this association, we next evaluated the ability of PARP3 to ADP-ribosylate G9a (Fig. 2e). Immunopurified EGFP-G9a or EGFP alone as a control was incubated together with purified PARP3 in the presence of biotinylated NAD^+^ and in the absence or the presence of DNase-I-treated calf thymus DNA to enhance PARP3 activity. As an additional control, we used the PARP3 inhibitor ME0328. The expression of EGFP-G9a produces different migrating bands interpreted as the full-length protein and truncated variants. Considering that G9a binds DNA with high affinity, the possible co-purification of a weak amount of DNA in the EGFP-G9a immunoprecipitates is possible and explains the automodification of PARP3 and the ADP-ribosylation of the upper band of EGFP-G9a. The addition of fragmented DNA in the reaction buffer stimulates the automodification of PARP3 and reveals the ADP-ribosylation of other accessible residues in the truncated EGFP-G9a that can be hidden in the full length protein because of a different structural folding. No ADP-ribosylation of EGFP alone was detected. With a different degree, the modification of both variants was reduced in the presence of ME0328 confirming the PARP3-catalysed modification. Together, these results reveal that PARP3 is able to directly ADP-ribosylate G9a.

**Figure 2:**
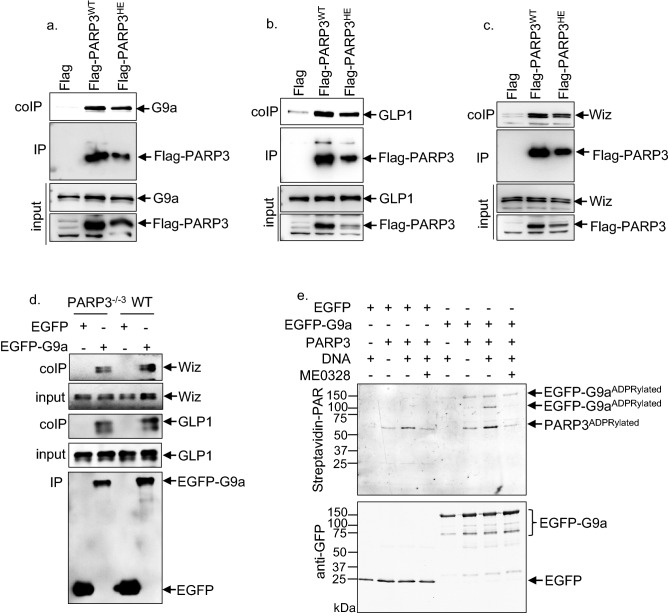
PARP3 interacts with and ADP ribosylates G9. (**a–c**) G9a, GLP1 and Wiz co-immunoprecipitate with Flag-PARP3^WT^ and Flag-PARP3^HE^ but not with Flag. The PARP3^−/−3^-Flag, PARP3^−/−3^-Flag-PARP3^WT^ and PARP3^−/−3^-Flag-PARP3^HE^ LN229 cell extracts were immunoprecipitated with a Flag antibody and analysed by western blotting using anti-G9a (**a**), anti-GLP1 (**b**), anti-Wiz (**c**) and anti-Flag antibodies. Input corresponds to 1/40 of the total amount of cell extracts used for immunoprecipitation. (**d**) The absence of PARP3 does not alter the stability of the G9a/GLP1/Wiz complex. The parental (WT) and the PARP3^−/−3^ LN229 cells were transfected with either EGFP (control) or EGFP-G9a. EGFP and EGFP-G9a immunoprecipitates were analysed by western blotting using anti-Wiz, anti-GLP1 and anti-EGFP antibodies. Input corresponds to 1/30 of the total amount of cell extracts used for immunoprecipitation. (**e**) PARP3 ADP-ribosylates G9a in vitro. Immunopurified EGFP (control) or EGFP-G9a were incubated with purified PARP3 in the absence or in the presence of DNase-activated DNA and biotinylated NAD^+^. When indicated ME0328 (20 µM) was added in the reaction buffer to inhibit PARP3 catalytic activity. ADP-ribosylated G9a and PARP3 (auto-ADP-ribosylated) are detected using the streptavidin Alexa system. EGFP and EGFP-G9a are detected by western blotting using an anti-GFP antibody. Uncropped Western-blots are shown in the supplementary information file.

### PARP3 deficiency alters the expression of clusters of genes involved in cell adhesion, cell migration and cell communication involving the ECM

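Total RNA was sequenced from parental LN229 cells (WT), an established human glioblastoma cell line, and from LN229 cells in which PARP3 had been disrupted with CRISPR/Cas9 (PARP3-/-), with 3 biological replicates per genotype. Ribosomal RNA was depleted, and strand-specific libraries were sequenced as short single-end reads. The authors trimmed the reads, removed those matching ribosomal RNA and spike-in sequences, aligned the rest to the hg38 genome with STAR and counted the reads on each Ensembl gene with htseq-count in union mode, which leaves out reads that overlap more than 1 gene. The deposited counts, which are not normalized, are the values used here. The WT libraries held 35582892, 42539536 and 40480954 counts on genes, and the PARP3-/- libraries held 29692065, 46010369 and 38239851. At these depths, the smallest level that can be told from no reads, set at 3 counts, lay between 0.0674 and 0.0996 CPM (counts scaled to library size), a limit that covers counting error only. Of the 33841 genes listed, the 17144 with enough counts in at least 3 libraries (filterByExpr of edgeR, minimum count 10) were tested, after TMM normalization, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The replicate number was left out of the model, and a model with the replicate number as a block was fitted beside it. The criteria were an adjusted p under 0.001 and a log2 fold change beyond 1 in either direction, which is one reading of those printed in Fig. 3a.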

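PARP3 (ENSG00000041880) was counted 1273, 942 and 995 times in WT replicates 1, 2 and 3, and 574, 1004 and 736 times in PARP3-/- replicates 1, 2 and 3. Its level was 27.2 ± 6.71 CPM in WT (SD, n = 3) and 20.4 ± 1.90 in PARP3-/- (SD, n = 3), and the libraries of the 2 genotypes overlapped. The log2 fold change was −0.42 (standard error 0.18, adjusted p = 0.307 from edgeR's quasi-likelihood test), and −0.39 with the replicate block (adjusted p = 0.0469). The PARP3 count therefore did not separate the genotypes, and the libraries are named by their labels. Libraries with the same replicate number deviated together from the means of their genotypes, with correlations across genes of 0.788, 0.680 and 0.383 for replicates 1, 2 and 3, against −0.765 to 0.576 for libraries with different numbers. Genes are not independent replicates, so these correlations describe the libraries only. No 2 libraries of a genotype differed by as little as the sampling noise. The closest, PARP3-/- replicates 2 and 3, had a chi-square of 4.12 per degree of freedom.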

To further decrypt the functions of PARP3 in glioblastoma and identify gene regulatory pathways controlled by PARP3, we performed a comparative RNAseq of the WT-LN229 and PARP3^−/−^ LN229 cells. This approach identified 454 downregulated genes and 324 upregulated genes (Fig. 3a) in the PARP3^−/−^ LN229 cells versus the WT LN229 cells. 

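By these criteria 76 genes were lower and 6 were higher in PARP3-/- than in WT LN229 cells, and in each of the 82 all 3 PARP3-/- libraries lay beyond all 3 WT libraries. Of all tested genes, 22.8% were separated in this way. By chance 10% would be expected if the libraries were exchangeable. Libraries with the same replicate number deviated together, so the chance share here can differ from 10%. With the replicate block, 393 genes were lower and 91 higher, among them all 76 and all 6. With DESeq2, the numbers were 353 and 69, again with all 76 and all 6 among them. Of the alternatives set before the data were examined, the one that raised the number of lower genes most was an adjusted p under 0.05 with no limit on the fold change, which gave 571 lower and 234 higher genes. At that level, in sets added after seeing the data, the replicate block gave 2143 lower and 2023 higher genes and DESeq2 gave 871 and 475. Leaving out 1 library at a time gave between 5 and 65 lower genes and between 0 and 6 higher genes. The smallest p belonged to PAGE5, on chromosome X from 55220355 to 55224108, which had 33.0 ± 1.28 CPM in WT (SD, n = 3) and at most 2 counts in each PARP3-/- library, at least 332-fold lower (adjusted p = 1.74e-06 in edgeR). FAM213A was at least 344-fold lower, SNX10 at least 326-fold, IGFBP2 at least 96.4-fold, BAGE2 at least 72.1-fold and RIMKLB at least 56.8-fold, each against the limit of 3 counts. Above that limit in PARP3-/-, the log2 fold change was −7.09 for CTAG2 (standard error 0.18), −5.12 for NFASC (0.22), −4.55 for HTRA1 (0.14) and −3.63 for TMEM246 (0.15). PAGE5, CTAG2 and BAGE2 belong to families of near-identical copies, so their reads may be hard to assign to a single copy. Among the higher genes, the log2 fold change was 2.45 for RNF17, 5.49 for RN7SKP62, 4.32 for ADGRV1 and 4.88 for RN7SKP185, and PABPC5, with 0 counts in each WT library, was at least 49.6-fold higher. RN7SKP62 and RN7SKP185 are pseudogenes of RN7SK and could share reads with it and with each other.

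**Figure D1:**
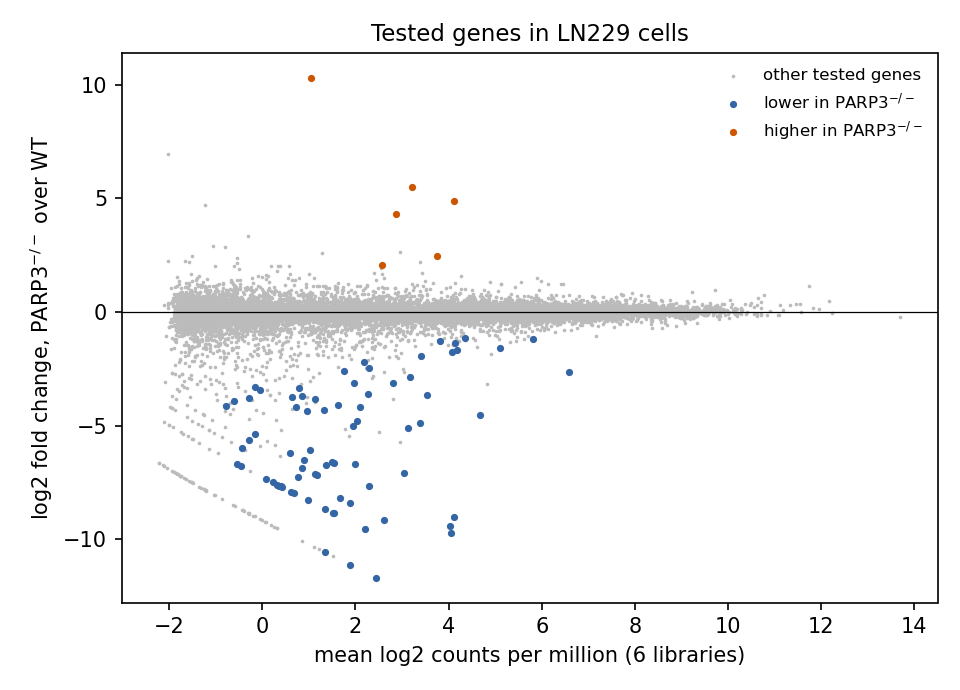
Log2 fold change of PARP3-/- over WT (vertical axis) against the mean log2 CPM of the 6 libraries (horizontal axis), one point for each of the 17144 tested genes. The 76 lower genes are blue and the 6 higher genes are orange, and for genes with at most 3 counts in every library of a genotype the plotted fold change is the model's estimate, of which only a lower bound can be measured.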

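Membership in extracellular matrix (ECM) and adhesion gene families was read from gene symbols, with a list fixed before the data were examined that holds 237 of the tested genes, because the DAVID annotation was not used here. Of the 76 lower genes, 5 were on the list (ADAMTS4, NFASC, PARVB, SPOCK1 and VWA5A), an odds ratio of 5.11 against all tested genes (two-sided Fisher's exact test, p = 0.00403). Of the 6 higher genes, 0 were. ADAMTS4, NFASC, PARVB and VWA5A are also in the paper's heat map, whose genes were selected on these same libraries. The list was fixed with the paper known, so tests of the list and its families are not independent of that selection. With the replicate block, the list held 18 of the 393 lower genes (odds ratio 3.62, p = 9.51e-06) and 6 of the 91 higher genes (odds ratio 5.14, p = 0.00164, Fisher's exact tests), so that it was enriched in both directions. The DESeq2 calls gave 16 lower genes (odds ratio 4.30) and 4 higher genes (odds ratio 5.38). When single libraries were left out, the odds ratio among lower genes ranged from 0 to 11.9, but the list held only 0 to 3 of the 5 to 65 lower genes of these fits, too few to tell how stable it is. Of 13 single families tested among the 76 lower genes, none passed the adjustment, and the smallest adjusted p was 0.160, for potassium channels with 2 genes. Among the 393 lower genes of the fit with the replicate block, 4 families passed in Fisher's exact tests: potassium channels (6 genes, adjusted p = 0.00269), matrix proteoglycans (3, 0.00827), collagen alpha chains (4, 0.0264) and parvins with focal adhesion genes (3, 0.0264). With DESeq2, potassium channels (0.00422), matrix proteoglycans (0.00422) and parvins with focal adhesion genes (0.0111) passed in the same test. Of 8 Gene Ontology terms in the deposited annotation, chosen after it had been seen, cell adhesion passed with 9 of the 76 genes (odds ratio 5.40, adjusted p = 0.000822 over the 8 terms, Fisher's exact test). The term extracellular matrix held 3 of the 76 (odds ratio 2.94, adjusted p = 0.237). In the fit with the replicate block, cell adhesion held 27 of the lower genes (odds ratio 3.05), synapse 33 (odds ratio 5.06) and extracellular matrix 12 (odds ratio 2.30).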

A pathway overrepresentation analysis of the downregulated transcripts using the DAVID interface revealed substantial changes in pathways and molecules associated with the ECM composition and function including collagen and glycoproteins and with cell adhesion and junctions and cell communication including channel activity (Fig. 3b). 

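The heat map of Fig. 3c holds 28 genes, and in all 28 every PARP3-/- library lay below every WT library. The paper selected these genes on the same libraries, so their number shows no stability of its own. For 26 of them the counts sufficed for the test, while KCNK9 and FBLN5 fell under the filter. In edgeR's quasi-likelihood test 11 passed the criteria. When p was adjusted over the list alone 26 passed, but that adjustment does not allow for the selection of the list on these libraries. Adjusted over all tested genes, the highest p among the 26 was 0.0254, for GLDN. With the replicate block 25 passed and with DESeq2 26 passed. In 14 genes no PARP3-/- library exceeded 3 counts, so only a lower bound of the fold can be given. It ran from at least 2.39-fold lower for FBLN5 to at least 108-fold lower for KCNK5, which had 347, 419 and 518 counts in WT replicates 1, 2 and 3 and 0 in each PARP3-/- library. In the other 14 genes the log2 fold change ran from −5.72 for MYCN (standard error 0.51, adjusted p = 0.00162 in edgeR) to −2.17 for COL8A2 (standard error 0.37, adjusted p = 0.0215). PARVB, on chromosome 22 from 43999211 to 44172949, fell from 2.78 ± 0.0742 to 0.215 ± 0.0821 CPM (SD, n = 3 each), with a log2 fold change of −3.73.

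**Figure D2:**
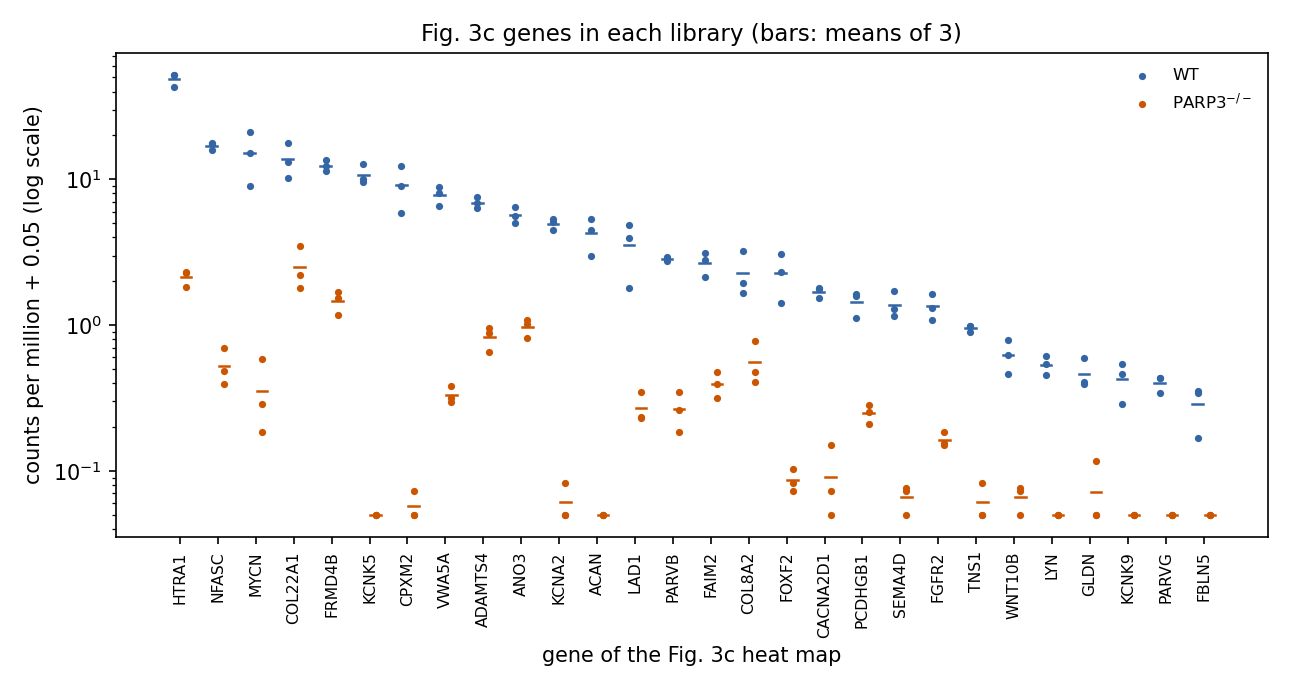
CPM plus 0.05 on a log scale (vertical axis) for the 28 genes of Fig. 3c (horizontal axis, ordered by their WT mean), with one point per library and a bar at the mean of 3 libraries. WT libraries are blue and PARP3-/- libraries orange, and genes without reads sit at 0.05, as KCNK5 does in all 3 PARP3-/- libraries.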

A clustered heatmap of a panel of selected transcripts from these groups and the validation of several of these genes by qPCR analysis confirmed that the absence of PARP3 significantly downregulated the selected transcripts consistently in the three independent experiments (Fig. 3c–f). Among those, 2 genes belong to the top 10/454 most significantly downregulated genes (*Nfasc*, *Frmd4b*) and 2 others were classified in the top 20/454 most significantly downregulated genes (*Adamts4*, *Vwa5a*).

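Ranked by p among the 76 lower genes, NFASC was at position 9, VWA5A at 13, FRMD4B at 23 and ADAMTS4 at 32. Among the 353 lower genes called with DESeq2, the tool the authors used, they were at positions 2, 11, 8 and 18 in the same order. Among the 393 lower genes of the fit with the replicate block, they were at 11, 22, 26 and 66. Ranked by log2 fold change among the 76, they were at 41, 44, 63 and 62. In CPM (SD, n = 3 each), FRMD4B fell from 12.4 ± 1.06 to 1.42 ± 0.262, ADAMTS4 from 6.86 ± 0.610 to 0.779 ± 0.151, VWA5A from 7.76 ± 1.19 to 0.281 ± 0.0448 and NFASC from 17.0 ± 0.900 to 0.476 ± 0.158. The largest adjusted p of the 4 genes was 0.000348 in edgeR's quasi-likelihood test, for ADAMTS4. With 1 library left out at a time, the log2 fold change stayed between −5.45 and −4.93 for NFASC and between −3.26 and −2.98 for ADAMTS4. In these 6 edgeR fits, which leave the replicate number out of the model, the adjusted p missed 0.001 in 2 for NFASC (highest 0.00186), in 5 for ADAMTS4 (0.00404), in 4 for FRMD4B (0.00320) and in 3 for VWA5A (0.00203). With all libraries and the replicate block, the adjusted p of the 4 genes in edgeR lay between 4.40e-09 (NFASC) and 4.28e-07 (ADAMTS4). From the heat map and the RT-qPCR of selected genes, the paper concludes that the absence of PARP3 downregulated these transcripts, and it states that PARP3 deficiency alters clusters of genes of cell adhesion, migration and communication.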

**Figure 3:**
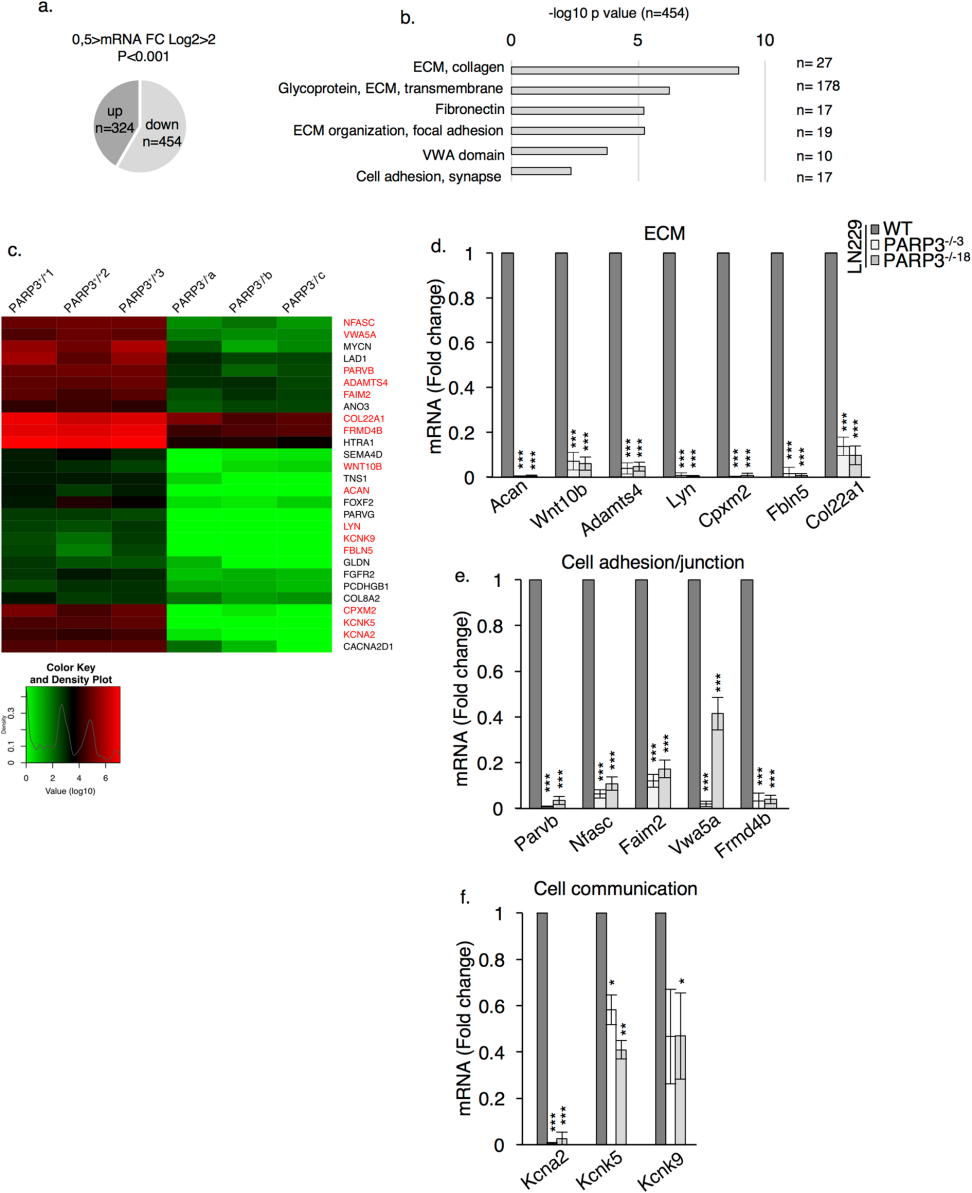
RNA seq reveals downregulation of transcripts coding for proteins involved in the organization of the ECM, in cell adhesion/junction, cell migration and communication. (**a**) Venn diagram illustrating the number of deregulated transcripts in PARP3^−/−^ LN229 cells (454 downregulated genes and 324 upregulated genes). (**b**) Pathway overrepresentation analysis of the 454 downregulated transcripts deduced with the DAVID bioinformatics resources 6.8. Number in brackets indicate the number of genes enriched, clustering to the corresponding pathway. (**c**) Clustered heatmap of downregulated transcripts in the ECM, cell adhesion and communication pathways. PARP3^+/+1^, PARP3^+/+2^, PARP3^+/+3^ represent three biological replicates of WT RNA extracts while PARP3^−/−a^, PARP3^−/−b^, PARP3^−/−c^ represent three biological replicates of PARP3-deficient RNA extracts. Transcripts highlighted in red were used for subsequent validation experiments. (**d–f**) qPCR validation of the selected downregulated transcripts from the ECM (**d**), cell adhesion/junction (**e**) and cell communication (**f**) pathways in WT and PARP3^−/−3^ and PARP3^−/−18^ LN229 cell lines. Data are expressed relative to *Gapdh*. Values represent means ± s.e.m. of three independent experiments and three technical replicates. *p < 0.05, **p < 0.01,***p < 0.001.

### PARP3 modulates G9a-mediated repression of the adhesion genes *Nfasc* and *Parvb*

Since G9a has previously been reported to mediate transcriptional repression of ECM and adhesion genes, we searched for a possible functional interplay between PARP3 and G9a in the regulation of candidate genes from these groups. To identify commonly regulated genes, we first analysed the impact of G9a silencing in WT LN229 cells, on the expression of 10 selected genes that we found repressed in the PARP3 knockout LN229 cells (Fig. 4a). We detected a significant upregulation in the expression of the ECM-related genes *Wnt10b*, *Fbln5*, *Acan* and *Lyn* and the adhesion-related genes *Nfasc* and a mild upregulation of the adhesion-related gene *Parvb* following the depletion of G9a in the WT LN229 cells. These results indicated that the expression of those genes are inversely regulated by PARP3 and G9a. The expression of some of these genes were then analysed in the PARP3-deficient cells upon G9a silencing (Fig. 4b). Among the 4 genes down-regulated in the absence of PARP3, the two adhesion genes *Nfasc* and *Parvb* appeared no longer repressed upon G9a knockdown. The expression of *Nfasc* significantly increased in the siG9a versus the sicontrol in both PARP3^−/−3^ and PARP3^−/−18^ LN229 cell lines, while a significant upregulation of *Parvb* was predominantly detected in the PARP3^−/−3^ clone. In contrast, *Vwa5a* remained down-regulated following G9a silencing and the upregulation of *Frmd4b* was not significant, suggesting that their repression in the PARP3-deficient cells occur in a G9a-independent manner. These results suggested that PARP3 and G9a conversely co-regulate the expression of *Nfasc* and *Parvb* genes. The major function of the histone methyltransferases G9a is to catalyse H3K9me2 for transcriptional repression^32,33^. To analyse the impact of PARP3 on G9a activity, we then compared the enrichment of H3K9me2 on the promoters of *Nfasc* and *Parvb* genes in the WT versus the PARP3^−/−3^ LN229 cells by ChIP-qPCR (Fig. 4c). We detected a significant increase of H3K9 dimethylation on the promoter of *Nfasc* and *Parvb* genes in the absence of PARP3. To strenghten these results, we verified the repression of *Nfasc* and *Parvb* and the increased enrichment of H3K9me2 on their promoters in the two PARP3-deficient T98G cell lines compared to the WT T98G counterpart (Fig. 4d,e). Notably, the enrichment of H3K9me2 on both genes was reduced in the PARP3^−/−3^ LN229 cells treated with the selective G9a inhibitor UNC0638 and in the PARP3^−/−2^ T98G cells upon G9a silencing (Sup. Fig. 3). Moreover, we detected a notable enrichment of G9a on both *Nfasc* and *Parvb* in the PARP3^−/−3^ LN229 cells (Sup. Fig. 7).

**Figure 4:**
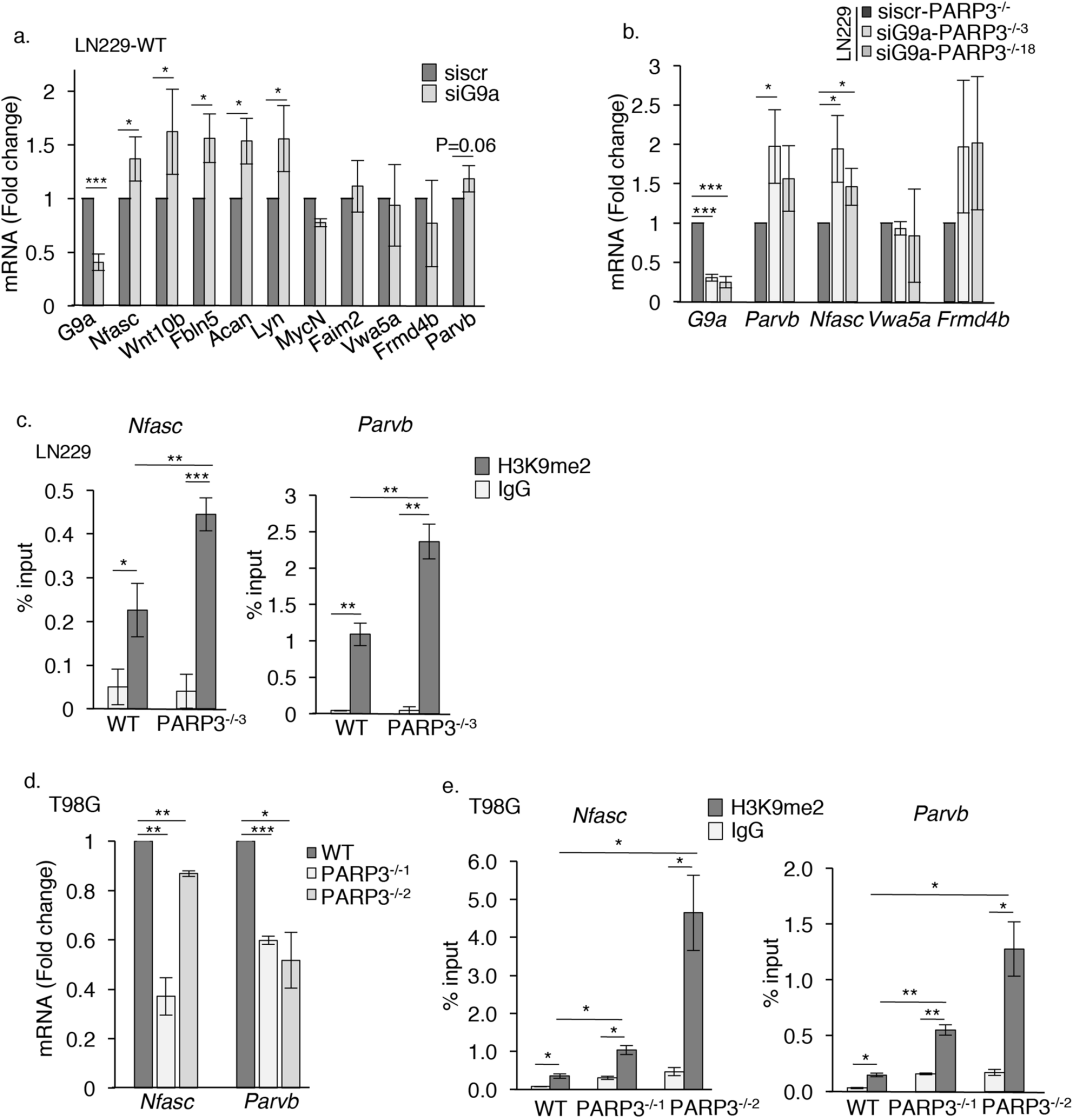
PARP3 moderates the G9a-mediated repression of the adhesion genes *Nfasc* and *Parvb.* (**a**) The silencing of G9a increases the expression of *Nfasc*, *Wnt10b*, *Fbln5*, *Acan*, *Lyn*. The parental LN229 cells were transfected with either sicontrol or siG9a for 72 h. The ECM (*Wnt10b*, *Fbln5*, *Acan*, *Lyn*), adhesion/junction (*Nfasc*, *Faim2*, *Vwa5a*, *Frmd4b*, *Parvb*) and *G9a* mRNA levels were analysed by RT-qPCR. Data are expressed relative to *Gapdh*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05, ***p < 0.001. (**b**) Recovery of expression of *Parvb* and *Nfasc* in the PARP3-deficient cells upon G9a silencing. The PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were transfected with either sicontrol or siG9a for 72 h. The transcript levels of *G9a*, *Parvb*, *Nfasc*, *Frmd4b* and *Vwa5a* were analysed by RT-qPCR. Data are expressed relative to *Gapdh*. Values represent means ± s.e.m of 3 independent experiments and 3 technical replicates. *p < 0.05, ***p < 0.001 (**c**) Increased enrichment of H3K9me2 on the promoters of *Nfasc* and *Parvb* genes in PARP3-deficient LN229 cells. H3K9me2 binding was assessed on the promoter regions of *Nfasc*, *Parvb* by CHIP-qPCR in the parental WT versus the PARP3^−/−3^ LN229 cells. IgG were used as ChIP negative controls. Data are represented as percent of input and are means (± s.e.m) of three biological replicates. *p < 0.05, **p < 0.01, ***p < 0.001. (**d**) Repression of *Nfasc* and *Parvb* in PARP3-deficient T98G cells. The transcript levels of *Parvb* and *Nfasc* were analysed by RT-qPCR in WT, and PARP3^−/−1^ and PARP3^−/−2^ T98G cell lines. Data are expressed relative to *Actin*. Values represent means ± s.e.m of 3 independent experiments and 3 technical replicates. *p < 0.05, **p < 0.01, ***p < 0.001. (**e**) Increased enrichment of H3K9me2 on the promoters of *Nfasc* and *Parvb* genes in PARP3-deficient T98G cells. H3K9me2 binding was assessed on the promoter regions of *Nfasc*, *Parvb* by ChIP-qPCR in the parental WT versus the two PARP3^−/−1^ and PARP3^−/−2^ T98G cells. IgG were used as ChIP negative controls. Data are represented as percent of input and are means (± s.e.m) of three biological replicates. *p < 0.05, **p < 0.01.

Collectively, the results collected so far indicate that PARP3 interacts with and moderates G9a catalyzed H3K9me2 at the gene specific level onto *Nfasc* and *Parv*b to promote their expression.

### PARP3 modulates G9a-mediated repression of hypoxia-responsive genes

Several studies have linked G9a to hypoxic regulation^27–30,34^. Earlier, we uncovered an important role of PARP3 in cell response to hypoxia in neural stem progenitor cells^35^. Thus, we aimed to investigate a possible functional cooperation between both partners in this context. First, to ascertain the importance of PARP3 in the hypoxic response, we analysed the effect of 1% O_2_-induced hypoxia on the expression of *Parp3*. We detected a gradual upregulation of *Parp3* from 48 h upon hypoxia (Fig. 5a). We then examined the sensitivity of the PARP3^−/−^ LN229 cells to chronic hypoxia compared to the parental WT cells (Fig. 5b). We submitted our cell models to a 2 months-long exposure to the chemical inducer of hypoxia CoCl_2_, mimicking permanent hypoxia from tumors, and we measured sensitivity throughout time by counting cells at each trypsinization. The absence of PARP3 clearly increased the susceptibility of LN229 cells to a long-term exposure to CoCl_2_. Together, these results suggested that PARP3 mediates long-term response to hypoxia in LN229.

**Figure 5:**
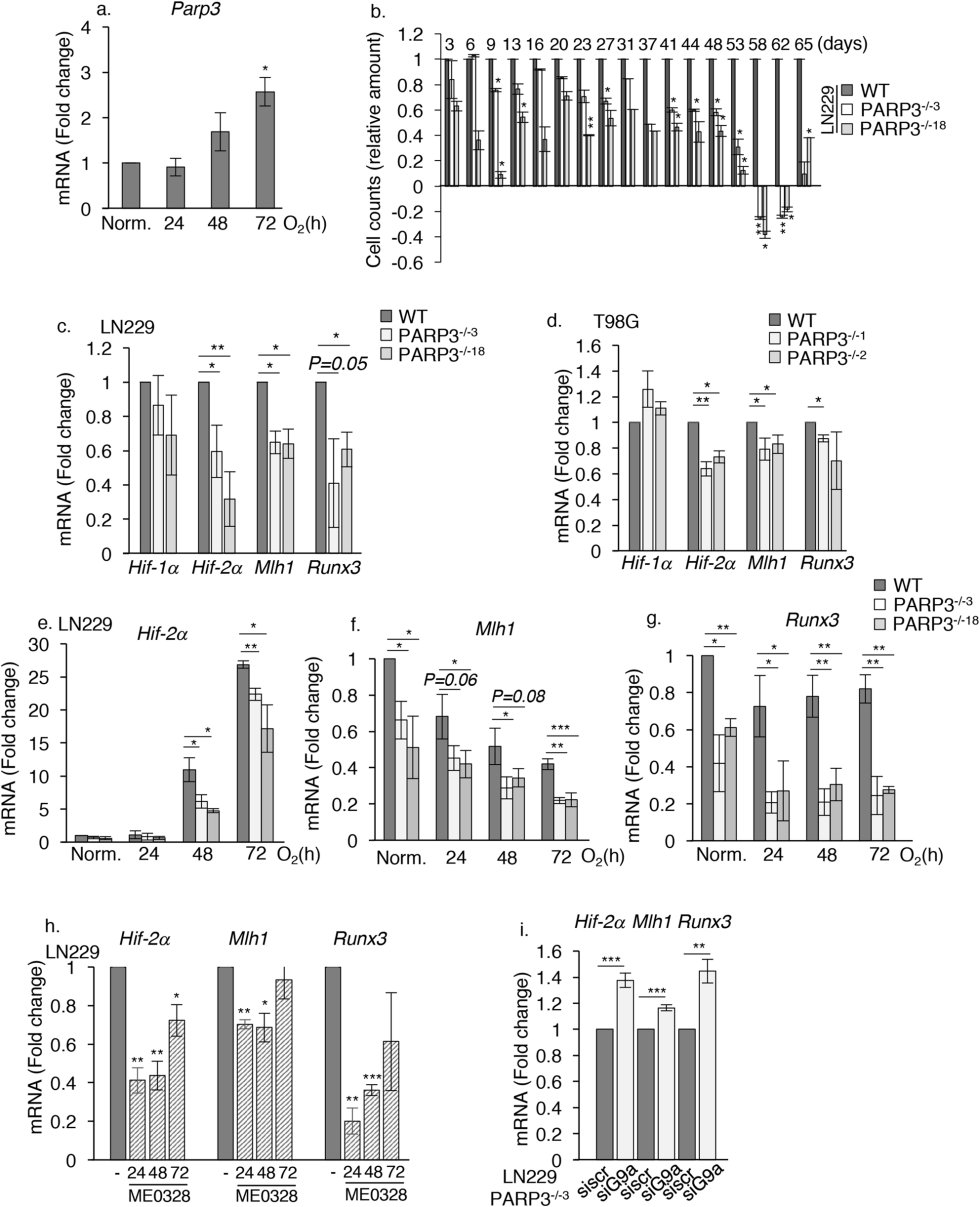
PARP3 mediates cell response to hypoxia in LN229 and counteracts the expression of the G9a-controlled hypoxia-responsive genes *Hif-2α*, *Mlh1* and *Runx3*. (**a**) *Parp3* expression increases during 1% O_2_-induced hypoxia. RT-qPCR analysis of *Parp3* cultured in normoxia (Norm) and at different times upon 1% O_2_. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05. (**b**) The absence of PARP3 causes susceptibility to chronic chemical-induced hypoxia. The parental WT, PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were maintained under CoCl_2_-induced hypoxia during 65 days. The remaining cells were counted at the indicated time points. Values represent means (± s.e.m) of technical replicates. *p < 0.05, **p < 0.01. (**c-g**) PARP3 deficiency induce the selective downregulation of *Hif-2α*, *Mlh1* and *Runx3* in normoxia and during hypoxia*.* (**c**,**d**) RT-qPCR analysis of *Hif-1α*, *Hif-2α*, *Mlh1* and *Runx3* in the parental WT, and two PARP3-deficient clones of LN229 and T98G cells grown under normal conditions. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05, **p < 0.01. (**e–g**) RT-qPCR analysis of *Hif-2α*, *Mlh1* and *Runx3* in the parental WT, PARP3^−/−3^ and PARP3^−/−18^ LN229 cells grown under 1% O_2_ for the indicated time points. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0,05, **p < 0,01, ***p < 0,001. (**h**) ME0328-mediated chemical inhibition of PARP3 reproduces the selective downregulation of *Hif-2α, Mlh1* and *Runx3* in normoxia. RT-qPCR analysis of *Hif-2α*, *Mlh1* and *Runx3* in the parental WT LN229 cells grown in normoxia in the absence or in the presence of ME0328 for the indicated time points. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05, **p < 0.01,***p < 0.001. (**i**) Recovery of expression of *Hif-2α*, *Mlh1* and *Runx3* in the PARP3-deficient cells upon G9a silencing. The PARP3^−/−3^ LN229 cells were transfected with either sicontrol or siG9a for 72 h. The transcript levels of *Hif-2α*, *Mlh1* and *Runx3* were analysed by RT-qPCR. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. **p < 0.01; ***p < 0.001.

Next, to identify common regulated genes, we analysed the expression of *Hif-1α, Hif-2α, Mlh1* and *Runx3* in our PARP3-deficient cell models and upon PARP3 inhibition because these genes have previously been shown to be directly regulated by G9a under hypoxia^29,30,34^ (Fig. 5c–h). We validated the role of G9a in the downregulation of *Hif-2α* and *Runx3* in the LN229 cells as shown by their upregulation when cells are treated with the G9a catalytic inhibitor UNC0638 (Sup. Fig. 4a). In both LN229 and T98G cells, the expression level of *Hif-1α *was not significantly affected by the absence of PARP3, but we found a selective down-regulation of *Hif-2α*, *Mlh1* and *Runx3* in normoxia (Fig. 5c,d). These repression were maintained in the PARP3-deficient LN229 cells maintained under 1% O_2_ and in the parental WT LN229 cells treated with the PARP3 inhibitor ME0328 when compared to the mock-treated WT cells (Fig. 5e–h) though not in the T98G models exposed to 1%O_2_ for the same duration (Sup. Fig. 4b–d).

To verify whether the repression of these genes in normoxia were mediated by G9a, we measured their expression in the PARP3-deficient LN229 cells upon G9a silencing. The three genes were no more downregulated but upregulated in the PARP3-deficient cells upon G9a silencing (Fig. 5i). *Hif-2α* was also upregulated in the G9a-depleted PARP3^−/−18^ cells (Sup. Fig. 4e). These data revealed that PARP3 and G9a inversely co-regulate the expression of *Hif-2α*, *Mlh1* and *Runx3*. To examine whether PARP3 moderates G9a activity onto H3K9me2, we then compared the enrichment of this histone mark onto the promoters of the three genes in the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells compared to the parental WT LN229 cells in normoxia and upon 1% O_2_ hypoxia (Sup. Fig. 4f–h). Surprisingly we found no significant difference in the establishment of H3K9me2 on the promoter of the genes in the PARP3-deficient cells compared to the parental WT cells cultured under normoxia or hypoxia. These results indicate another level of cooperation between both proteins for the regulation of these genes.

Considering that G9a/GLP1 complex was also found to inhibit HIF-1α transcriptional activity^27^, we next examined the expression of a subset of HIF-1α downstream target genes including *Glut1*, *Phd2*, *Phd3*, *Ndrg1, Ndrg2* and *Ndrg4*. (Fig. 6a–e and Sup. Fig. 5). *Ndrg* genes were selected because of their dysregulation following the chemical inhibition of G9a^30^, which we confirmed in the LN229 cell model (Sup. Fig. 5a). The expression of *Glut1*, *Phd2*, and *Phd3* was not impaired by the absence of PARP3 (Sup. Fig. 5b–d). In contrast, we found a selective down-regulation of the HIF target genes *Ndrg1, Ndrg2* and *Ndrg4* in both PARP3-deficient LN229 and T98G cell models and upon selective ME0328-mediated PARP3 inhibition in LN229 in normoxia (Fig. 6a–d). Under hypoxia, repression of *Ndrg2* was maintained in both PARP3-deficient LN229 cell lines, repression of *Ndrg1* was identified in the PARP3^−/−18^ cells while a transient repression of *Ndrg4* was detected in the PARP3^−/−3^ cells. (Fig. 6c, and Sup. Fig. 5e,f). We then measured the expression of the *Ndrg* genes in the PARP3^−/−3^ LN229 cells cultured in normoxia upon G9a silencing and found that *Ndrg1*, *Ndrg2* and *Ndrg4* were no longer repressed (Fig. 6e). In contrast, their expression was markedly increased in the siG9a versus the sicontrol PARP3^−/−3^ LN229 confirming that PARP3 and G9a inversely co-regulate the expression of all three *Ndrg1*, *Ndrg2* and *Ndrg4.* We next analysed the enrichment of H3K9me2 onto the promoters of these genes in the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells compared to the parental WT LN229 cells in normoxia and upon 1% O_2_ hypoxia. We were not able to detect an enrichment of H3K9me2 onto *Ndrg1* in our cells*.* We did not detect more H3K9me2 onto *Ndrg2* in the PARP3-deficient cells compared to the parental WT cells cultured under normoxia or hypoxia suggesting that for this gene, G9a/PARP3 cooperation does not occur onto H3K9me2 (Sup. Fig. 5g). In contrast, we detected a significant increase in the establishment of H3K9me2 on the promoter of *Ndrg4* in the absence of PARP3 in LN229 that we validated further in the PARP3-deficient T98G cells (Fig. 6f,g). This increase was maintained under hypoxia in LN229 cells. Importantly, the enrichment of H3K9me2 on *Ndrg4* was significantly reduced in the PARP3^−/−2^ T98G cells upon G9a silencing, while a moderate though no significant reduction was detected in the PARP3^−/−3^ LN229 cells (Sup. Fig. 6). Moreover, we detected a weak increase in the enrichment of G9a on *Ndrg4* in the PARP3^−/−3^ LN229 cells (Sup. Fig. 7).

**Figure 6:**
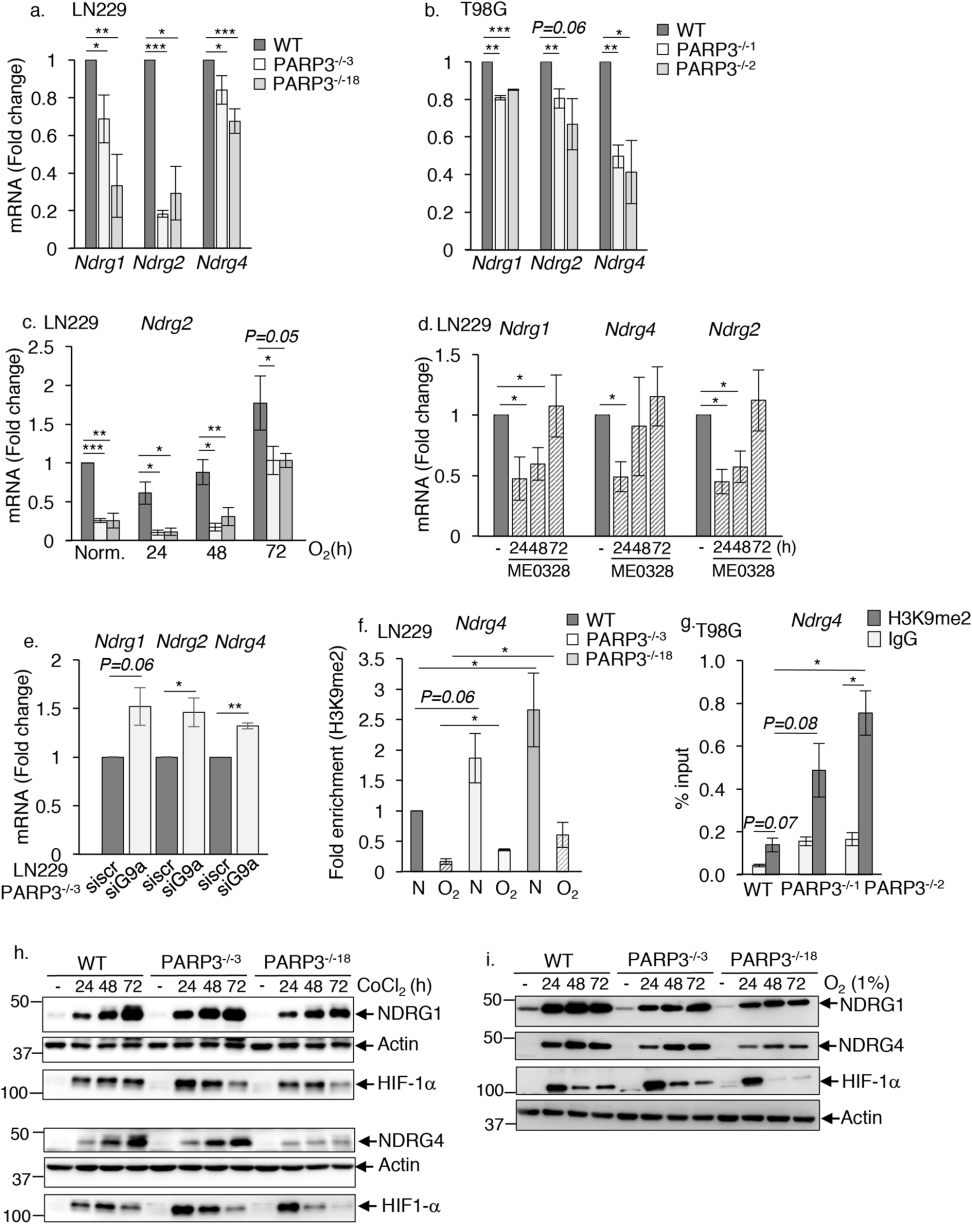
PARP3 moderates the G9a-mediated repression of the hypoxia responsive targets *Ndrg1, Ndrg2* and *Ndrg4.* (**a–c**) RT-qPCR analysis of *Ndrg1*, *Ndrg2* and *Ndrg4* in the parental WT and two PARP3-deficient clones of LN229 and T98G cells grown under normal conditions or under 1% O_2_ for the indicated time points. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05, **p < 0.01, ***p < 0.001. (**d**) ME0328-mediated chemical inhibition of PARP3 reproduces the selective downregulation of *Ndrg1, Ndrg2* and *Ndrg4* in normoxia. RT-qPCR analysis of *Ndrg1, Ndrg2* and *Ndrg4* in LN229 grown in normoxia in the absence or in the presence of ME0328 for the indicated time points. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05. (**e**) Recovery of expression of *Ndrg1*, *Ndrg2* and *Ndrg4* in the PARP3-deficient cells upon G9a silencing. The PARP3^−/−3^ LN229 cells were transfected with either sicontrol or siG9a for 72 h. The transcript levels of *Ndrg1, Ndrg2* and *Ndrg4* were analysed by RT-qPCR. Data are expressed relative to *Actin*. Values represent means ± s.e.m. of 3 independent experiments and 3 technical replicates. *p < 0.05, **p < 0.01. (**f**) Increased enrichment of H3K9me2 on the promoter of *Ndrg4* in PARP3-deficient LN229. H3K9me2 binding was assessed on the promoter region of *Ndrg4* by ChIP-qPCR in the parental WT versus the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells grown in normoxia (N) or exposed to 1% O_2_ for 72 h. Enrichments were normalized to an IgG antibody used as ChIP negative control and fold enrichments were calculated relative to the parental LN229 grown in normoxia. Data are represented a percent of input and are means (± s.e.m) of three biological replicates. *p < 0.05. (**g**) Increased enrichment of H3K9me2 on the promoter of *Ndrg4* in PARP3-deficient T98G cells. H3K9me2 binding was assessed on the promoter region of *Ndrg4* by ChIP-qPCR in the parental WT versus the two PARP3^−/−1^ and PARP3^−/−2^ T98G cells. IgG were used as ChIP negative controls. Data are represented as percent of input and are means (± s.e.m) of three technical replicates of a representative experiment (n = 3) *p < 0.05. (**h**, **i**) The absence of PARP3 limits the hypoxia-induced upregulation of NDRG1 and NDRG4. The parental WT, PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were maintained under CoCl2 (**h**) or 1% O_2_ (**i**) for the indicated time points. NDRG1, NDRG4, HIF-1α and actin were analysed by western blotting using the appropriate antibodies. Uncropped Western-blots are shown in the supplementary information file.

Together these data revealed that PARP3 tempers G9a-catalysed H3K9me2 specifically onto *Ndrg4* in both LN229 and T98G cells.

To validate the importance of PARP3, we also followed the protein expression levels of NDRG1 and NDRG4 upon CoCl_2_ or 1% O_2_-induced hypoxia in the WT versus the PARP3- deficient cell lines (Fig. 6h,i and Sup. Fig. 8a–d). Hypoxic conditions induced a significant increase in NDRG1 and NDRG4 protein levels. This increase was a little less important in the PARP3^−/−3^ LN229 cells and reduced in the PARP3^−/−18^ LN229 cells.

Overall, these results clearly reveal that PARP3 also moderates G9a activity onto a subset of hypoxia-responsive genes to help their expression. However, only for *Ndrg4*, this regulation takes place onto H3K9me2.

### PARP3 mediates the stability of cytoplasmic microtubules under hypoxia

It is well-established that cell response to hypoxia involves a significant reorganization of the cytoskeleton during which the strict regulation of microtubules stability and dynamics plays a prime role. Among the post-translational modifications that control microtubule properties, α-tubulin acetylation has been defined as a marker of stable, polymerized microtubules with a protective role from mechanical breakage^36^. Stress-induced decrease of tubulin acetylation reveals fragility of the microtubule network. In mammals and plants, NDRG proteins have been linked with microtubule acetylation and stability^37,38^. These findings together with previous data demonstrating that PARP3 regulates the stability of the mitotic spindle prompted us to investigate the contribution of PARP3 in cytoskeleton rearrangement under hypoxia^3^. To this end, we analysed the levels of acetylated α-tubulin in our WT and PARP3^−/−^ LN229 cell lines upon CoCl_2_ treatment or an exposure to 1% O_2_ (Fig. 7a–d). In both experimental conditions, we detected a hypoxia-induced decrease in the levels of acetylated α-tubulin in the WT cells as expected. This decrease was significantly enhanced in the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells indicating serious microtubules instability. Consistently, in the condition of 1% O_2_, we also observed reduced tubulin detyrosination, another marker of microtubule stability, in the PARP3^−/−3^ and PARP3^−/−18^ cells compared to the WT cells. In support of a role of PARP3 catalytic activity, reduced α-tubulin acetylation, reduced α-tubulin detyrosination, and impaired upregulation of NDRG1 and NDRG4 were also detected upon the ME0328-mediated chemical inhibition of PARP3 activity (Fig. 7e). Moreover, although following a different profile and at a lower extend, impaired α-tubulin acetylation under hypoxia was also reproducibly detected in the two PARP3-deficient T98G cells compared to their WT counterpart (Sup. Fig. 9a).

**Figure 7:**
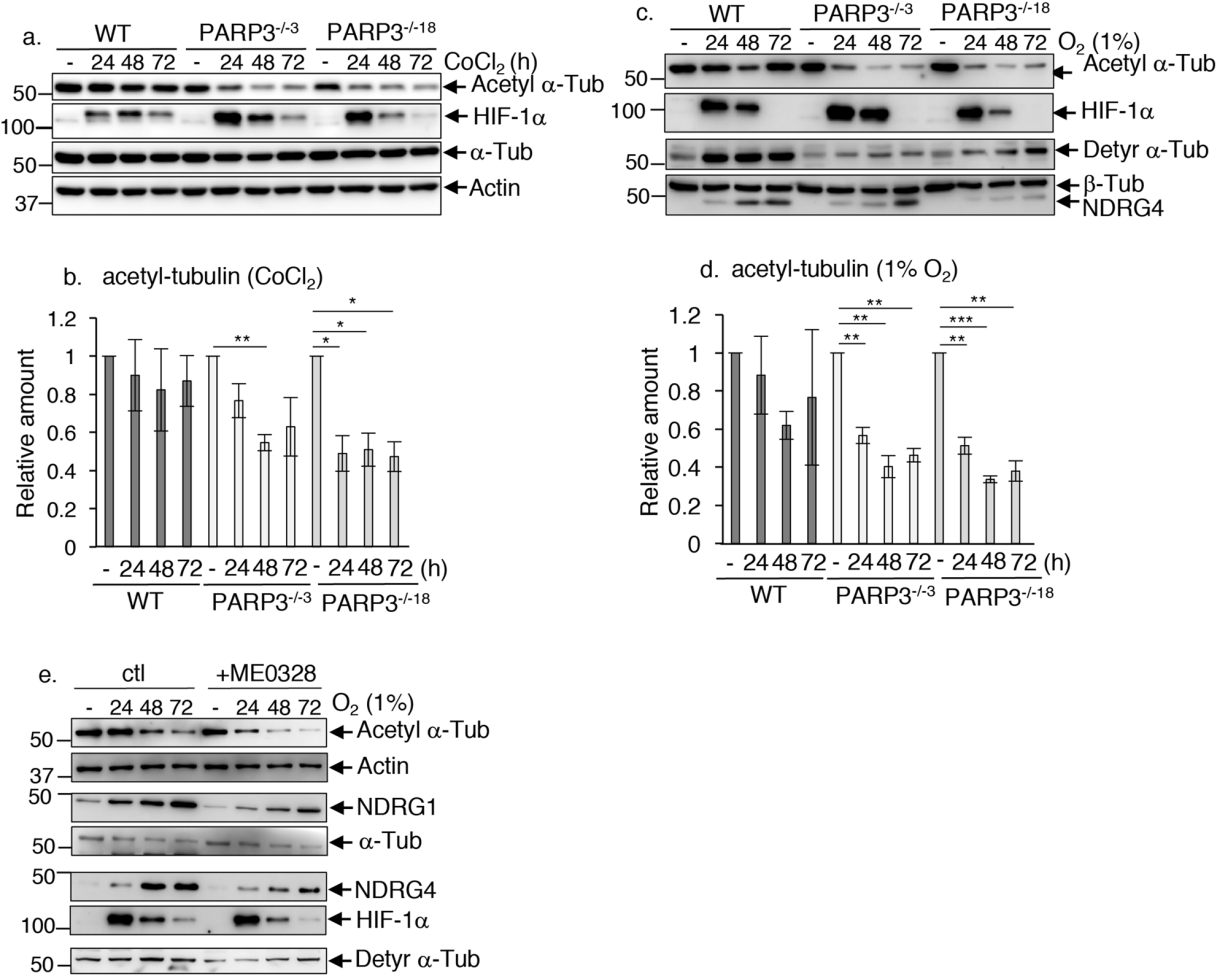
PARP3 deficiency destabilizes cytoskeleton microtubules under hypoxia. (**a**,**b**) PARP3 deficiency reduces tubulin acetylation during CoCl_2_-induced hypoxia. (**a**) The parental WT, PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were maintained under CoCl_2_-induced hypoxia for the indicated time points. Acetyl α-Tubulin, HIF-1α α-tubulin and actin were analysed by western blotting using the appropriate antibodies. Uncropped Western-blots are shown in the supplementary information file. (**b**) Bar graphs depict the relative signal intensities of acetyl α-Tubulin versus α-Tubulin measured in three independent experiments using Image J. Mean values ± s.d are indicated. *p < 0.05, **p < 0.01. (**c**,**d**) PARP3 deficiency reduces tubulin acetylation under 1% O_2_-induced hypoxia. (**c**) The parental WT, PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were cultured under 1% O_2_-induced hypoxia for the indicated time points. Acetyl α-Tubulin, detyr α-Tubulin, β-Tubulin, HIF-1α were analysed by western blotting using the appropriate antibodies. Uncropped Western-blots are shown in the supplementary information file. (**d**) Bar graphs depict the relative signal intensities of acetyl α-Tubulin versus β-Tubulin measured in three independent experiments using Image J. Mean values ± s.d are indicated. **p < 0.01, ***p < 0.001. (**e**) The chemical inhibition of PARP3 (ME0328) reduces tubulin acetylation, tubulin detyrosination, and impairs NDRG1 and NDRG4 upregulation under O_2_-induced hypoxia. Mock-treated and ME0328-treated LN229 cells were cultured under 1%O_2_-induced hypoxia for the indicated time points. Acetyl α-Tubulin, α-Tubulin, detyr α-Tubulin, HIF-1α, NDRG1, NDRG4 and actin were analysed by western blotting using the appropriate antibodies. Uncropped Western-blots are shown in the supplementary information file.

### The absence of PARP3 increases the sensitivity of LN229 cells to microtubule-destabilizing agents

To further confirm microtubules fragility in the absence of PARP3, we then compared the efficiency of nocodazole to depolymerize microtubules in the WT and the PARP3-deficient LN229 cells by analyzing the pattern of acetylated tubulin by immunofluorescence staining (Fig. 8a). In interphase, untreated cells display a homogeneous pattern of long stretches of clustered microtubules extending outward from the centrosome toward the periphery of the cell. No difference was observed between the WT and the PARP3-deficient cells. A short mild treatment of WT cells with nocodazole induced the accumulation of cells with either short stretches of depolymerized microtubules randomly distributed in the cell or cells with no remaining tubulin staining reflecting complete depolymerization. We analysed the distribution of these figures in the nocodazole-treated PARP3^−/−3^ and PARP3^−/−18^ cells versus the parental WT cells. Consistent with microtubules weakness, we detected a significant decrease in the percentage of cells with polymerized long stretches of tubulins compared to the WT cells and an increase in the percentage of cells with complete depolymerized microtubules. These results confirmed that the absence of PARP3 reduces the stability of cytoskeletal microtubules in normoxia.

**Figure 8:**
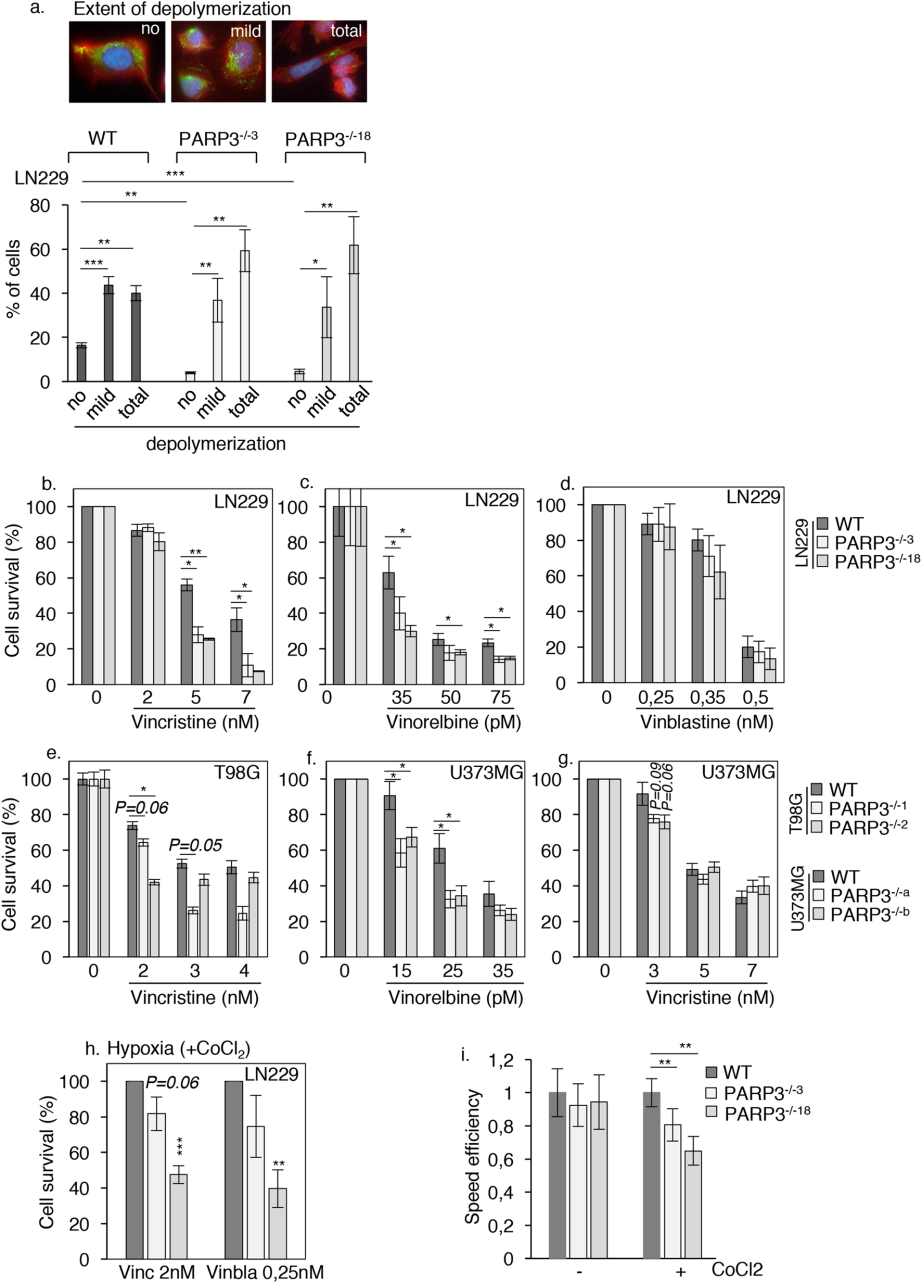
Microtubules instability in PARP3-deficient cells impairs motility and induces sensitivity to nocodazole and vinca-alkaloids. (**a**) PARP3-deficient cells are more sensitive to nocodazole-induced microtubules depolymerization. The parental WT and the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were treated with nocodazole and immunostained for acetylated α-Tubulin (green). Actin was labeled using Alexa 594-phalloidin (red). The nucleus was stained with Dapi. The number of cells showing total, mild or no depolymerization was counted. Values represent the mean + /- s.d of 3 independent experiments and a total counting of > 350 figures per experiment. *p < 0,05, **p < 0,01, ***p < 0,001. (**b-g**) The absence of PARP3 sensitizes glioblastoma cells to microtubule-destabilizing agents. Dose response clonogenic survival curves of the wild type (WT) and two PARP3-deficient clones of LN229, T98G or U373MG cell lines treated with vincristine, vinorelbine or vinblastine and grown under normoxia. Results represent the mean values of three independent experiments ± s.d. For (**c**) and (**e**), results represent the mean values of three technical replicates ± s.d. of a representative experiment. *p < 0.05, **p < 0.01. (**h**) Hypoxia exacerbates the sensitivity of PARP3-deficient LN229 cells to vincristine and reveals sensitivity to vinblastine. The parental WT and the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were cultured under CoCl_2_-induced hypoxia and treated with non-toxic doses of vincristine and vinblastine. Results represent the mean values of three independent experiments ± s.d. **p < 0.01,***p < 0.001. (**i**) PARP3 deficiency alters cell motility (scratch wound closure) under hypoxic stress. The parental (WT) and the PARP3^−/−3^ and PARP3^−/−18^ LN229 cells were either left untreated (−) or exposed to CoCl_2_ for 48 h (+) before performing a scratch wound assay. CoCl_2_ was maintained during the wound healing. Histogram depicts the speed efficiency relative to the WT set to 1 and calculated from analysis of video recording of the in vitro scratch wounds. Error bars represent the means of 3 independent experiments ± s.d. **p < 0.01.

Following this result, we hypothesized that the absence of PARP3 may affect the sensitivity of glioblastoma cells to microtubule-destabilizing agents. To address this hypothesis, we treated our LN229 and T98G cell lines with vincristine, vinblastine and/or vinorelbine in normoxia and analysed cell viability using clonogenic assays. We also engineered PARP3-deficient U373MG cell lines (Sup. Fig. 9b). When grown in normoxia, PARP3-deficient LN229 were highly susceptible to the cytotoxic effect of vincristine and vinorelbine but not vinblastine, PARP3-deficient T98G cells were sensitive to vincristine and PARP3-deficient U373MG were sensitive to vinorelbine, and at the lowest concentration a moderate sensitivity to vincristine was consistently observed (Fig. 8b–g). Sensitivity to vincristine was rescued in the PARP3^−/−3^ LN229 by the re-expression of Flag-PARP3^WT^ but also Flag-PARP3^HE^ demonstrating the importance of PARP3 protein beyond its catalytic activity (Sup. Fig. 9c). Moreover, the exposure of LN229 cells to vincristine and vinblastine at doses that were non-toxic in normoxia, revealed a sensitivity of the PARP3-deficient LN229 to vinblastine, and enhanced their sensitivity to vincristine when cultured under CoCl_2_-induced hypoxia (Fig. 8h).

Given the importance of microtubules acetylation but also Nfasc and Parvb in cell motility, we also examined the effect of PARP3 deficiency on cell motility in normoxia and under CoCl_2_-induced hypoxia using a wound healing assay (Fig. 8i and Sup. Fig. 9d). While the absence of PARP3 had no impact on the speed efficiency of LN229 cells when grown in normal culture conditions, under CoCl_2_, the motility of the PARP3^−/−3^ and PARP3^−/−18^ cell lines was reduced compared to the control cells suggesting that hypoxia-induced microtubules weakness impairs migration of the PARP3-deficient LN229 cells.

Collectively, these data suggest that PARP3 is required to regulate the stability of cytoskeletal microtubules under hypoxia and its absence increases the susceptibility of glioblastoma cells to microtubule destabilizing agents.

## Discussion

In this study we identified PARP3 as a novel binding partner of G9a. By exploring the functional aspects of this association in the model of glioblastoma, we found that PARP3 and its catalytic activity helps to restrain G9a-mediated repression of the adhesion genes *Nfasc* and *Parvb* and the hypoxia-regulated genes *Hif-2α*, *Mlh1, Runx3, Ndrg1, Ndrg2* and *Ndrg4*. Intriguingly, PARP3 controls G9a-catalyzed H3K9me2 at the gene specific level onto *Nfasc*, *Parvb* and *Ndrg4* specifically, suggesting an other level of cooperation for the silencing of the hypoxia genes *Hif-2α*, *Mlh1*, *Runx3*, *Ndrg1* and *Ndrg2*. Because G9a acts predominantly in an heterodimeric complex with GLP1 and that this complex appears to be the functional H3K9 methyltransferase in vivo^32^, we verified that the G9a/GLP1 heterodimer formation was maintained in the PARP3-deficient cells. Also the interaction of Wiz with this complex, a core subunit needed for G9a stability, H3K9 methylation activity and gene repression, was conserved in the absence of PARP3^17,19^. These results suggest that PARP3 might not be necessary for the formation of the G9a/GLP1/Wiz complex. A previous study has demonstrated the existence of a significant interaction between G9a and the Polycomb Repressive Complex 2 (PRC2)^21,22^. In vivo, this association was described to secure the epigenetic silencing of a subset of developmental and neuronal genes in mESCs. Mechanistically, G9a enzymatic activity was found to control PRC2 recruitment and H3K27 trimethylation at these specific genomic regions. Interestingly, co-immunoprecipitation experiments identified an association of PARP3 with several core components of the PRC2 complex including the catalytic subunit EZH2, Suz12 and YY1^10^. Thus, it is tempting to propose that through its association with G9a and by modulating its activity, PARP3 contributes to fine-tune PRC2-mediated trimethylation of H3K27. However, total levels of H3K27me3 were not impaired by the absence of PARP3 nor its chemical inhibition (data not shown) suggesting that PARP3 does not control the G9a-PRC2 axis at the global level of H3K9 trimethylation. That this occurs at specific genomic regions such as the common targets *Hif-2α*, *Mlh1*, *Runx3*, *Ndrg1*, *Ndrg2* remains an issue.

Since PARP3 and G9a control the expression of common hypoxia-associated genes, we speculated on a possible functional cooperation between both enzymes in cell response to hypoxia, a hallmark of glioblastoma invasion. This hypothesis is supported by earlier findings reporting that G9a plays as an epigenetic mediator of hypoxia signaling^28–30^ and that PARP3 mediates a hypoxic response in mouse neural stem progenitor cells after acute hypoxia-ischemia^35^. In agreement with this latter result, we show here that PARP3 is implicated in the regulation of hypoxia signaling pathways in glioblastoma cells. *Parp3* expression is increased upon 1% O_2_-induced hypoxia and its absence in LN229 confers high vulnerability to chronic hypoxia. Our data reveal that the PARP3-G9a cooperation for the transcriptional regulation of *Hif-2α*, *Mlh1*, *Runx3*, *Ndrg1*, *Ndrg2* and *Ndrg4* occurs both in normoxia and under hypoxia stress.

Mounting evidences have associated the hypoxic response with dramatic cytoskeleton remodeling. It involves the reorganization of microtubules determined by a decrease in the acetylation and detyrosination of α-tubulin, both of which are markers of microtubules stability. In a previous study, we have identified a key contribution of PARP3 in the assembly and stability of the mitotic spindle microtubules^3^. Moreover, NDRG proteins have been suggested to promote tubulin acetylation and stability^38^. Thus to further progress with the role of PARP3 in hypoxic stress response, we made the hypothesis that PARP3 could regulate the acetylation and stability of cytoskeletal microtubules. Our data reveal an accelerated hypoxic stress-induced decrease in α-tubulin acetylation and detyrosination in the PARP3 knockout glioblastoma cells and upon PARP3 inhibition, indicating weakened cytoskeleton microtubules. These findings suggest that PARP3 protects from hypoxia-induced disassembly of cytoskeletal microtubules. To which extend and how PARP3-mediated regulation of G9a contributes to α-tubulin acetylation and integrity remains a relevant question to explore in future studies. That PARP3 supervises G9a-mediated repression of *Ndrg1, Ndrg2* and *Ndrg4* and that its absence impairs the hypoxia-induced increase in NDRG1 and NDRG4 levels led us to postulate on the existence of a PARP3-G9a-NDRG axis that at least partly mediates cell response to hypoxia. In line with this, NDRG proteins have previously been linked with α-tubulin stability^38^. Yet, clonogenic assays revealed a weak potentializing effect of NDRG4 depletion on the sensitivity of PARP3-deficient LN229 cells to vincristine thus suggesting an additional level of regulation by the NDRG proteins (Sup. Fig. 10). The PARP3-G9a axis might also implicate other yet unidentified G9a-regulated genes, a G9a-mediated lysine methylation of an unknown protein key for tubulin stability, or simply the G9a-catalysed methylation of α-tubulin. This latter hypothesis is supported by recent findings describing the emergence of dual-function methyltransferases that methylate both histones and tubulin among them SETD2^39^ or SMYD2^40^. Comparative G9a CHIPseq experiments combined with comparative mass spectrometry-based proteomics to explore G9a partners and targets performed in the WT and PARP3-deficient cell models will help to scrutinize these hypotheses in future studies.

Given that PARP3-deficient cells displayed microtubules instability, we predicted vulnerability to microtubule-destabilizing agents. Consistently, we identified a context-specific hypersensitivity of three different PARP3-deficient cell lines LN229, T98G and U373MG to either vincristine, vinblastine or vinorelbine. The absence of PARP3 also sensitized LN229 to nocodazole revealed by increased cytoskeletal microtubules depolymerization. Moreover, vulnerability to vincristine and vinblastine were further enhanced under hypoxic stress in PARP3-deficient LN229 cells consistent with the contribution of PARP3 to maintain microtubules stability in hypoxic conditions.

Acetylation of α-tubulin was also described to promote cell migration^41^. Accordingly, PARP3 knockout LN229 displayed impaired reduced migration ability when grown under hypoxia further supporting the role of PARP3 in microtubules stability upon hypoxic stress.

In conclusion, this work identified PARP3 as a novel interactor and regulator of G9a. PARP3 ADP-ribosylates G9a in vitro and helps to adjust G9a-mediated transcriptional inhibition of the *Nfasc* and *Parvb* genes involved in cell adhesion and of the *Hif-2α*, *Mlh1, Runx3, Ndrg1, Ndrg2* and *Ndrg4* genes that promote cell response to hypoxia. For a subset of these genes, PARP3 controls G9a for the enrichment of the repressive mark H3K9me2.

In addition, despite an absence of overt phenotype in the PARP3-knockout glioblastoma cells exemplified by normal proliferation and normal in vivo tumor progression, we provide strong evidence that PARP3 dysfunction participates in enhancing the fragility of cytoskeletal microtubules that confers vulnerability to microtubule-destabilizing agents. We speculate that this event is at least partly mediated by a PARP3-G9a crosstalk that needs to be specified. In the future, these findings will inspire novel therapeutics strategies for the use of PARP3-specific inhibitors combined with microtubules targeting agents to overcome tumor hypoxia as a barrier to effective cancer treatment in glioblastoma.

## Materials and methods

### Reagents and plasmids

Vincristine and CoCl_2_ were purchased from Sigma-Aldrich. Vinblastine was purchased from Enzo Life sciences. Vinorelbine was purchased from Tocris. The PARP3 inhibitor ME0328 has been described^42^. The EGFP-G9a construct has been purchased from Addgene (33025). The pMXPIE plasmids encoding either Flag, the catalytically active Flag-PARP3^WT^ or the dead mutant Flag-PARP3^HE^ have been described^6^.

### Cell culture, cell proliferation and hypoxia treatment

All cells were a generous gift from M. Dontenwill (Laboratoire de Bioimagerie et pathologies, Illkirch). LN229, U373MG, SF763, LN18, T98G, U87MG, LNZ308 and SF767 were maintained in MEM medium supplemented with 10% FCS and 1% gentamicin. LN443 and LN444 were maintained in DMEM-1 g/L d-glucose medium supplemented with 10% FCS and 1% gentamicin. All cell lines were maintained at 37 °C in a humidified 5% CO2 atmosphere.

To measure cell growth, cells were seeded into 6-well plates (500.000 cells/well) in triplicates and counted daily for 4 days.

Gene specific siRNA for G9a (ON_TARGET plus human G9a L-006937-00) and negative control siRNA (scr) were obtained from Horizon Discovery. Cells were transfected with 25 nM siRNA using JetPrime (PolyPlus Transfection) according to the manufacturer’s instructions and processed 72 h later.

Hypoxia was induced either chemically by growing cells in medium supplemented with 100 μM of the hypoxia mimetic agent CoCl_2_ for the indicated time points, or by growing cells in low oxygen conditions using a tri-gas incubator flushed with a gas mixture containing 1% O_2_, 5% CO_2_ and balanced with N_2_. When analyzing the impact of ME0328, cells were pre-treated with the compound for 24 h before hypoxia and the compound was maintained throughout the experiment.

### Knockout of PARP3 using CRISPR/nCas9-mediated genome editing

CRISPR/Cas9 knockout cells were generated by co-transfection of the cells with two plasmids either co-expressing 2 sgRNAs targeting exon 2 and nCas9-EGFP, or co-expressing 2 sgRNAs targeting exon 5 and nCas9-mCherry. The sgRNAs sequences are as following: Exon 2: gRNA1: GCCTCAGCGGTGGAGCGGAA, gRNA2: AGAGAAGCGCATAATCCGCG, Exon 5: gRNA3: GTTAGTGATGAGCTTCTGCG, gRNA4: CACCATGGCCCTCATGGACC. 

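In the GRCh38 genome each of the 4 guide sequences has 1 exact match on chromosome 3. All lie in coding exons of the main PARP3 transcript, which has 11 exons and runs from 51942363 to 51948867 on the forward strand. In exon 2 (51943354 to 51943538), gRNA1 matches 51943440 to 51943459 on the reverse strand, followed by the PAM GGG, and gRNA2 matches 51943478 to 51943497 on the forward strand, followed by TGG. In exon 5 (51944778 to 51944910), gRNA3 matches 51944842 to 51944861 on the reverse strand and gRNA4 matches 51944888 to 51944907 on the forward strand, each followed by TGG. A nickase cuts a single strand, so each pair is placed on opposite strands of its exon.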

LN229 cells were transfected using FuGENE^6^ (Promega). T98G and U373MG cells were transfected using JetPrime according to the manufacturer’s instructions. Seventy two hours after transfection, GFP+/mCherry+ cells were sorted by flow cytometry and single cells were plated in 96-wells plates. Singles colonies were picked, amplified and verified by sequencing and western blotting for the absence of PARP3. For each cell line, two PARP3 knockout clones were selected.

### Generation of PARP3-rescued cell lines

PARP3^−/−3^-LN229 cells were transfected with 10 µg of pMXPIE plasmid encoding either Flag, the catalytically active Flag-PARP3^WT^ or the dead mutant Flag-PARP3^HE^ using FuGENE^6^. Three days after transfection, the cells were sorted for EGFP expression by flow cytometry and amplified. The expression of Flag-PARP3^WT^ and Flag-PARP3^HE^ was verified by western blotting.

### Cell extracts, immunoprecipitation and western blotting

Whole cell extracts were prepared as described previously^6^. Cells were lysed in cold RIPA buffer (50 mM TrisHCl pH 8, 1% Triton X-100, 0.25% Sodium deoxycholate, 150 mM NaCl, 1 mM EDTA, 50 mM NaF, 20 mM Sodium pyrophosphate, 1 mM Sodium orthovanodate, 1 mM Pefabloc (Roche) and protease inhibitor cocktail «complete mini EDTA free» (Roche)) for 10 min on ice. After centrifugation at 13,000 rpm for 15 min at 4 °C, clear lysates were quantified using the Bradford assay (BioRad). For nuclear extracts, cells were resuspended in hypotonic buffer (10 mM TrisHCl pH 7.3, 10 mM KCl, 1.5 mM MgCl_2_, 10 mM β-mercaptoethanol, 0.2 mM PMSF) and homogenised on ice by using a glass Dounce homogenizer (pestle B). After centrifugation at 1600 rpm for 5 min at 4 °C, nuclear pellets were resuspended in cold extraction buffer (15 mM TrisHCl pH 7.3, 0,4 M NaCl, 1 mM MgCl_2_, 1 mM EDTA, 10% glycerol, 10 mM β-mercaptoethanol, 0.2 mM PMSF), incubated 30 min on ice and centrifuged at 13,000 rpm for 30 min at 4 °C. The supernatant was used as the nuclear extract fraction. For all extracts, equivalent amounts of proteins were analysed by 10% SDS-PAGE and immunoblotting using the appropriate antibodies (Sup. Table 1). Protein bands were visualized using ECL-PLUS detection system (Amersham biosciences) and the images were capture using the Image Quant LAS500 imaging system (GE Healthcare Life Science). Signal intensities were analysed using ImageJ.

For immunoprecipitation experiments, whole cell RIPA lysates were first treated with DNAse I (Promega) (3U DNAse I, 6 mM MgCl_2_, 10 mM CaCl2) for 3 min at 25 °C followed by 45 min on ice. Then lysates were diluted 4X in dilution buffer (15 mM TrisHCl pH 8, 150 mM NaCl) and incubated 4 h at 4 °C in the presence of agarose beads coupled to Flag antibody (anti-Flag M2 Affinity gel A2220, Sigma) or agarose beads coupled to GFP (Chromotek). Beads were washed twice with washing buffer 1 (15 mM TrisHCl pH 8, 250 mM NaCl) and twice with washing buffer 2 (15 mM TrisHCl pH 8, 150 mM NaCl). Beads were then resuspended in Laemli buffer and subjected to 10% SDS-PAGE and immunoblotting using the appropriate antibodies (Sup. Table 1). Protein bands were visualized using ECL-PLUS detection system (Amersham biosciences) and the images were captured using the Image Quant LAS500 imaging system (GE Healthcare Life Science). When indicated, cells were transfected with EGFP or EGFP-G9a 72 h before processing for IP as detailed above.

### Indirect immunofluorescence microscopy

Cells were grown on glass coverslips (2 × 10^5^ cells/6-well plates) for 24 h and processed for immunofluorescence as described^3^. Briefly, cells were washed twice in PBS 1X, fixed for 15 min at room temperature in 4% formaldehyde diluted in PBS 1X and washed three times for 10 min in blocking buffer (PBS 1X/0.1% Triton X-100/0.1% skimmed milk). Cells were then incubated overnight at 4 °C with the anti-acetylated α-Tubulin antibody diluted in blocking buffer, washed three times for 10 min with blocking buffer and incubated for 2 h at room temperature in Alexa Fluor conjugated secondary antibody followed by a 30 min incubation with Alexa Fluor-568 Phalloidin. Slides were mounted with the Fluoromount-G mounting medium containing DAPI. Images were captured using a Leica TCS40D microscope (Leica Microsystems GmbH) equipped with an ORCA-ER chilled CCD camera (Hammamatsu) and the capture software Openlab (Improvision).

### Measurement of scratch-induced migration

For wound-healing assays, cells were seeded in triplicates in 6-well plates and cultured with or without 100 µM CoCl_2_ until forming a monolayer. A linear wound was created using a 200 µL sterile pipette tip. Wound healing was monitored by videomicroscopy with a wide field Leica DMIRE 2 microscope placed in an incubation chamber maintained at 37 °C and 5% CO_2_ and in an humid atmosphere. The microscope was equipped with a photometrics Prime sCMOS camera and the Imaging capture software Metamorph. Images of the cells were captured every 20 min for 24 h using a 10 × phase contrast lens. The cell migration capacity was analyzed with Image J software.

### RNA sequencing and qRT-PCR

RNA sequencing was performed as previously described^35^. Total RNA was extracted using the RNeasy Mini-Kit (Qiagen) following the manufacturer’s instructions.

For RNAseq, total RNA-Seq libraries were generated from 1000 ng of total RNA using TruSeq Stranded Total RNA LT Sample Prep Kit with Ribo-Zero Gold (Illumina, San Diego, CA), according to manufacturer's instructions. Briefly, cytoplasmic and mitochondrial ribosomal RNA (rRNA) were removed using biotinylated, target-specific oligos combined with Ribo-Zero rRNA removal beads. Following purification, the depleted RNA was fragmented into small pieces using divalent cations at 94 °C for 2 min. Cleaved RNA fragments were then copied into first strand cDNA using reverse transcriptase and random primers followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. Strand specificity was achieved by replacing dTTP with dUTP during second strand synthesis. The double stranded cDNA fragments were blunted using T4 DNA polymerase, Klenow DNA polymerase and T4 PNK. A single 'A' nucleotide was added to the 3' ends of the blunt DNA fragments using a Klenow fragment (3′ to 5′exo minus) enzyme. The cDNA fragments were ligated to double stranded adapters using T4 DNA Ligase. The ligated products were enriched by PCR amplification (30 s at 98 °C; [10 s at 98 °C, 30 s at 60 °C, 30 s at 72 °C] × 12 cycles; 5 min at 72 °C). Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman-Coulter, Villepinte, France) and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Sequencing was performed on an Illumina HiSeq 4000 in a 1 × 50 bp single end format. Reads were preprocessed using cutadapt 1.10 in order to remove adaptors and low-quality sequences and reads shorter than 40 bp were removed for further analysis. Remaining reads were mapped to Homo sapiens rRNA and ERCC Spike-In sequences using bowtie 2.2.8^43^ and reads mapped to those sequences were removed for further analysis. Remaining reads were aligned to hg38 assembly of Homo sapiens with STAR 2.5.3a^44^. Gene quantification was performed with htseq-count 0.6.1p1^45^, using “union” mode and Ensembl 91 annotations. Differential gene expression analysis was performed using DESeq2 1.16.1^46^. Bioconductor R package on previously obtained counts (with default options). P-values were adjusted for multiple testing using the Benjamini and Hochberg method^47^.

RT-qPCR was performed essentially as described^35^. Briefly, 1 μg of DNase-treated RNA was reverse transcribed using the Maxima Reverse Transcriptase (Thermofisher Scientific) according to the manufacturer’s instructions. Real-time PCR was performed using the SYBR™ Green PCR Master Mix kit following the manufacturer’s instructions (Applied biosystems) combined with the Applied Biosystems StepOne™ (Life technologies) detection system. For very low expressing genes (*Acan*, *Wnt10b*, *Lyn*, *Fbln5*), the Taqman™ Universal Master Mix II (Applied Biosystems) protocol was used. The PCR products were analysed with the StepOne Software. The quantity of PCR products was determined by the 2ΔΔ^−CT^ quantification method. All samples were analysed in triplicates and normalized using the *Gapdh* or *Actin* housekeeping genes as indicated. The primer sequences used for qPCR are listed in the Sup. Table 2.

### Chromatin immunoprecipitation (ChIP)

For each ChIP sample, four 150 mm-cell culture dishes at 80–90% confluence were used. DNA and proteins were cross-linked with 1% formaldehyde directly added in the culture medium for 10 min at room temperature under shaking. The reaction was stopped by adding 0,125 M of glycine and shaking during 5 min. Fixed cells were washed twice with ice-cold PBS 1 ×, and collected. To prepare chromatin, cells were resuspended in 3 mL ice-cold lysis buffer (0.5 M PIPES pH 8, 2 M KCl, 10% NP-40 and protease inhibitor cocktail «complete mini EDTA free» (Roche)) and incubated 10 min on ice. Cells were homogenized 40 times on ice with a dounce. Nuclei were then pelleted by centrifugation at 4000 rpm for 5 min at 4 °C, resuspended in 750 μL nuclear extraction buffer (1 M Tris pH 8.1, 5 M EDTA pH 8, 10% SDS and protease inhibitor cocktail) and lysed for 10 min on ice. Chromatin was then sonicated for 20 min using the covaris (20% duty cycle, 200 cycle per bust, 200 W) yealding genomic DNA fragments with a bulk size of 100 to 500 bp. Samples were diluted 5 × in dilution buffer (10% SDS, 10% Triton X-100, 0,5 M EDTA pH 8,1, 1 M Tris pH 8,1, 5 M NaCl and protease inhibitor cocktail) and pre-cleared with 200 μL protein A/G agarose beads for 2 h at 4 °C by rotary mixing. After centrifugation at 4000 rpm for 10 min at 4 °C, 100 μL of the supernatant was collected as input. An equivalent amount of 50 μg of extract was then immunoprecipitated using the specific antibodies (Sup. Table 1) overnight at 4 °C and immune complexes were recovered by adding 100 μL of pre-blocked agarose beads for an additional 2 h at 4 °C. Beads were washed once for 5 min with dialysis buffer (0.5 M EDTA, 1 M Tris pH 8.1, 20% N-Lauroylsarcosine sodium salt and protease inhibitor cocktail), and five times for 10 min with washing buffer (3 M Tris pH 8.1, 5 M LiCl, 10% NP-40, 10% sodium deoxycholate and protease inhibitor cocktail) and twice with Tris–EDTA pH8 (TE). Beads were finally resuspended in 200 μL TE. To reverse the crosslink, RNAse A (50 μg/mL) was added to the samples for 30 min at 37 °C under shaking (800 rpm) followed by 4 μL of 10% SDS and incubation overnight at 70 °C under shaking (1300 rpm). The bounded DNA was eluted from the beads by adding proteinase K (0.2 mg/mL) at 45 °C for 90 min under shaking (800 rpm). The immunoprecipitated DNA was purified by phenol–chloroform extraction and precipitated overnight with ethanol (100%, 2.5 V), sodium acetate (3 M, 0.1 V) and 1 μL glycogen at − 20 °C. The precipitated DNA was resuspended in water and analysed by real-time qPCR. Reactions were run in triplicates on the Applied Biosystems StepOne™ cycler by using the KAPA SYBR FAST qPCR polymerase kit following the manufacturer’s instructions (Clinisciences). The primers used for ChIP-qPCR are listed in Sup. Table 2. ChIP-qPCR results are represented as percentage of IP/input signal (% input).

### In vitro PARylation

To analyse PARP3-catalysed ADP-ribosylation of G9a, HEK 293 cells were transfected with either pEGFP-G9a or pEGFP as control for 72 h. Cleared RIPA whole cell extracts (1–1.5 mg) were diluted 4X in dilution buffer (15 mM TrisHCl pH 8, 150 mM NaCl) and incubated for 2 h at 4 °C in the presence of agarose beads coupled to GFP (Chromotek). After centrifugation at 5000 rpm at 4 °C for 5 min, beads were washed 4 times with washing buffer (15 mM TrisHCl pH 8, 250 mM NaCl). Next, beads were incubated for 1 h at 30 °C in 50 µL of reaction buffer containing biotinylated NAD^+^ (Trevigen ref. 4670-500-01, 2,5 μM), DNase I-treated calf thymus DNA (#ALX-840-040-C010, Enzo, 200 ng/μL), purified recombinant human PARP3 (Met2-hPARP3, 1.4 μg/μL^48^) and 5 μL 10X reaction buffer (50 mM TrisHCl pH8, 100 mM NaCl, 1 mM DTT). When indicated the PARP3 inhibitor ME0328 (20 µM) was added in the reaction buffer. The beads were then washed extensively in PBS 1X to reduce the auto-modified PARP3. Proteins were eluted by boiling in Laemmli buffer, separated on a 8–20% SDS-PAGE gel and transferred onto a nitrocellulose membrane. After blocking with PBS 1 ×-0,1% Tween-5% BSA, the membrane was incubated for one hour at room temperature with the Streptavidine-Alexa 680 (ThermoFisher S32358, diluted at 1:30,000 in PBS-0.01% Tween-0.5%BSA). Images were captured using an Odyssey infrared imaging system. Loaded EGFP fusion proteins were verified by immunoblotting using the appropriate antibody.

### In vivo tumorigenicity experiments

Experiments were performed in accordance with relevant guidelines and regulations. The study is reported in accordance with ARRIVE guidelines. Animal protocols were approved by the Ministry of Higher Education in Research and Innovation and the local ethics committee Cremeas (Comité Régional d'Ethique en Matière d'Expérimentation Animale de Strasbourg). Female athymic nude mice (S/SOPF SWISS NU/NU) were purchased from Charles Rivers Laboratories. Xenografts studies were performed as previously described^6^. Briefly, 5 × 10^6^ parental WT, PARP3^−/−3^-Flag, PARP3^−/−3^-Flag-PARP3^WT^, or PARP3^−/−3^-Flag-PARP3^HE^ LN229 cell lines in 50% of Matrigel (Corning) were implanted subcutaneously into both flanks of the 8-weeks-old nude mice under Isoflurane anesthesia. Tumor volumes were calculated from caliper measurements by length (L) and width (W) by using the formula: Tumor volume (V mm^3^) = length × (Width)^2^/2.

### Statistical analysis

Unless otherwise indicated, all experiments were performed as 3 technical replicates and at least 3 independent repeated experiments. Means, s.d and s.e.m were analysed using Microsoft Excel formula. Two-tailed unpaired Student’s t-test was used to compare the statistical difference between indicated groups. A P-value < 0.05 was considered statistically significant for all comparisons.

## Supplementary Information

Supplementary Information.

## Data Availability

The authors declare that all data supporting the findings in this study are available within the paper (and in Supplementary information). All data are available from the corresponding authors upon reasonable request. RNA seq raw data have been deposited in the Gene Expression Omnibus (GEO) under Accession Number GSE173801.

# Supplementary material for: PARP3 supervises G9a-mediated repression of adhesion and hypoxia-responsive genes in glioblastoma cells
**Source:** Sci Rep. 2022 Sep 15;12:15534. doi: 10.1038/s41598-022-19525-6
**Supplement:** Supplementary file 1 — Supplementary Information.

## SUPPLEMENTAL INFORMATION

### **PARP3 supervises G9a-mediated repression of adhesion and hypoxia-responsive genes in glioblastoma cells.**

Nguekeu-Zebaze, L. *et al.*

Sup. Fig. 1: Sequencing analysis of the *PARP3*-deleted clones.

Sup. Fig. 2: PARP3 interacts with G9a.

Sup. Fig. 3: The chemical inhibition of G9a or its silencing reduces the enrichment of H3K9me2 on the promoter of *Nfasc* and *Parvb* in PARP3-deficient cells.

Sup. Fig. 4: PARP3 regulates the hypoxia-responsive genes *Hif-2 $\alpha$* , *Mlh1* and *Runx3* in common with G9a.

Sup. Fig. 5: PARP3 regulates the hypoxia-responsive genes *Ndr1*, *Ndr2*, *Ndr4* in common with G9a.

Sup. Fig. 6: The depletion of G9a reduces the enrichment of H3K9me2 on the promoter of *Ndr4* in PARP3-deficient T98G cells.

Sup. Fig. 7: Increased enrichment of G9a on the promoter of *Ndr4*, *Nfasc* and *Parvb* in PARP3-deficient LN229 cells.

Sup. Fig. 8: The absence of PARP3 impairs efficient induction of NDRG1 and NDRG4 under hypoxia.

Sup. Fig. 9: The absence of PARP3 compromises cell response to hypoxia.

Sup. Fig. 10: The depletion of NDRG4 weakly enhances the sensitivity of PARP3<sup>-/-3</sup> LN229 to vincristine.

Supplementary Table 1: List of antibodies used in the study.

Supplementary Table 2: List of primers used in the study.

Material and Methods: Reagents

Uncropped figures.

For all experiments (except 1a), uncropped blots are shown. Membrane were often cut to enable blotting with multiple antibodies. When necessary, for clearer results, the same biological replicate was loaded on different gels for the figure. For figure 1a, the different original exposure times available are shown.

*LN229*

*PARP3*<sup>-/-3</sup> (both alleles) → 1452 bp deleted

GGCAGGCAGGAAGGGAGGAGGAC-----ACCATGGCCCTCATGGACCTGGGTGAGGG

*PARP3*<sup>-/-18</sup> (both alleles) → 1454 bp deleted

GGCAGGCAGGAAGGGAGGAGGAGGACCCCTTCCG-----TCATGGACCTGGGTGAGGGGTGAG

*T98G*

*PARP3*<sup>-/-1</sup> (both alleles) → 1515 bp deleted

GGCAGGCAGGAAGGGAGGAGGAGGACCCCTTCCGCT-----GTGGGGCTGAGTCTCCCCACTCCCCT

*PARP3*<sup>-/-2</sup> (both alleles) → 1472 bp deleted

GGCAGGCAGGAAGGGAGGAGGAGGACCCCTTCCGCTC-----GAGAGGCAGGCAGGGTGGCAGGGGCCTCA

*U373-MG*

*PARP3*<sup>-/-a</sup> (both alleles) → 1441 bp deleted

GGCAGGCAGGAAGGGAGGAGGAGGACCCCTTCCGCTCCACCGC-----GCCCTCATGGACCTGGGTGAGGG

*PARP3*<sup>-/-b</sup> (both alleles) → 1390 bp deleted

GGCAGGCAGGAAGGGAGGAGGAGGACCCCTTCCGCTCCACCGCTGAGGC-----CTCATCACTAACATCTTCAGCAAGGAG

**Sup. Fig. 1: Sequencing analysis of the *PARP3*-deleted clones.** Two *PARP3*<sup>-/-</sup> cell lines were established from LN229, T98G and U373-MG cell lines. 

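The junction sequences of the 2 LN229 clones were matched to chromosome 3 of the GRCh38 genome. In clone 3 the bases from 51943437 to 51944888 are missing, 1452 bp, from exon 2 to exon 5 of PARP3. In clone 18 the bases from 51943445 to 51944898 are missing, 1454 bp. For clone 18 only the 18 bases next to the junction, of the 34 printed on that side, match the reference without a gap, and the deletion was placed by these after a placement by the outer bases had given another size than the one the paper states. The deletion in clone 3 removes 531 of the 1599 coding bases, a multiple of 3, and that in clone 18 removes 533, which leaves a remainder of 2. Of the 2337 exon bases of the transcript, 22.7% are lost in clone 3 and 22.8% in clone 18, so RNA from the other exons can still be counted.

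**Figure D3:**
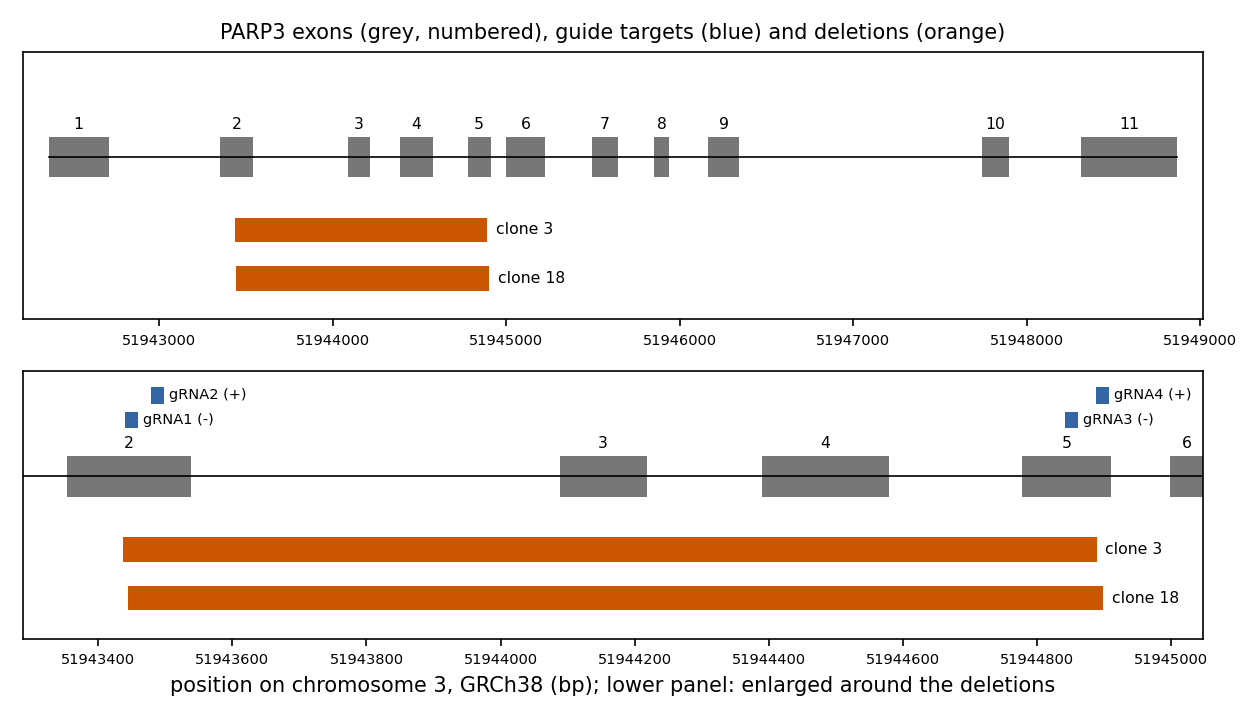
Map of PARP3 on chromosome 3 (horizontal axis, position in bp), with its 11 exons in grey and the deletions of clones 3 and 18 in orange, and an enlarged view with the 4 guide targets in blue. Both deletions begin in exon 2 and end in exon 5.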

The deleted sequences of the clones used are presented.

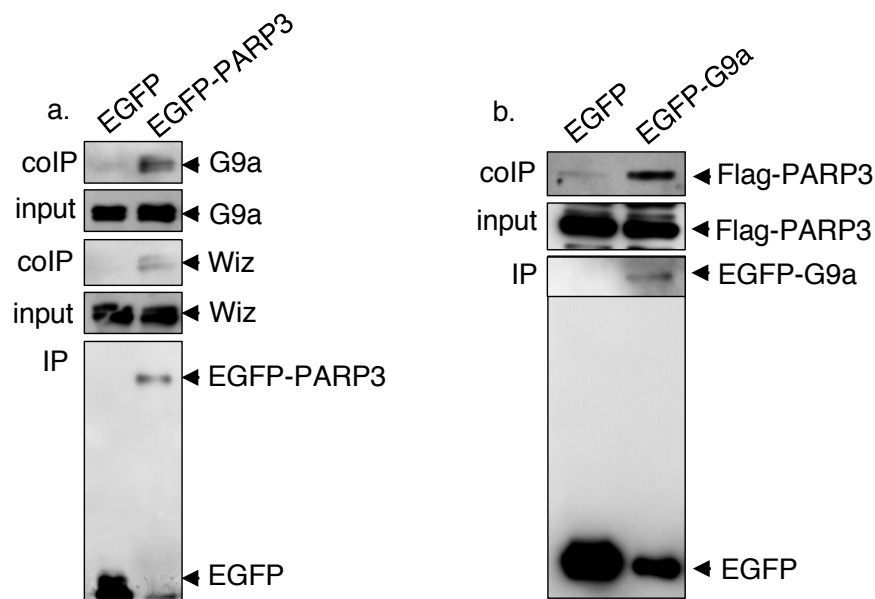

**Sup. Fig. 2: PARP3 interacts with G9a.** **a.** G9a and Wiz co-immunoprecipitate with EGFP-PARP3 but not EGFP. EGFP and EGFP-PARP3-expressing HEK293T cell extracts were immunoprecipitated with an anti-EGFP antibody and analysed by western blotting using anti-G9a, anti-Wiz and anti-EGFP antibodies. Input correspond to 1/40 of the total amount of cell extracts used for immunoprecipitation. **b.** Reverse IP: Flag-PARP3 co-immunoprecipitates with EGFP-G9a but not EGFP. PARP3<sup>-/-3</sup> LN229 cells with a stable expression of Flag-PARP3<sup>WT</sup> were transfected with either EGFP or EGFP-G9a. Cell extracts were immunoprecipitated with an anti-EGFP antibody and analysed by western blotting using anti-Flag and anti-EGFP antibodies. Input correspond to 1/43 of the total amount of cell extracts used for immunoprecipitation. Uncropped Western-blots are shown below.

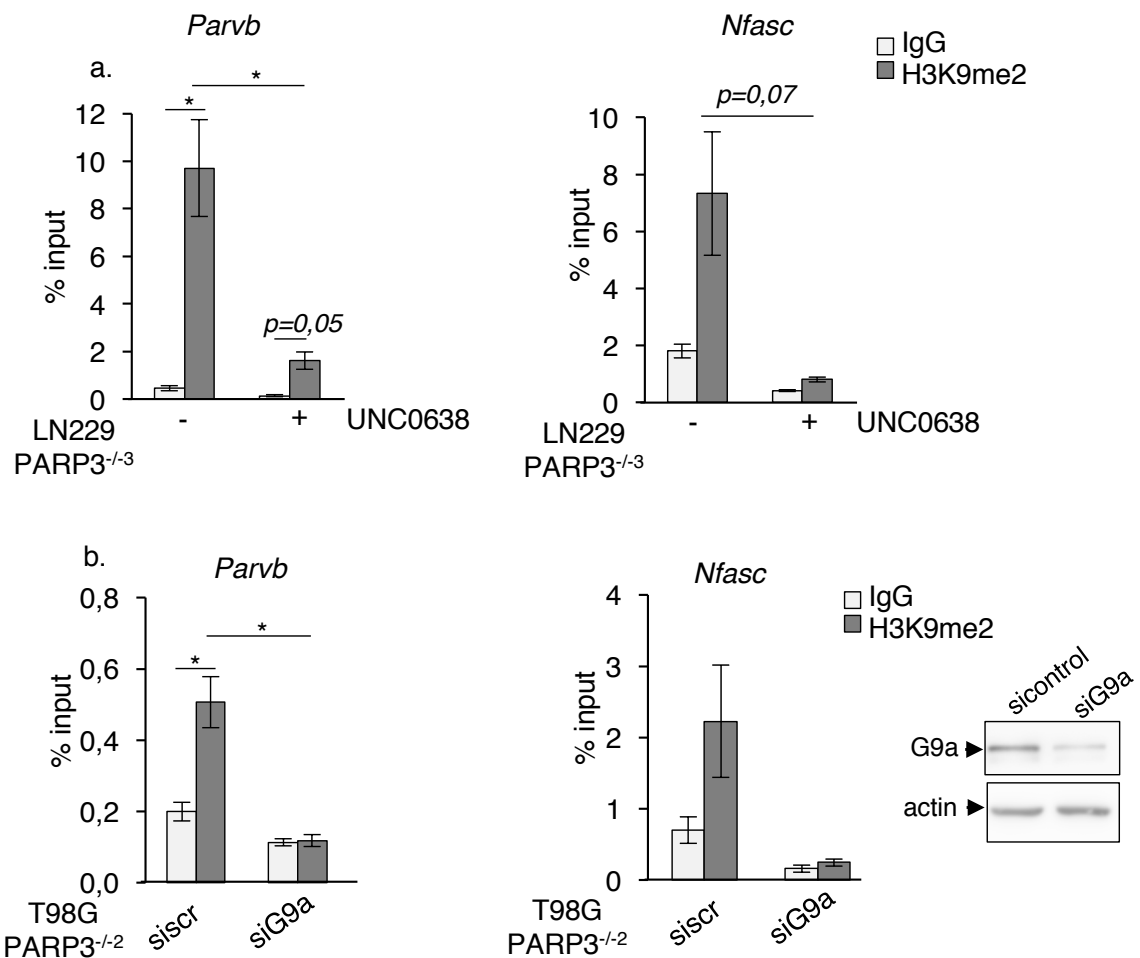

**Sup. Fig. 3 The chemical inhibition of G9a or its silencing reduces the enrichment of H3K9me2 on the promoter of *Nfasc* and *Parvb* in PARP3-deficient cells.** **a.** H3K9me2 binding was assessed on the promoter region of *Parvb* (left) and *Nfasc* (right) by ChIP-qPCR in the PARP3<sup>-/-3</sup> LN229 cells either mock-treated or treated with the selective G9a inhibitor UNC0638 (1  $\mu$ M, 72h). IgG were used as ChIP negative controls. Data are represented as percent of input and are means ( $\pm$  s.e.m) of three replicates of a representative experiment. \* $p < 0,05$ . **b.** H3K9me2 binding was assessed on the promoter region of *Parvb* (left) and *Nfasc* (right) by ChIP-qPCR in the PARP3<sup>-/-2</sup> T98G cells transfected with either sicontrol (siScr) or siG9a for 72h. IgG were used as ChIP negative controls. Data are represented as percent of input and are means ( $\pm$  s.e.m) of three replicates of a representative experiment. \* $p < 0,05$ . Insert shows the efficiency of G9a depletion in the T98G PARP3<sup>-/-2</sup> cells.

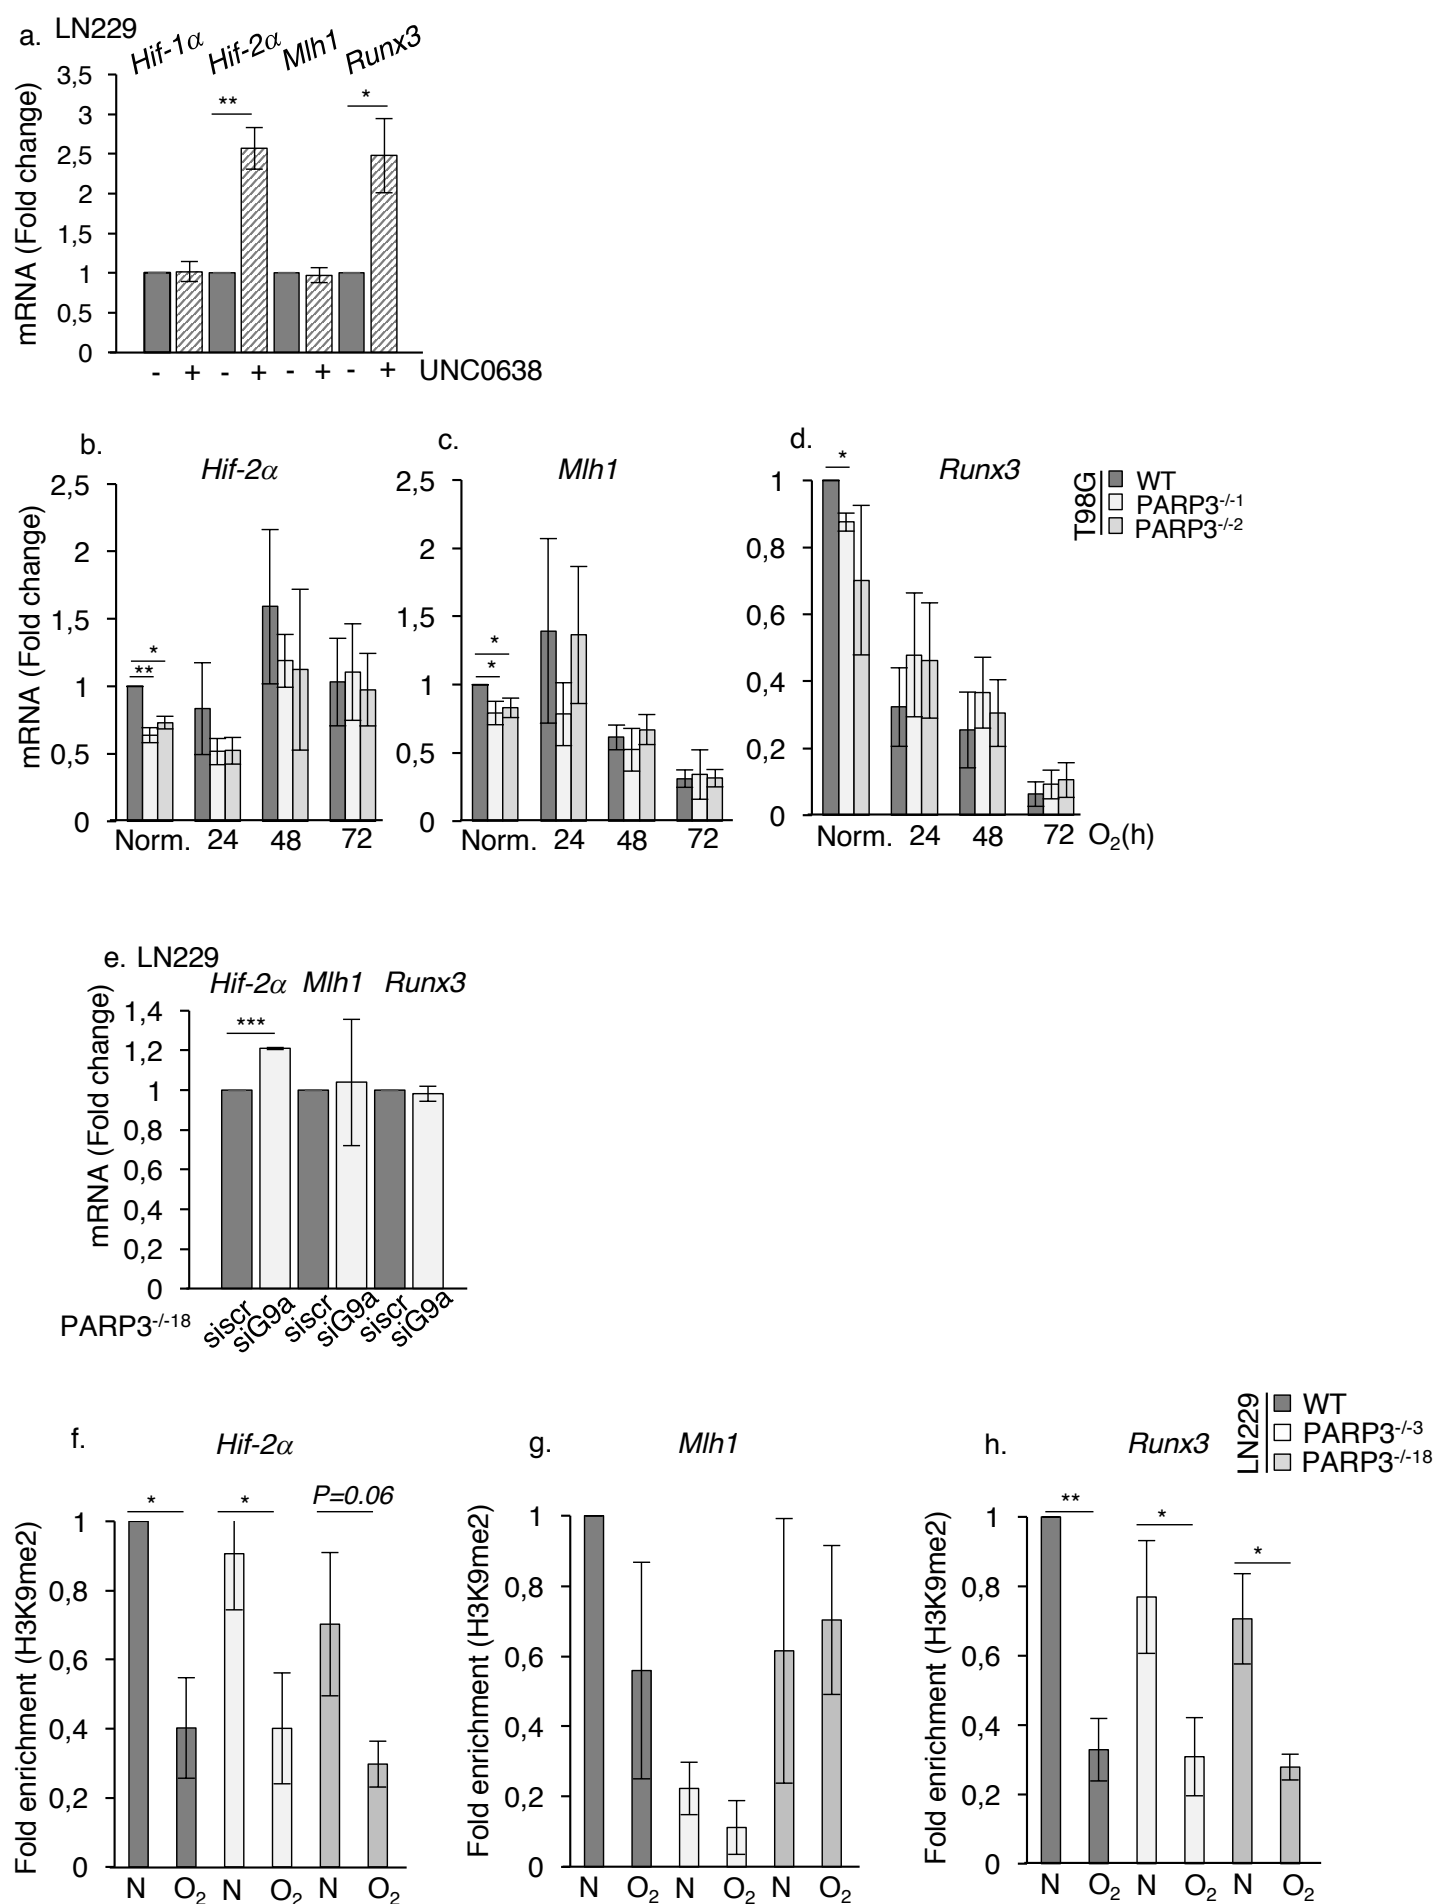

**Sup. Fig. 4: PARP3 regulates the hypoxia-responsive genes *Hif2α*, *Mlh1* and *Runx3* in common with G9a.** **a.** The UNC0638-mediated chemical inhibition of G9a induces an upregulation of *Hif2α* and *Runx3* in LN229 cells. LN229 cells were either mock-treated or treated with the selective G9a catalytic inhibitor UNC0638 for 72h and then processed for RT-qPCR for *Hif-1α*, *Hif-2α*, *Mlh1* and *Runx3*. Data are expressed relative to *Actin*. Values represent means  $\pm$  s.e.m of three independent experiments. \* $p < 0,05$ ; \*\* $p < 0,01$ . **b-d.** PARP3 deficiency in T98G cells induce the selective downregulation of *Hif-2α*, *Mlh1* and *Runx3* in normoxia but not under 1% O<sub>2</sub>-induced hypoxia. RT-qPCR expression analysis of *Hif-1α*, *Hif-2α*, *Mlh1* and *Runx3* in the parental WT, and two PARP3-deficient clones of T98G cells grown under normal conditions or under 1% O<sub>2</sub> for the indicated time points. Data are expressed relative to *Actin*. Values represent means  $\pm$  s.e.m. of 3 independent experiments and 3 technical replicates. **e.** Recovery of expression of *Hif-2α* in the PARP3<sup>-/-18</sup> cells upon G9a silencing. The PARP3<sup>-/-18</sup> LN229 cells were transfected with either sicontrol or siG9a for 72h. The transcript levels of *Hif-2α*, *Mlh1* and *Runx3* were analysed by RT-qPCR. Data are expressed relative to *Actin*. Values represent means  $\pm$  s.e.m. of 3 independent experiments and 3 technical replicates. \*\*\* $p < 0,001$ . **f-h.** The absence of PARP3 does not impair the enrichment of H3K9me2 onto *Hif-2α*, *Mlh1* and *Runx3*. H3K9me2 binding was assessed on the promoter region of *Hif-2α*, *Mlh1* and *Runx3* by ChIP-qPCR in the parental WT versus the PARP3<sup>-/-3</sup> and PARP3<sup>-/-18</sup> LN229 cells grown in normoxia (N) or exposed to 1% O<sub>2</sub> for 72h. Enrichments were normalized to an IgG antibody used as ChIP negative control and fold inductions were calculated relative to the parental WT LN229 grown in normoxia. Data are represented a percent of input and are means ( $\pm$  s.e.m) of three biological replicates. \* $p < 0,05$ , \*\* $p < 0,01$ .

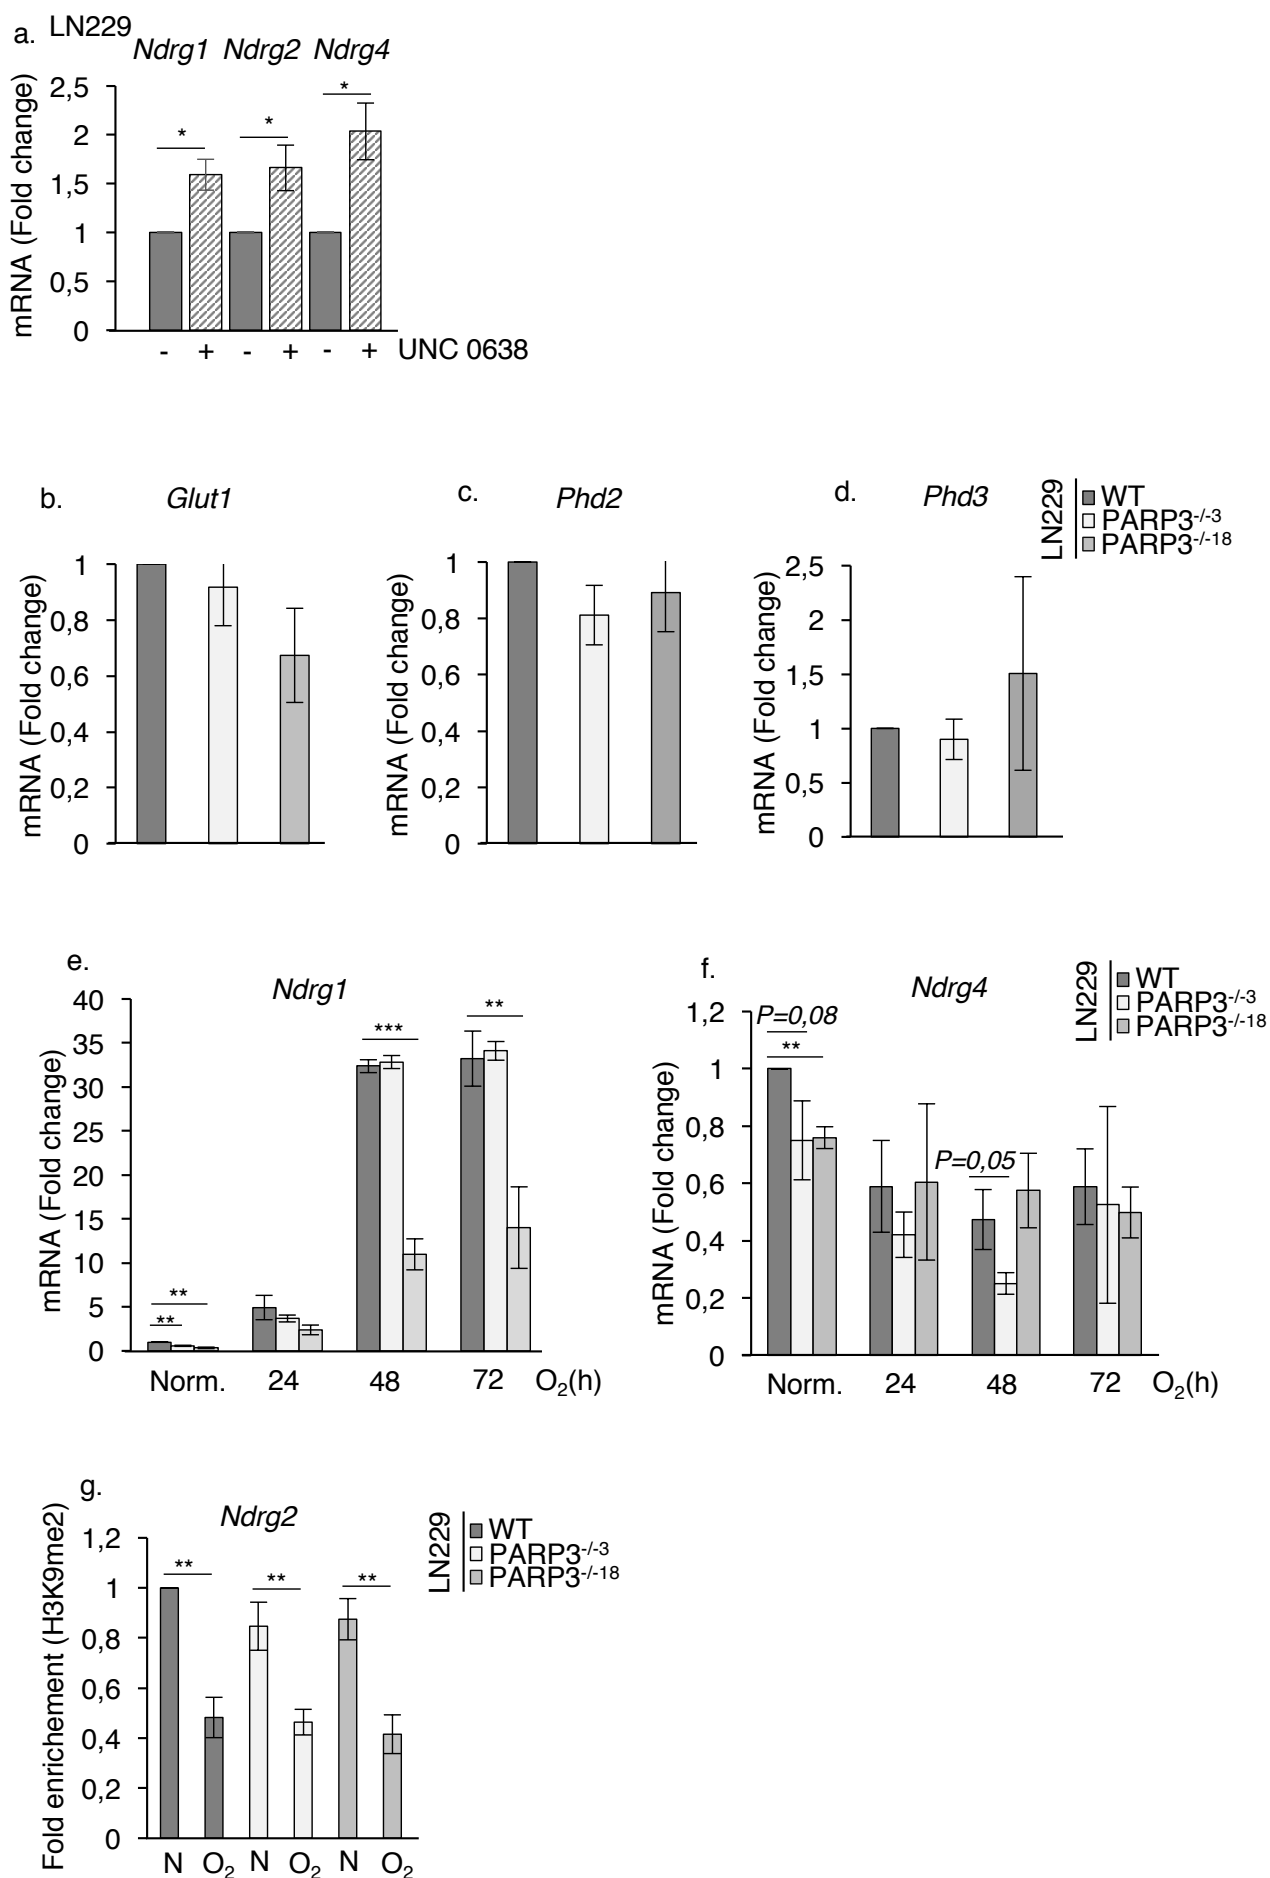

**Sup. Fig. 5: PARP3 regulates the hypoxia-responsive genes *Ndr1*, *Ndr2*, *Ndr4* in common with G9a.** **a.** The chemical inhibition of G9a induces an upregulation of *Ndr1*, *Ndr2* and *Ndr4* in LN229 cells. LN229 cells were either mock-treated or treated with the selective G9a catalytic inhibitor UNC 0638 for 72h and then processed for RT-qPCR for *Ndr1*, *Ndr2* and *Ndr4*. Data are expressed relative to *Actin*. Values represent means  $\pm$  s.d of three independent experiments. **b-d.** The absence of PARP3 does not alter the expression of *Glut1*, *Phd2*, *Phd3*. RT-qPCR for *Glut1*, *Phd2*, *Phd3* in WT, PARP3<sup>-/-3</sup> and PARP3<sup>-/-18</sup> LN229 cells cultured under normoxia. Data are expressed relative to *Gapdh*. Values represent means  $\pm$  s.d of three independent experiments. **e-f.** Impact of the absence of PARP3 on the expression of *Ndr1* and *Ndr4* under hypoxia. RT-qPCR expression analysis of *Ndr1* and *Ndr4* in the parental WT, PARP3<sup>-/-3</sup> and PARP3<sup>-/-18</sup> LN229 cells grown under normal conditions or under 1% O<sub>2</sub> for the indicated time points. Data are expressed relative to *Actin*. Values represent means  $\pm$  s.e.m. of 3 independent experiments and 3 technical replicates. \*p<0,05, \*\*p<0,01, \*\*\*p<0,001. **g.** The absence of PARP3 does not impair the enrichment of H3K9me2 onto *Ndr2*. H3K9me2 binding was assessed on the promoter region of *Ndr2* by ChIP-qPCR in the parental WT versus the PARP3<sup>-/-3</sup> and PARP3<sup>-/-18</sup> LN229 cells grown in normoxia (N) or exposed to 1% O<sub>2</sub> for 72h. Enrichments were normalized to an IgG antibody used as ChIP negative control and fold enrichments were calculated relative to the parental WT LN229 grown in normoxia. Data are represented as a percent of input and are means ( $\pm$  s.e.m) of three biological replicates. \*p<0,05, \*\*p<0,01.

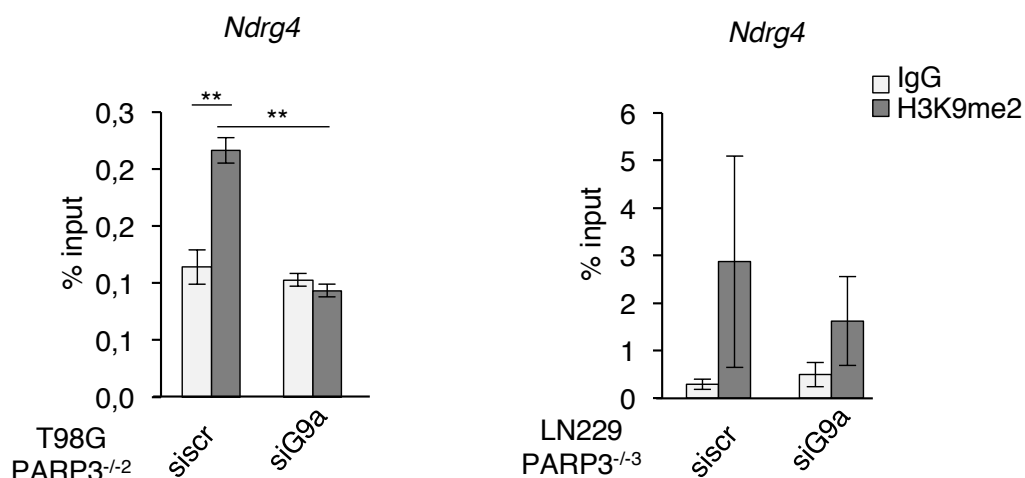

**Sup. Fig. 6. The depletion of G9a reduces the enrichment of H3K9me2 on the promoter of *Ndr4* in PARP3-deficient T98G cells.** H3K9me2 binding was assessed on the promoter region of *Ndr4* by ChIP-qPCR in the PARP3<sup>-/-2</sup> T98G (*left*) and PARP3<sup>-/-3</sup> LN229 (*right*) cells transfected with either sicontrol (siScr) or siG9a for 72h. IgG were used as ChIP negative controls. Data are represented as percent of input and are means (+/- s.e.m) of three replicates of a representative experiment. \*\*p<0,01.

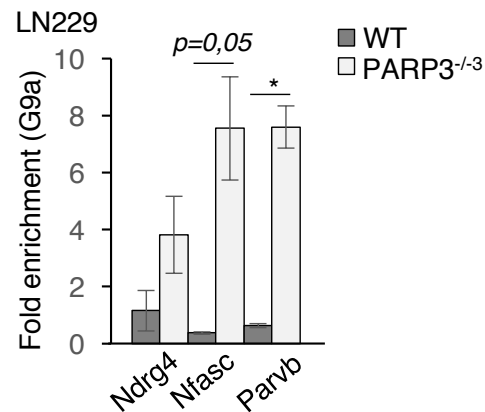

**Sup. Fig. 7. Increased enrichment of G9a on the promoter of *Ndr4*, *Nfasc* and *Parvb* in PARP3-deficient LN229 cells.** G9a binding was assessed on the promoter region of *Ndr4*, *Nfasc* and *Parvb* by ChIP-qPCR in the parental WT versus the PARP3<sup>-/-3</sup> LN229 cells. Enrichments were normalized to an IgG antibody used as ChIP negative control and fold enrichments were calculated relative to the parental LN229. Data are are means (+/- s.e.m) of three replicates of a representative experiment. \*p<0,05.

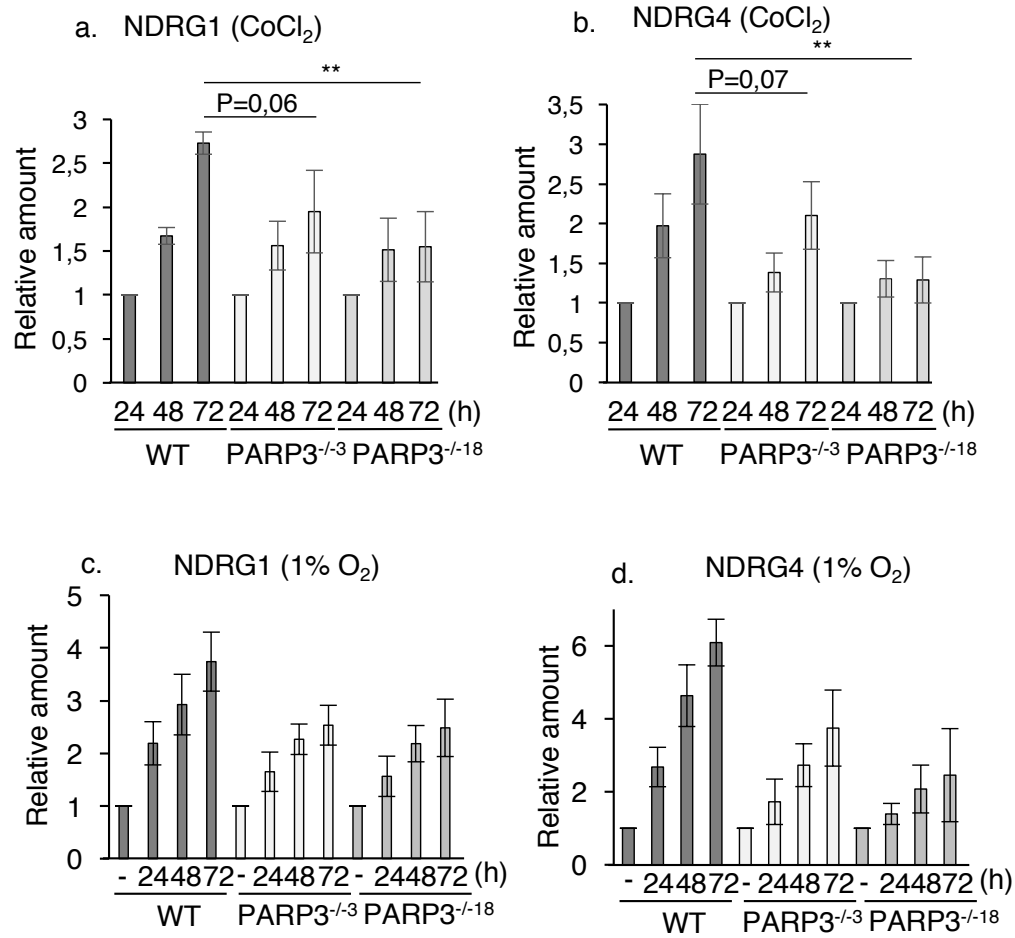

**Sup. Fig. 8: The absence of PARP3 impairs efficient induction of NDRG1 and NDRG4 under hypoxia a-d.** Bar graphs depicts the relative signal intensities of NDRG1 versus actin and NDRG4 versus actin throughout time upon exposure to CoCl<sub>2</sub> or 1% O<sub>2</sub>, measured in up to 5 independent experiments using Image J. Mean values +/-s.d are indicated. \*p<0,05; \*\*p<0,01.

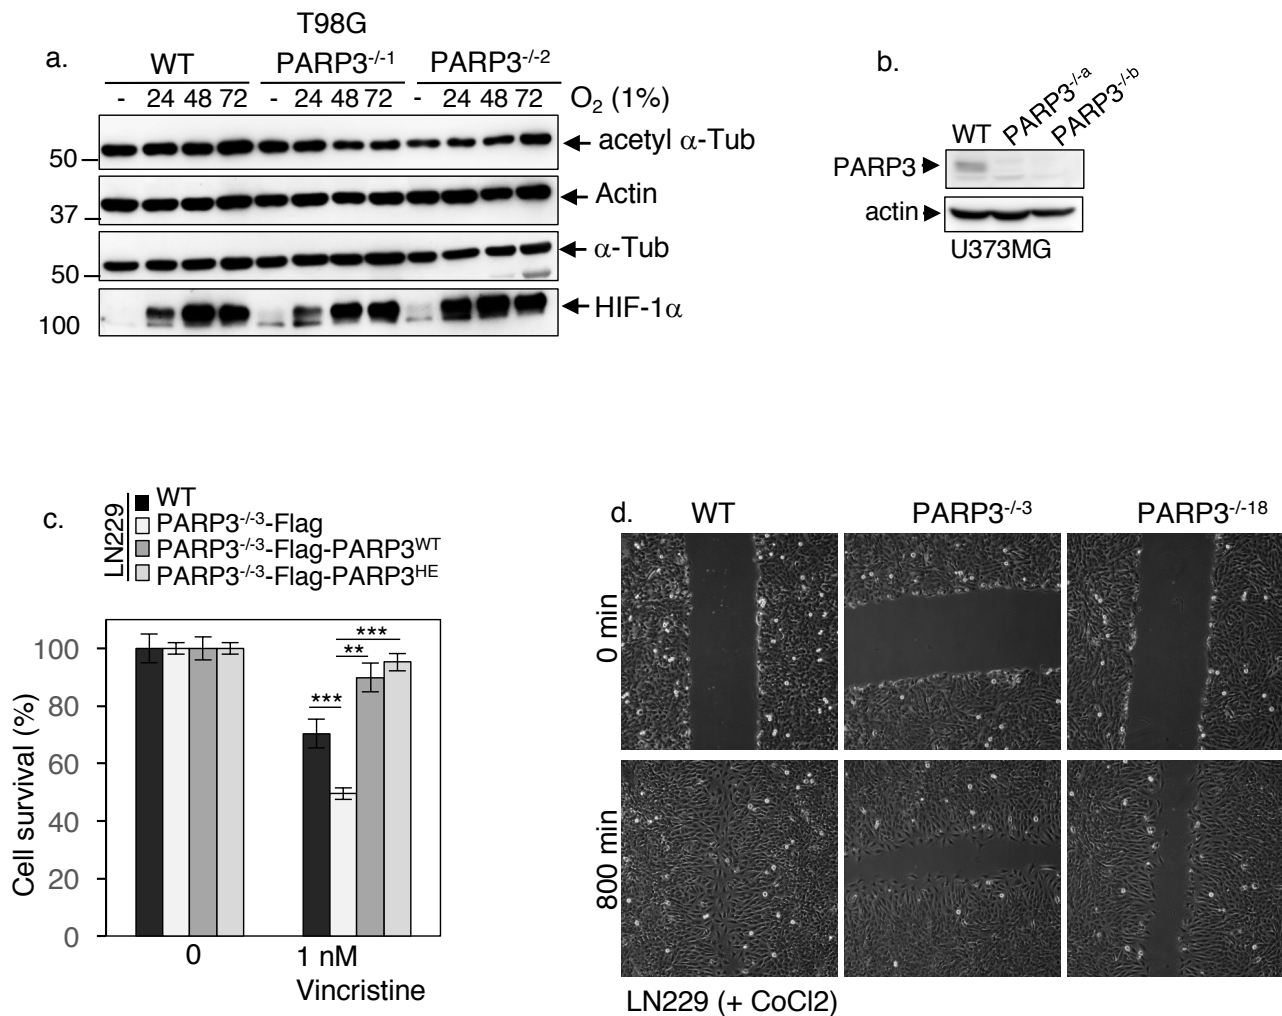

**Sup. Fig. 9: The absence of PARP3 compromises cell response to hypoxia.** **a.** PARP3 deficiency reduces tubulin acetylation under 1% O<sub>2</sub>-induced hypoxia in T98G cells. The parental WT, PARP3<sup>-/-1</sup> and PARP3<sup>-/-2</sup> T98G cells were cultured under 1%O<sub>2</sub>-induced hypoxia for the indicated time points. Acetyl α-Tubulin, actin, α-Tubulin, HIF-1α were analysed by western blotting using the appropriate antibodies. **b.** Western blot analysis of PARP3 expression in the wild-type (WT) and two PARP3<sup>-/-a</sup>, PARP3<sup>-/-b</sup> U373MG clones selected upon screening and sequence analysis. Actin is used as control. Uncropped Western-blots are shown below. **c.** Sensitivity to vincristine in the PARP3 knockout LN229 cells is rescued by the re-expression of PARP3. Survival is expressed as the percentage of colonies formed in the PARP3<sup>-/-3</sup> LN229 cells with a stable expression of either the Flag control (Flag), Flag-PARP3<sup>WT</sup> or Flag-PARP3<sup>HE</sup> versus the parental LN229 (WT) set to 100%. Mean values of technical triplicates +/- s.d. of a representative experiment are indicated. \*\*p<0,01; \*\*\*p<0,001. **d.** PARP3 deficiency alters cell motility under hypoxic stress. Light microscopy of representative areas of scratch assays on cultures of WT, PARP3<sup>-/-3</sup> and PARP3<sup>-/-18</sup> LN229 cells maintained under chemical-induced hypoxia (100 μM CoCl<sub>2</sub>, 48h). Times (min) post-scratch are shown.

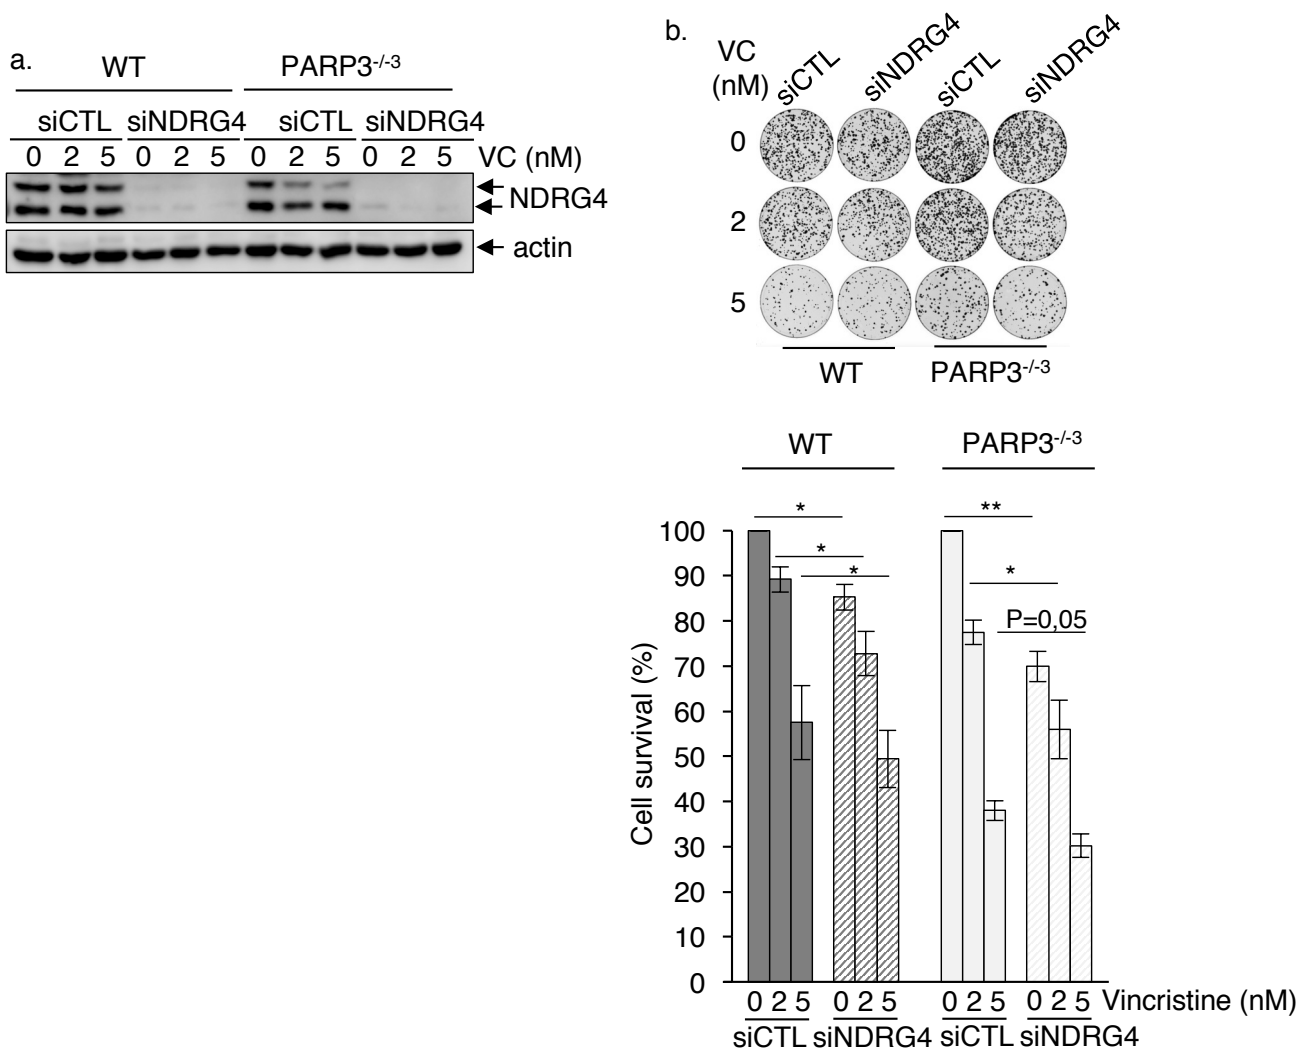

**Sup. Fig. 10. The depletion of NDRG4 weakly enhances the sensitivity of PARP3<sup>-/-3</sup> LN229 to vincristine.** **a.** Western blot analysis for the expression of NDRG4 and actin in sicontrol (siCTL) and siNDRG4-treated WT and PARP3<sup>-/-3</sup> cells exposed to the indicated doses of vincristine. **b.** Dose response clonogenic survival curves of the sicontrol or siNDRG4-treated wild type (WT) and PARP3<sup>-/-3</sup> LN229 cell lines exposed to the indicated doses of vincristine. Results represent the mean values of three independent experiments +/- s.d. \*p<0,05, \*\*p<0,01.

## Material and methods

### Reagents

Gene specific siRNA for NDRG4 (ON\_TARGET plus human NDRG4 L-006937-00) and negative control siRNA were obtained from Horizon Discovery. Cells were transfected with 25 nM siRNA using JetPrime (PolyPlus Transfection) according to the manufacturer's instructions and processed 72h later.

The G9a selective inhibitor UNC0638 was purchased from Sigma-Aldrich. Cells were treated for 72h at 1  $\mu$ M.

**Supplementary Table 1:** List of antibodies used in the study

| Name                                            | Company                   | Concentration                          |
|-------------------------------------------------|---------------------------|----------------------------------------|
| Rabbit anti-Flag (F7425)                        | Sigma-Aldrich             | WB 1:2000                              |
| Rabbit anti-G9a (ab185050)                      | Abcam                     | WB 1:1000                              |
| Rabbit anti-GLP1 (09-078)                       | Millipore                 | WB 1:1000                              |
| Rabbit anti-Wiz (NBP2-58557)                    | Novusbio                  | WB 1:500                               |
| Mouse anti-EGFP (11814460001)                   | Roche                     | WB 1:1000                              |
| Mouse anti-acetyl $\alpha$ -tubulin (T6793)     | Sigma-Aldrich             | WB 1:1000, IF 1:200                    |
| Rabbit anti-detyr $\alpha$ -tubulin             | Millipore                 | WB 1:500                               |
| Mouse anti- $\alpha$ tubulin (T9026)            | Sigma-Aldrich             | WB 1:500                               |
| Rabbit anti-HIF-1 $\alpha$ (A300-286A)          | Bethyl Laboratories       | WB 1:2000                              |
| Rabbit anti-HIF-2 $\alpha$ (NB100-122)          | Novusbio                  | WB 1:1000                              |
| Rabbit anti-NDRG1 (42-6200)                     | Thermos Fisher Scientific | WB 1:1000                              |
| Rabbit anti-NDRG4 (HPA015313)                   | Sigma-Aldrich             | WB 1:500                               |
| Mouse anti- $\beta$ tubulin (sc-166729)         | Santa Cruz Biotech        | WB 1:1000                              |
| Alexa Fluor <sup>TM</sup> 790 Goat anti-Mouse   | Life Technologies         | IF 1:10000                             |
| Goat anti-rabbit IgG HRP conjugated (A120-101P) | Bethyl Laboratories       | WB 1:30000                             |
| Goat anti-mouse IgG HRP conjugated (A90-116P)   | Bethyl Laboratories       | WB 1:30000                             |
| Alexa Fluor-568 Phalloidin (A11037)             | Invitrogen                | IF 1:50                                |
| Mouse anti-H3K9me2 CHIP grade (ab1220)          | Abcam                     | ChIP: 4 $\mu$ g / 50 $\mu$ g chromatin |
| Rabbit anti-G9a/EHMT2 (3306S)                   | Cell Signaling technology | ChIP: 7 $\mu$ l / 10 $\mu$ g chromatin |
| Control IgG (A900-117A)                         | Bethyl Laboratories       | ChIP: 4 $\mu$ g / 50 $\mu$ g chromatin |

**Supplementary Table 2:** List of primers used in the study**Primers for qPCR**

| Gene           | Forward                       | Reverse s                     |
|----------------|-------------------------------|-------------------------------|
| ACTIN          | TCACCCACACTGTGCCCATCTACG<br>A | CAGCGGAACCGCTCATTGCCAATG<br>G |
| ADAMTS<br>4    | TCATCACTGACTTCCTGGACAA        | GAAAGTCACAGGCAGATGCA          |
| COL22A1        | GTGATTGGCAAGCGCCTCTAC         | CAAGTCTCCAATTCTGCGTGTCTC      |
| CPXM2          | GTGCGCGGGAAGAAATGAC           | CCTCCCTTGAGTGATGACACC         |
| FAIM2          | GACTCATCTGGCCATCCTCCTAC       | GGCGTCGGTTACCCATCAGC          |
| FRMD4B         | TCGAAGTAGAGAGCGAAACCATC       | CTTGACCTCGAGTGAGACCTTTG       |
| GAPDH          | AGCCACATCGCTCAGACA            | GCCCAATACGACCAAATCC           |
| HIF-1 $\alpha$ | CATAAAGTCTGCAACATGGAAGG       | ATTTGATGGGTGAGGAATGGGTT       |
| HIF-2 $\alpha$ | GCGCTAGACTCCGAGAACAT          | TGGCCACTTACTACCTGACCCTT       |
| KCNA2          | AGAGCGTCCTCTGCCTGAAA          | TCCCGGAAGATGGGCAATGT          |
| KCNK5          | ACCACCCACTCATCTTCCAG          | AGTGCTGGTGAAGGTGGACT          |
| KCNK9          | GCAAGGCCTTCTGCATGTTC          | TTCAGCAGGTAGCGCACGAA          |
| NDRG1          | GGCAACCTGCACCTGTTCAAT         | TGAGGAGAGTGGTCTTTGTTGGGT      |
| NDRG2          | CCCTGTGTTCCCTTTGGGAT          | GTGAGGCCTGTTAGCTTGTG          |
| NDRG4          | GGAGGTTGTCTCTTTGGTCAAGGT      | CTCATGACAGCAGCCACCAGAAT       |
| NFASC          | AACGCCTTTGTGAGTGTGCT          | TAGTTGCCACCATCCAGGTT          |
| PARVB          | CATCCGCCTTCCTGAGCAT           | AGCAGGCCTTCCCGTTTC            |
| PHD2           | GCACGACACCGGGAAGTT            | CCAGCTTCCCGTTACAGT            |
| VWA5A          | TGCTTCTGCCCCATTGAAGA          | CTGTGCTGGTCCTTGTGAC           |
| MLH1           | CAGGTATTCAGTACACAATGCAGG<br>C | CTACCAGACGATGGTTGATGAAGA<br>G |
| RUNX3          | TCTGTAAGGCCCAAAGTGGGTA        | ACCTCAGCATGACAATATGTCACA<br>A |
| PHD3           | GGCCATCAGCTTCCTCCTG           | GGTGATGCAGCGACCATCA           |
| G9a            | TACACCACTCATTGGGGATG          | GGGAAGAGGGGAATGACTTT          |

**Primers for qPCR (Taqman)**

| Gene   | Reference (Thermofisher) |
|--------|--------------------------|
| ACAN   | Hs00153936_m1            |
| ACTIN  | Hs01060665_m1            |
| FBLN5  | Hs00197064_m1            |
| LYN    | Hs00176719_m1            |
| GAPDH  | 4326317E-0509010         |
| WNT10B | Hs00559664_m1            |

**Primers for ChIP**

| Gene           | Forward (5'....3')     | Reverse (5'....3')     |
|----------------|------------------------|------------------------|
| NFASC          | TTCTCTTCCCATCTCATGC    | TGAGAGGGACTGTGATGCAG   |
| PARVB          | CGTTCATTCCATGAGCAGTG   | CGTGAGCACACGCAGTAAAA   |
| NDRG4          | GGTCCGTCCGGGACTAGC     | GAGATGCGGACGAGACAGAC   |
| NDRG2          | GGCATTGACCCAGAGTCCCTG  | GAAGTTGGACAACAAGGCGGGG |
| RUNX3          | GGTTGCAGAAGTCACAGG     | AATTTGCTTAGAACGTCCG    |
| MLH1           | ACCGCTCGTAGTATTCGTGCTC | GTGGATGACGCCCAAAGAAG   |
| HIF-2 $\alpha$ | ACTCCTGGTCACCCCTCAAG   | TTTCTGGGAGCTCAGAATGG   |

**Primers for PCR and sequencing**

| Gene  | Forward (5'....3')          | Reverse (5'....3')   |
|-------|-----------------------------|----------------------|
| PARP3 | GCTGGGTGTGGTCTGGGGCTGGGAATG | CGAAGTTGTGCGGGATGACG |

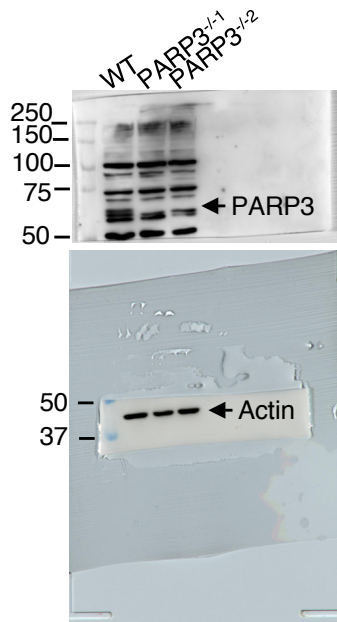

Figure 1b: Uncropped blots showing the expression of PARP3 and actin in WT, PARP3<sup>-/-1</sup> and PARP3<sup>-/-2</sup> T98G cells. For clearer results, the membrane was cut before hybridization with both antibodies.

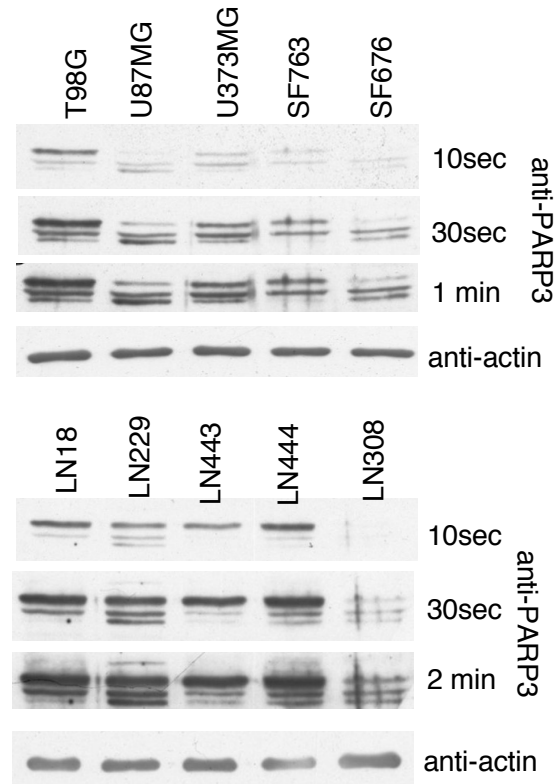

Figure 1a: Original revelations showing the expression of PARP3 and actin in different cell lines. For the bottom images, actin has been revealed on a separate membrane. The uncropped membranes are not available, the original files were lost.

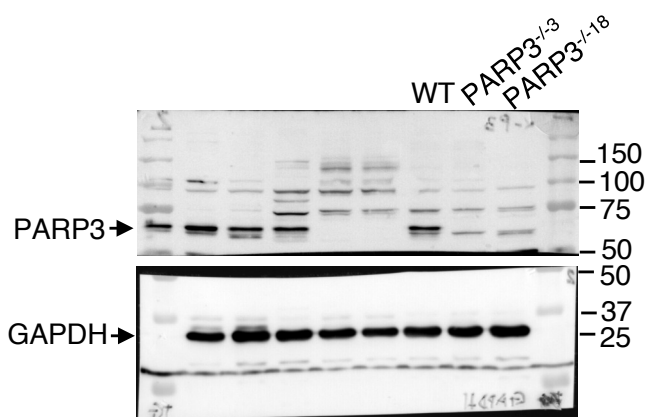

Figure 1d (upper panel): Uncropped blots showing the expression of PARP3 and GAPDH in WT, PARP3<sup>-/-3</sup> and PARP3<sup>-/-18</sup> LN229 cells. For clearer results, the membrane was cut before hybridization with both antibodies.

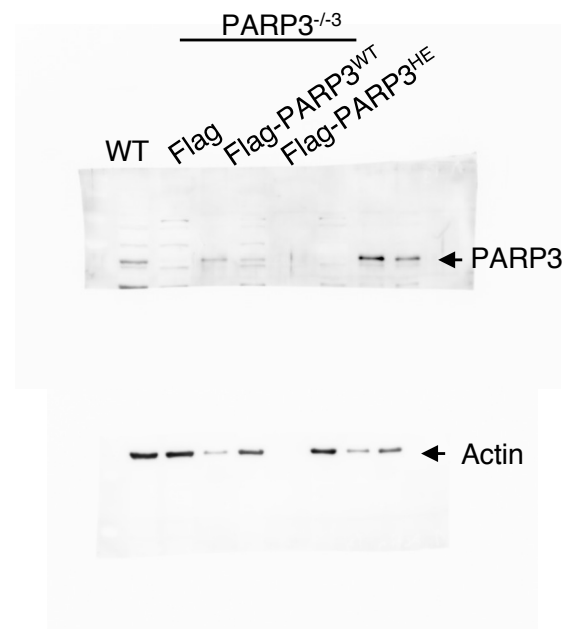

Figure 1d (lower panel): Uncropped blots showing the expression of PARP3 and Flag-PARP3 fusion proteins and actin in WT and PARP3<sup>-/-3</sup> complemented LN229 cells. For clearer results, the membrane was cut before hybridization with both antibodies.

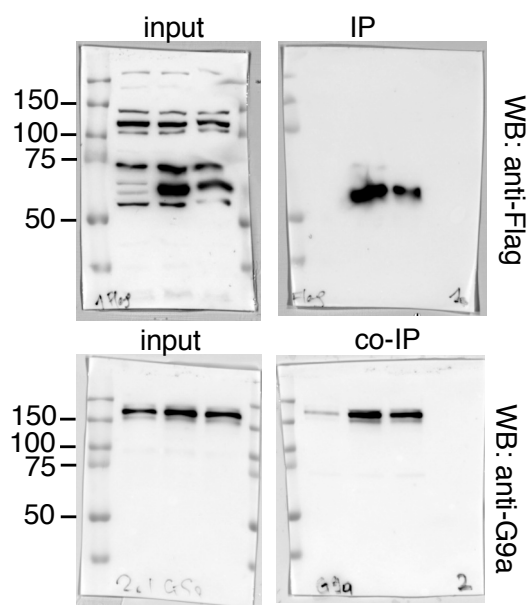

Figure 2a: Uncropped blots showing the expression of Flag-PARP3 and G9a in the inputs and after anti-Flag immunoprecipitation.

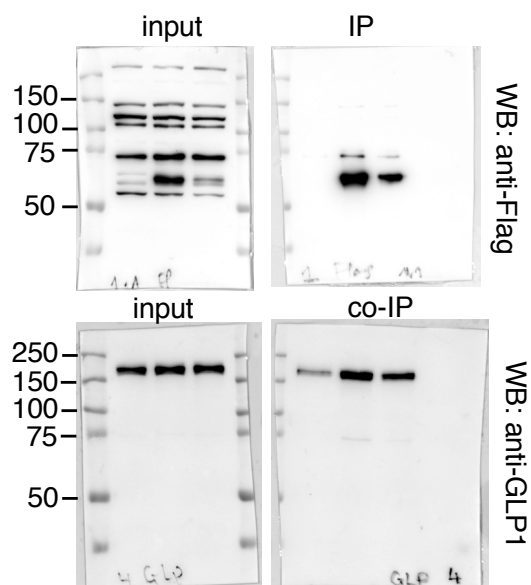

Figure 2b: Uncropped blots showing the expression of Flag-PARP3 and GLP1 in the inputs and after anti-Flag immunoprecipitation.

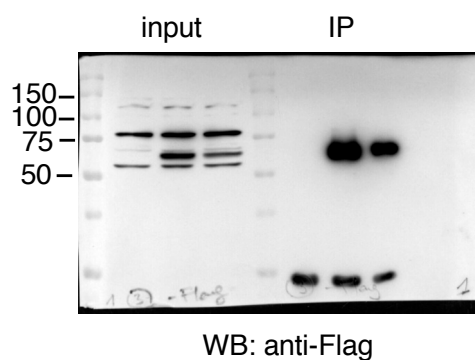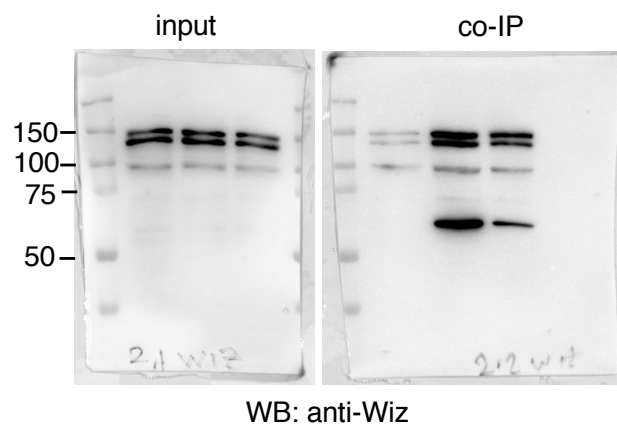

Figure 2c: Uncropped blots showing the expression of Flag-PARP3 and Wiz in the inputs and after anti-Flag immunoprecipitation.

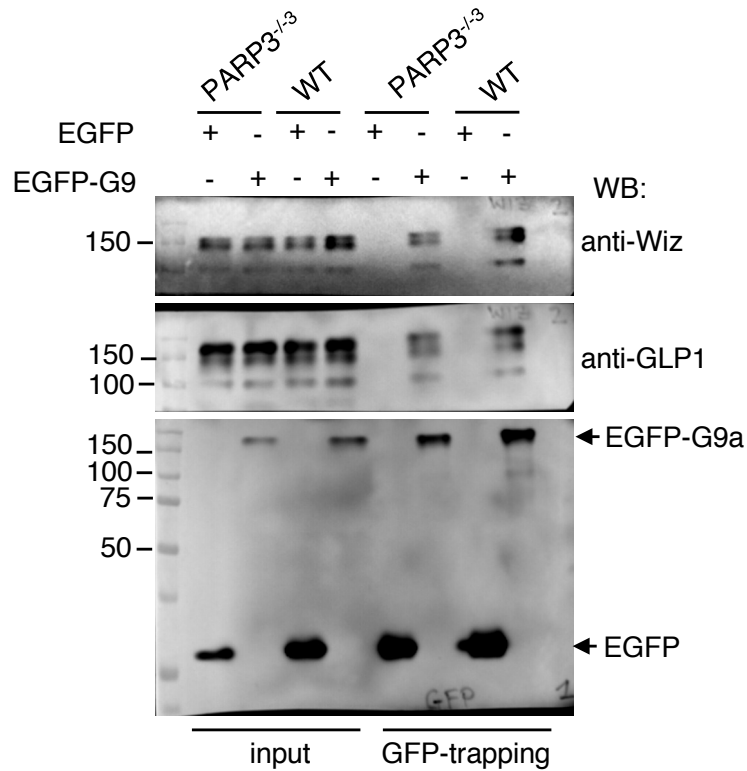

Figure 2d: Uncropped blots showing the expression of EGFP, EGFP-G9a, Wiz and GLP1 in the inputs and after GFP trapping. The same membrane was used for successive hybridization with anti-Wiz followed by anti-GLP1 antibodies. The gel was cut around 75 Kda for an other use.

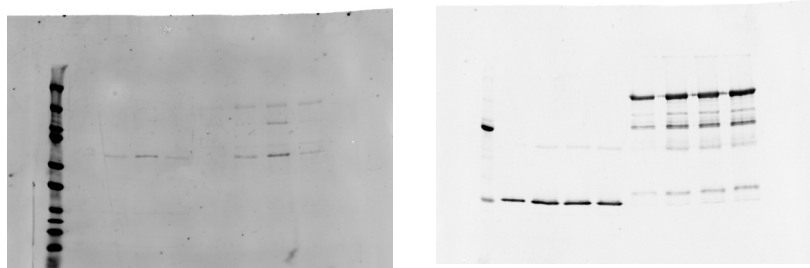

Figure 2e: Uncropped blots showing the ADPRylated proteins (left side). Proteins modified by biotin-NAD<sup>+</sup> were detected using streptavidin-Alexa 680. The expression of EGFP and EGFP-G9a fusion proteins (right side) were detected by anti-EGFP immunoblotting. Membrane edges are not visible because the window selected for analysis was cropped close to the samples to avoid large files.

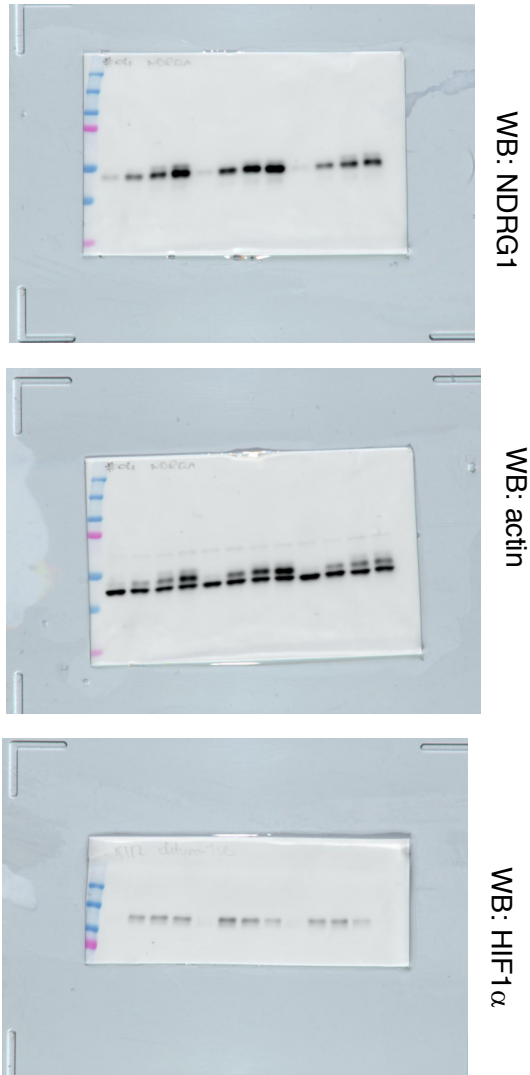

Figure 6h (upper panel): Uncropped blots showing the expression of NDRG1, actin and HIF1 $\alpha$ . NDRG1 and actin were revealed on the same membrane. HIF1 $\alpha$  was revealed on a separate membrane that was cut for an other use. All proteins from Figure 6h, have been analysed using the same extract (biological replicate).

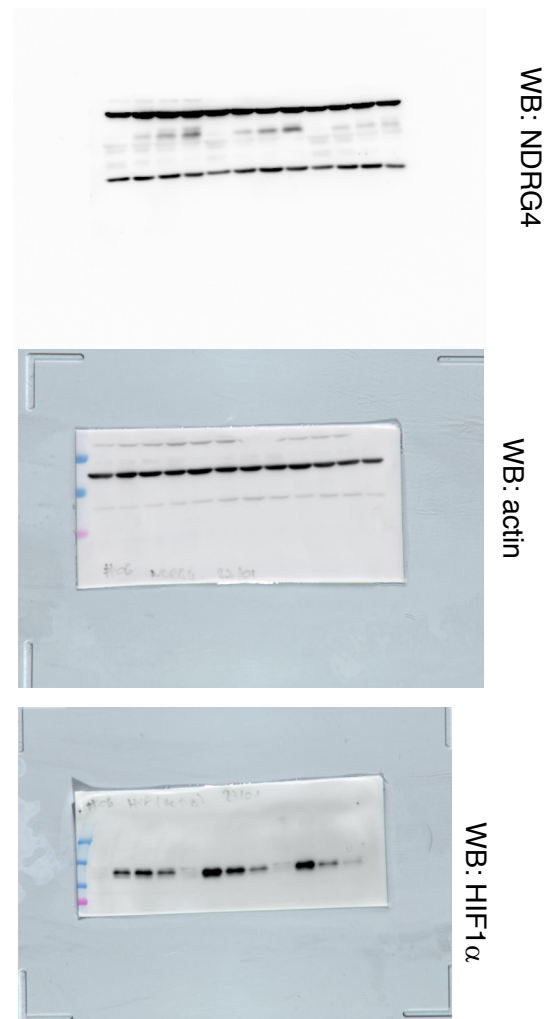

Figure 6h (lower panel): Uncropped blots showing the expression of NDRG4, actin and HIF1 $\alpha$ . NDRG4 and actin were revealed on the same membrane. HIF1 $\alpha$  was revealed on a separate membrane that was cut for an other use. All proteins from Figure 6h, have been analysed using the same extract (biological replicate).

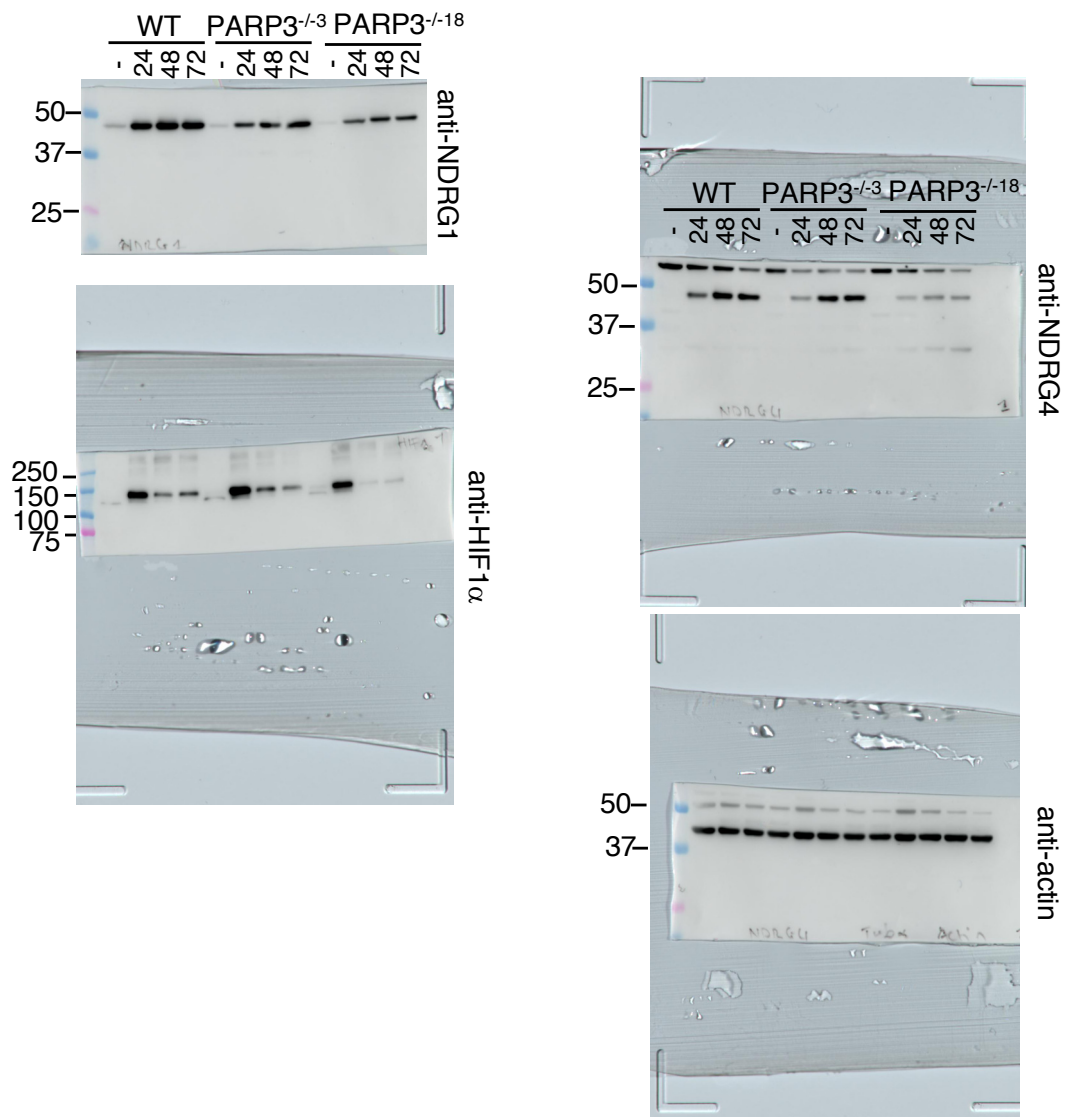

Figure 6i: Uncropped blots showing the expression of NDRG1, NDRG4, HIF1 $\alpha$  and actin. All proteins from Figure 6i, have been analysed using the same extract (biological replicate). For clearer results, the membranes were cut before hybridization with antibodies.

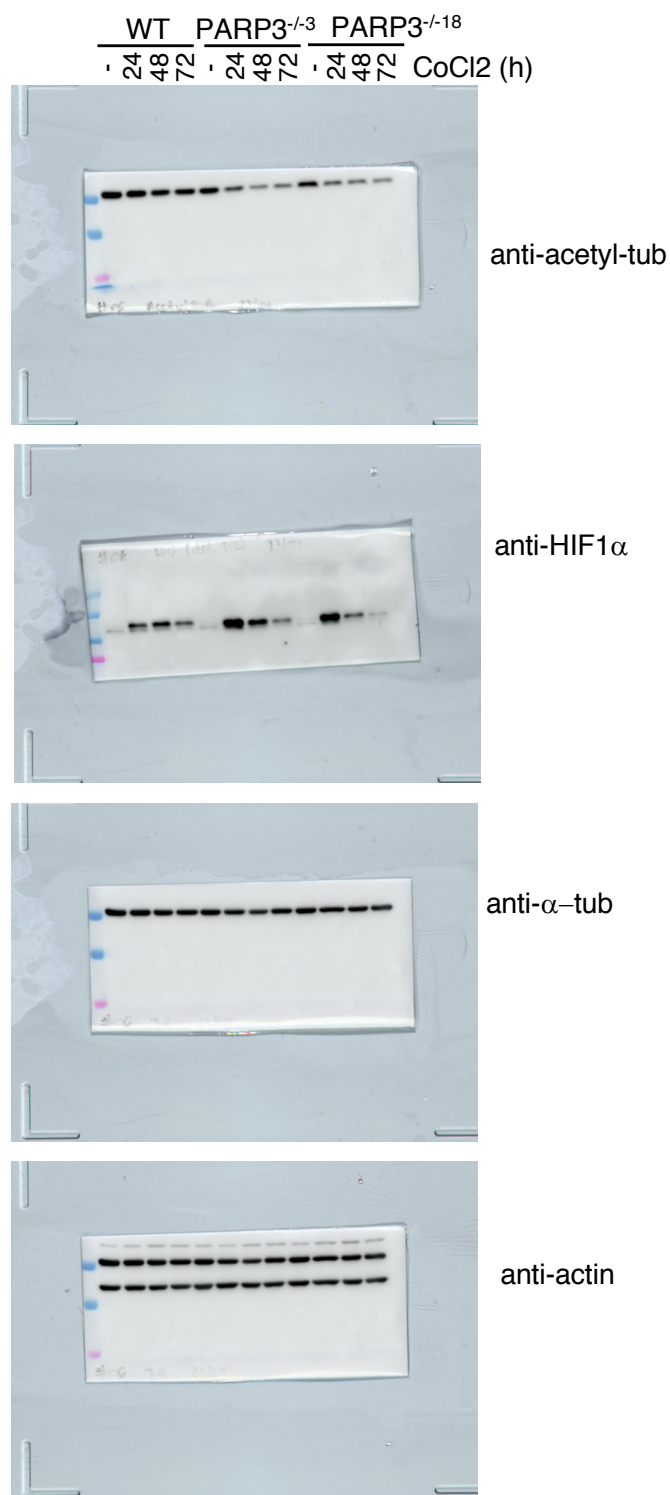

Figure 7a: Uncropped blots showing the expression of acetyl-tub, HIF1 $\alpha$ ,  $\alpha$ -tub and actin. All proteins from Figure 7a have been analysed using the same extract (biological replicate). For clearer results, the membranes were cut before hybridization with antibodies.

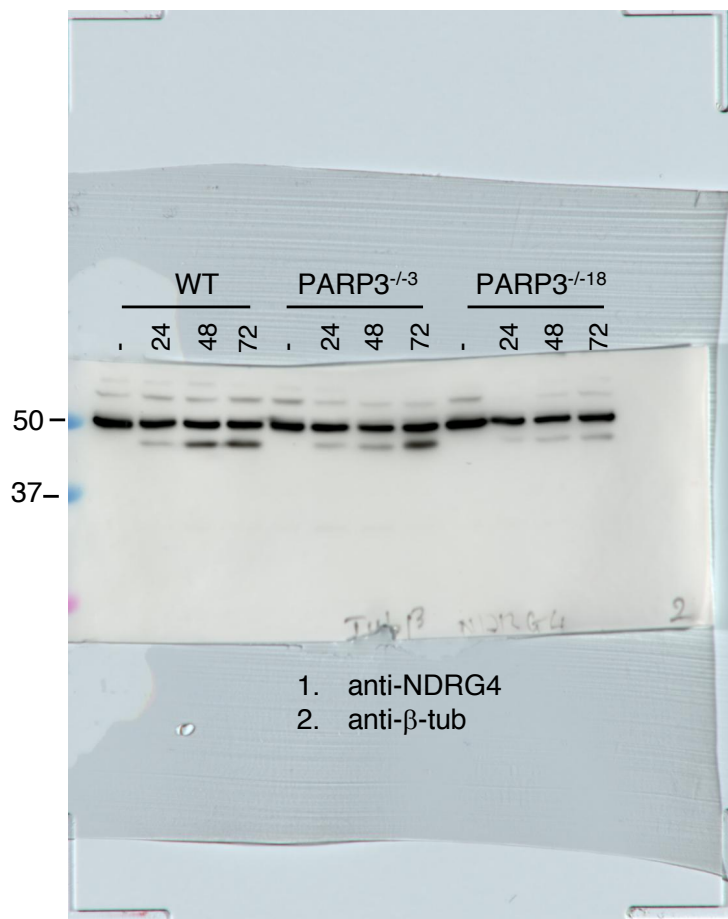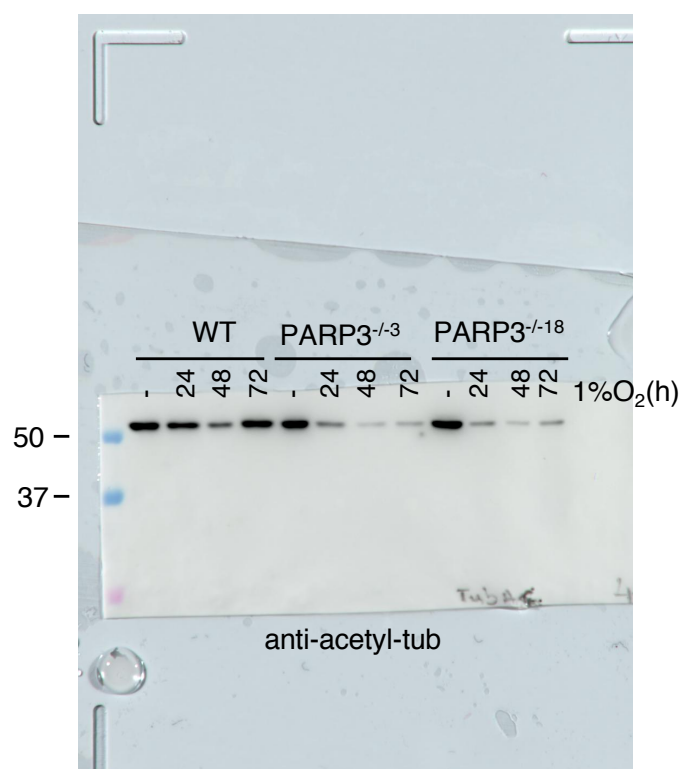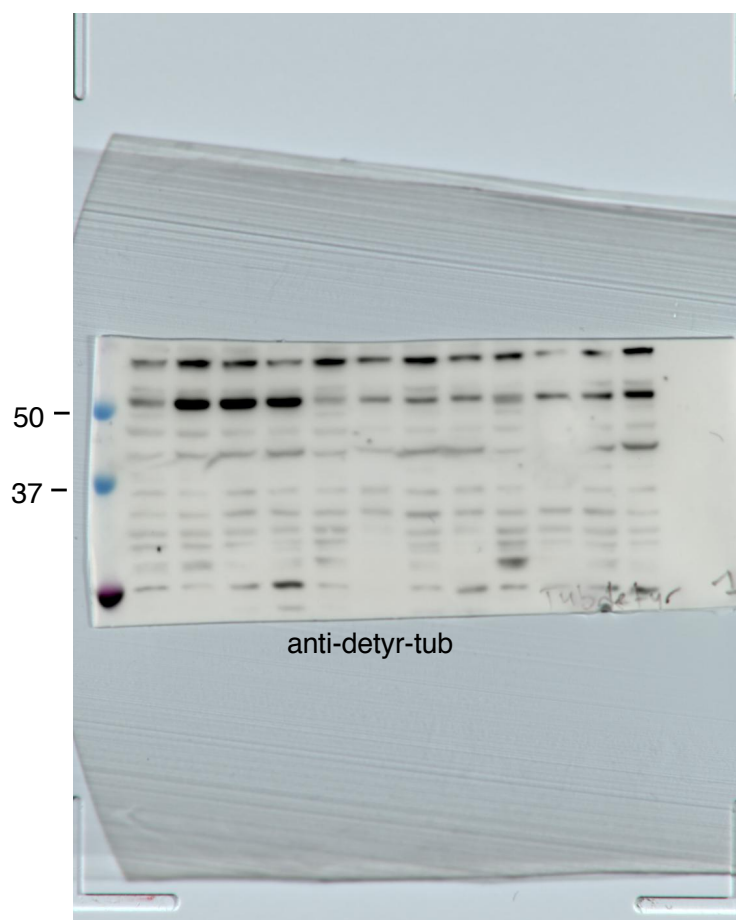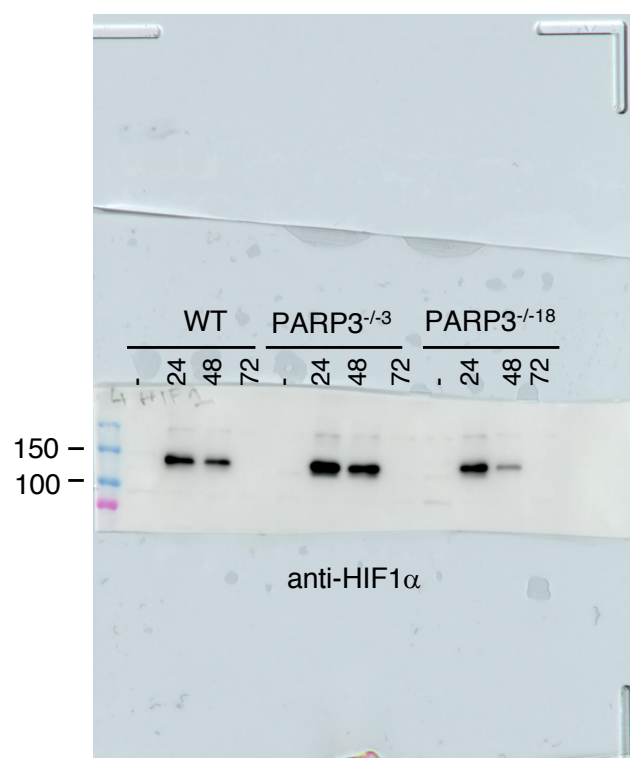

Figure 7c: Uncropped blots showing the expression of acetyl-tub, HIF1 $\alpha$ , detyr-tub,  $\beta$  tub and NDRG4. All proteins from Figure 7c have been analysed using the same extract (biological replicate).

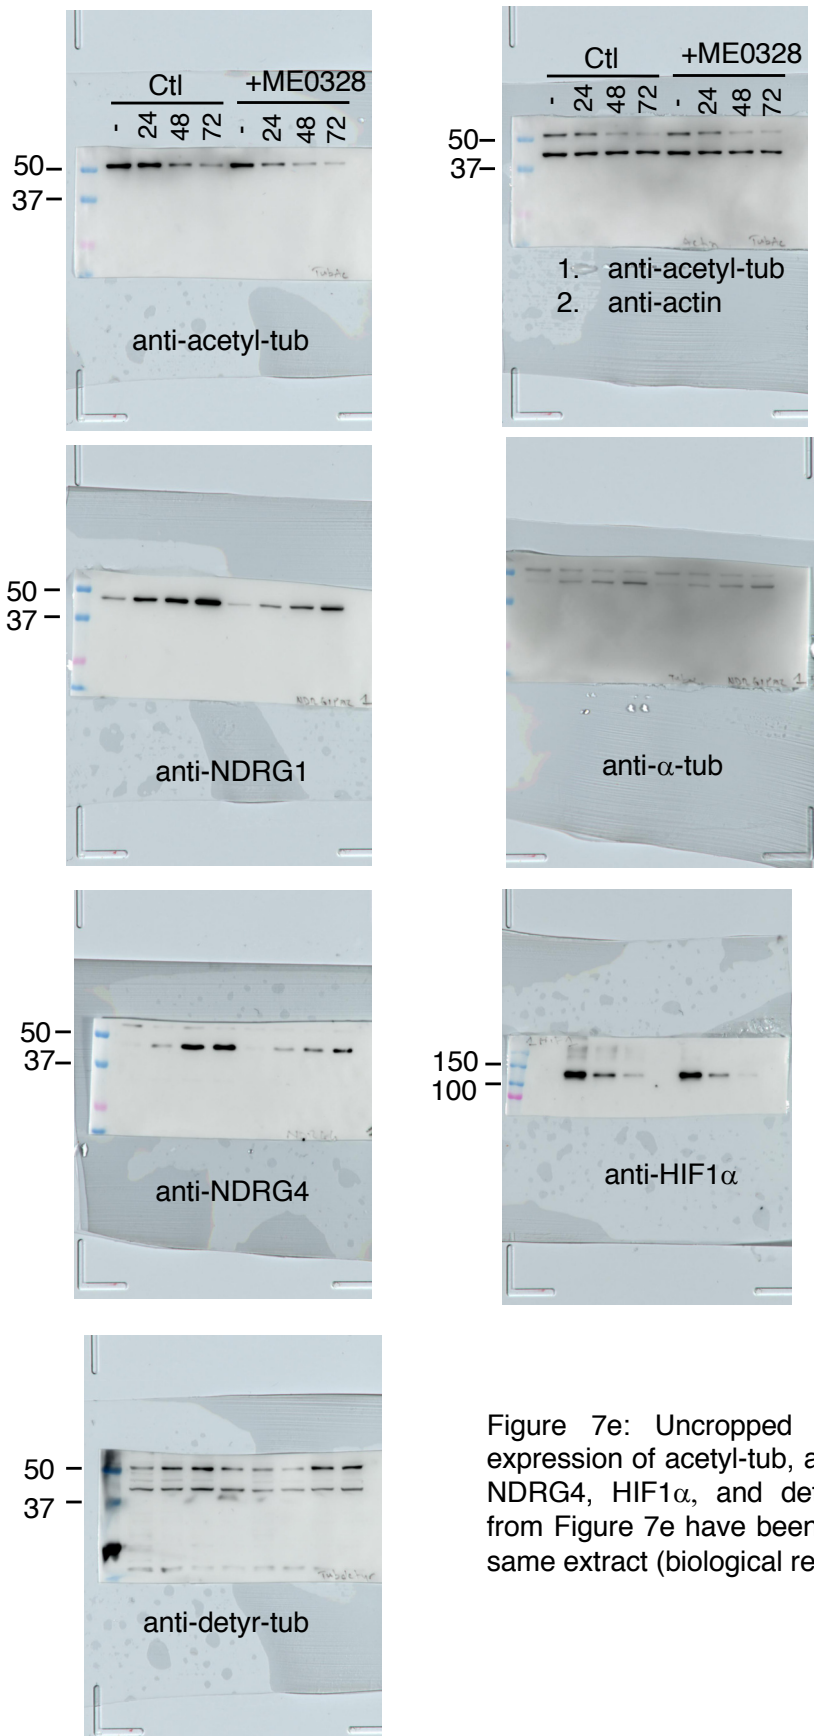

Figure 7e: Uncropped blots showing the expression of acetyl-tub, actin, NDRG1, α-tub, NDRG4, HIF1α, and detyr-tub. All proteins from Figure 7e have been analysed using the same extract (biological replicate).

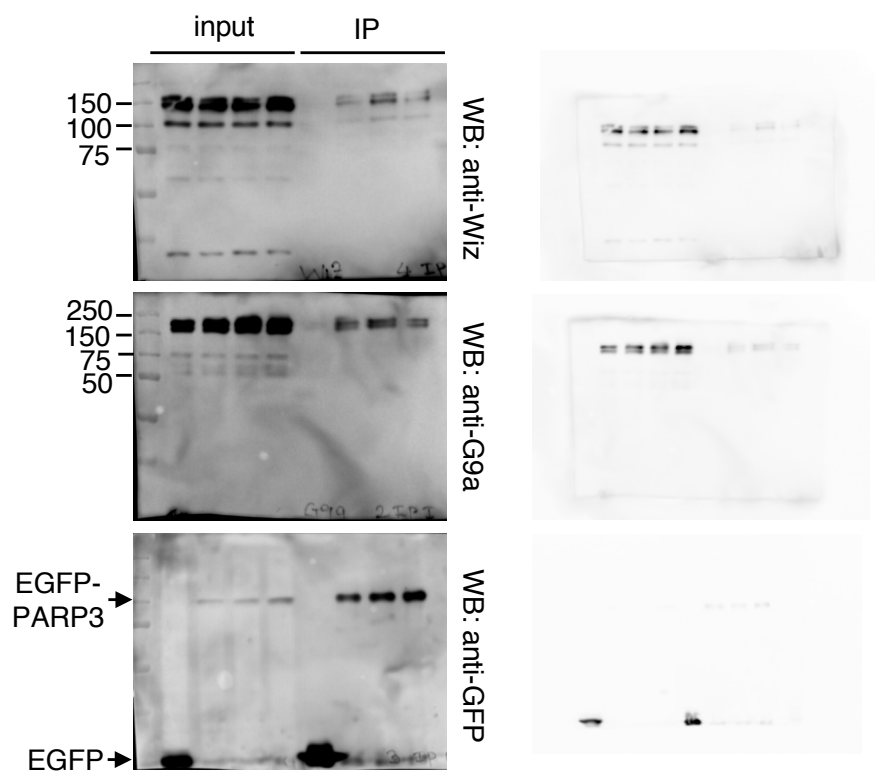

Sup. Figure 2a: Uncropped blots showing the expression of Wiz, G9a EGFP and EGFP-PARP3 in inputs and after EGFP trapping. Higher exposure times on the left side.

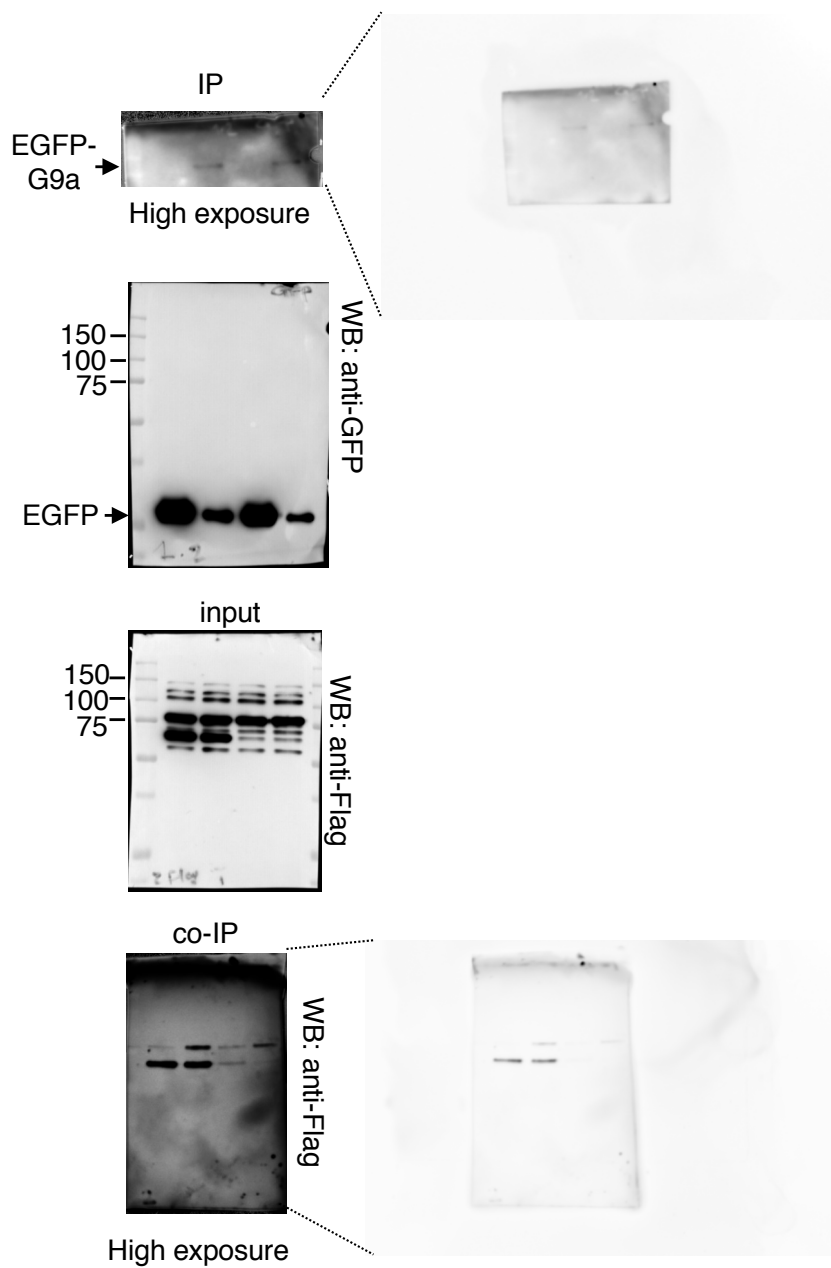

Sup. Figure 2b: Uncropped blots showing the expression of EGFP, EGFP-G9a, and Flag-PARP3 in inputs and after EGFP trapping. To reveal EGFP-G9a and Flag-PARP3, the exposure times were increased.

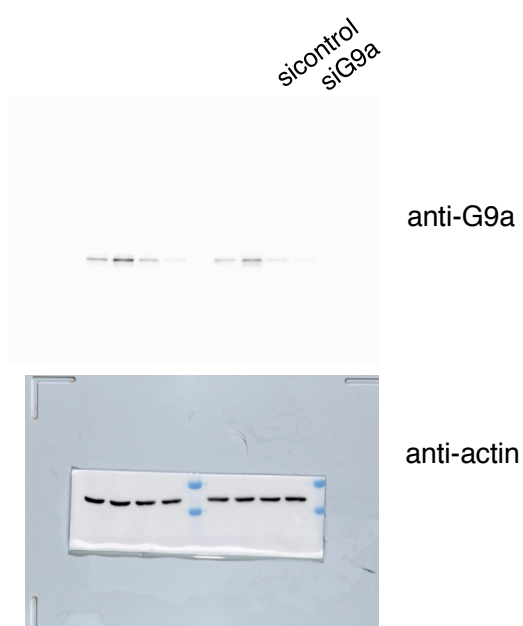

Sup. Figure 3b: Uncropped blots showing the expression of G9a and actin in T98G PARP3<sup>-/-2</sup> cells. Proteins have been analysed using the same extract (biological replicate). For clearer results, the membranes were cut before hybridization with antibodies.

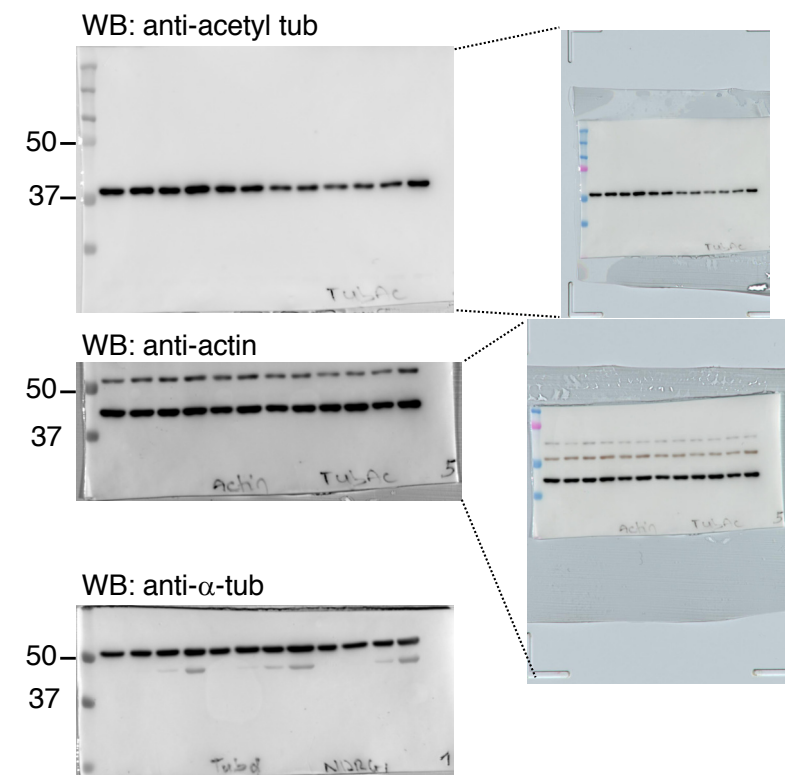

Sup. Figure 9a: Uncropped blots showing the expression of acetyl tub, actin,  $\alpha$ -tub and HIF-1 $\alpha$  in T98G cells. All proteins have been analysed using the same extract (biological replicate). For clearer results, some membranes were cut before hybridization with antibodies.

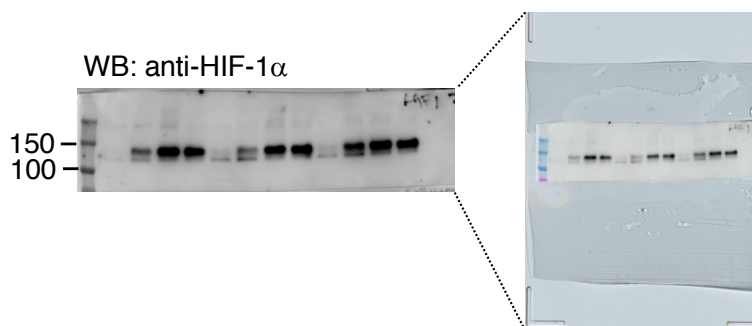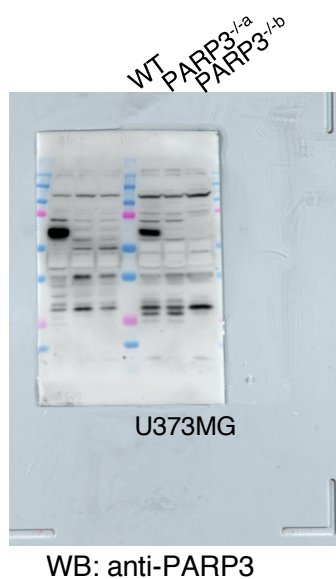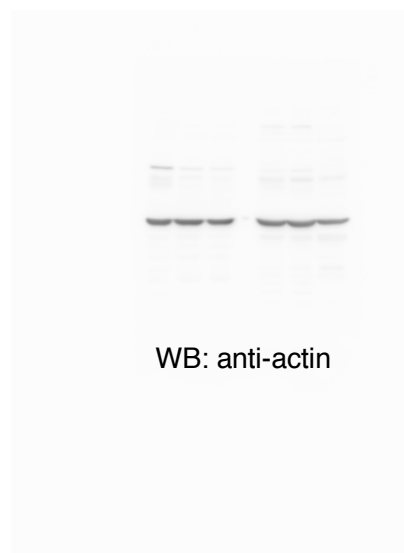

Sup. Figure 9b: Uncropped blots showing the expression of PARP3 and actin in WT and PARP3-deficient U373MG cells. All proteins have been analysed using the same extract (biological replicate).

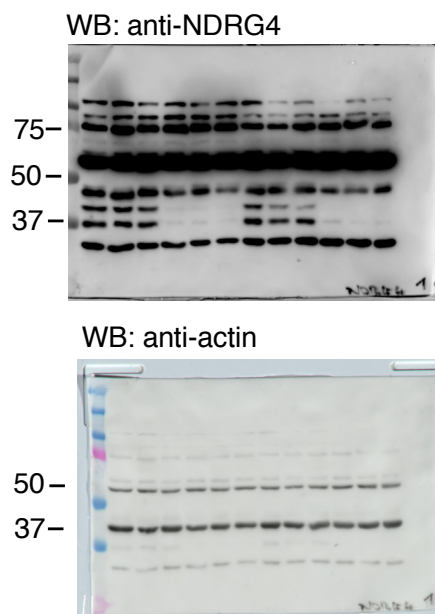

Sup. Figure 10a: Uncropped blots showing the expression of NDRG4 and actin. All proteins have been analysed using the same extract (biological replicate).

How the deposited data were processed for this re-analysis (not part of the article)

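RNA of WT and PARP3-/- LN229 cells was measured by sequencing, with 3 biological replicates per genotype. The samples were assigned to genotype and replicate from their labels and the legend of Fig. 3c. The deposited counts are the authors' raw reads per Ensembl gene, made by trimming with cutadapt, removal of reads on ribosomal RNA and spike-in sequences with bowtie, alignment to hg38 with STAR and counting with htseq-count in union mode. A further 12 columns of values per sample, beside the raw counts, were not used. The authors' deposited table of their own DESeq2 comparison gives the log2 ratio of WT over PARP3-/-, the p-value and the adjusted p-value of each gene, and these were read to count and rank genes by the authors' values, to test Gene Ontology terms among the genes so counted, and to compare these genes with those of DESeq2 here. The methods of the paper describe libraries from total RNA, which keep transcripts without a poly(A) tail. The sample labels name polyA RNA instead, and the methods were followed here. Union-mode counting leaves out reads that overlap several genes, and reads that match several copies of a gene can be lost, which lowers the counts of recent duplicates.

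The counts were analysed in R 4.3.3. The main test was edgeR 4.0.16 (quasi-likelihood, TMM normalization, filterByExpr with a minimum count of 10), without the replicate number as a covariate. Genes with a Benjamini-Hochberg adjusted p under 0.001 and a log2 fold change beyond 1 were counted, since Fig. 3a leaves open whether its limits are on the log2 scale and whether its p is adjusted. Each standard error was derived from the fold change and the F statistic of the test. The pairing of replicates comes from the replicate numbers in the labels, and the legend of Fig. 3c gives letters for the PARP3-/- replicates. The legend does not pair letters with numbers. The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, size factors by the median of ratios, no filter on low counts, a mean count of at least 50, unadjusted p, a log2 fold change beyond 2, an adjusted p under 0.05 without a limit on the fold change, a replicate block, each library left out in turn, ranking by fold change or by DESeq2 p, and protein-coding genes as the background. Chromosome arms, Gene Ontology terms, a list of cancer-testis families and a literal reading of Fig. 3a were added after the data had been seen. So were the counts at an adjusted p under 0.05 with the replicate block and with DESeq2. Genes are named by a rule written before the data were examined, namely every gene of Fig. 3c or of the RNA-seq results, PARP3, the G9a complex, the hypoxia genes of the RT-qPCR, and the 10 lower and 5 higher genes of smallest p with separated groups. Other genes named were chosen after their values were seen. Not every gene under this rule is reported here.

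Enrichments used two-sided Fisher's exact tests against the tested genes. For each chromosome, the median log2 fold change of its tested genes minus the median of all tested genes was set against 10000 random draws of as many genes, and a chromosome counted as shifted when the difference exceeded 0.1 in size and lay outside the central range of the draws. The guides and the deletion junctions were matched to the GRCh38 genome with the GENCODE 44 annotation.

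The libraries held 29692065 to 46010369 counts on genes, and 3 counts were taken as the smallest number that can be told from no reads. Folds against a genotype whose libraries were all at or under that number are lower bounds. The procedure was tested on simulated counts drawn from the means and library sizes of the real ones. In these, edgeR recovered 180 of 200 changed genes with 0 unchanged genes called among the 16868 it tested, and DESeq2 recovered 190 of 200 with 11 unchanged genes called among 17144. The simulated libraries held no deviation shared by replicate number, and the changed genes had large folds and enough counts. These shares therefore need not hold for smaller changes, or for libraries that deviate together as the real ones did. A simulated shift of 0.3 on chromosome 20 was found, but it was larger than any shift of a chromosome or arm reported here. The RT-qPCR, ChIP, western blot and cell assays of the paper were not analysed here.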

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

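The tests of PARP3, of chromosome X and of reads moving to other family members below were chosen only after the result was seen, as were the chromosome arms and the list of cancer-testis families. The paper does not discuss the values in this part.

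The median log2 fold change was shifted on 7 of 41 chromosome arms. It lay under the median of all tested genes on 3p (−0.20), 12p (−0.16) and 20p (−0.13) and above it on 15q (0.16), 7q (0.15), 1q (0.12) and 17q (0.10). On 3p, 85.4% of the tested genes were lower. The largest difference among the other arms was 0.0857. By whole chromosomes, the design set before the data were examined, 3 were shifted (3, 7 and 15). After regression on GC content and median transcript length, 7 of the 7 arms were still shifted. Without genes of adjusted p under 0.05, 6 were, and 17q fell to 0.096. The sign was the same in all 3 same-numbered pairs in 7 of 7 arms, and its genes of low, middle and high expression moved the same way in 7 of 7. A candidate explanation is a copy-number difference between the sequenced PARP3-/- cells and WT cells, as can arise when cells are grown from a single cell. DNA was not analysed here. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the labelled one, gave as many shifted arms and as many shifted chromosomes. The 9 other splits gave 0 shifted arms and 0 shifted chromosomes, but among 4 splits the share cannot fall under 0.05, so this count does not decide. Whether they come from the loss of PARP3 or from the clone cannot be told from these libraries.

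PARP3 itself had a log2 fold change of −0.42 (standard error 0.18), with reads in all 3 PARP3-/- libraries. If the transcript lost only the exon bases deleted in clone 3, a log2 ratio of −0.37 would follow, which is within 1 standard error of the measured one. This value rests on the junction sequences that the paper prints, while the sample labels describe a deletion that spans more exons. The median of arm 3p, on which PARP3 lies, is −0.20, further away than 1 standard error. These 2 values differ from each other by less than 1 standard error, and their sum of −0.57 also lies within 1 of the measured value, so the counts cannot tell which of them applies. With single libraries left out, the measured value ran from −0.54 to −0.20, the latter without WT replicate 1. The paper's text does not name the clone that was sequenced. Reads along the gene were not analysed here.

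Of the 76 lower genes, 39 had at most 3 counts in every PARP3-/- library, against 1 of the 6 higher genes with at most 3 counts in every WT library. At the WT level all 39 would have given more than 10 counts in each PARP3-/- library. The median expected number was 114.9, against at most 3 seen. The library totals of the genotypes overlapped (35582892 to 42539536 in WT, 29692065 to 46010369 in PARP3-/-). These values argue against sequencing depth as the cause for these 39 genes. Genes with few WT counts could hardly have passed the criteria, so nothing follows for such genes. With DESeq2 the numbers of genes with so few counts were 131 of 353 lower and 3 of 69 higher. Silenced genes, or a PARP3-/- population grown from a WT cell that did not express them, may give this pattern, and the 39 genes do not tell these apart. Whether the loss of PARP3 itself is behind them cannot be told from these libraries.

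Genes of cancer-testis families, which are expressed mainly in testis and in tumours, made up 5 of the 76 lower genes (BAGE2, CTAG2, PAGE1, PAGE5 and XAGE2), an odds ratio of 52.2 (two-sided Fisher's exact test, p = 1.36e-07). The list was drawn up after genes of these families had been seen among the lower ones, so this p is not that of a fixed list. The odds ratio was 17.4 with the replicate block and 14.6 with DESeq2. Among higher genes the list held 0 of 6, against 2 of 91 with the replicate block (odds ratio 14.72, Fisher's exact test, p = 0.00963). With DESeq2 it held 1 of 69 (odds ratio 8.975, Fisher's exact test, p = 0.1094). These calls therefore do not show the enrichment to be confined to lower genes. The median of chromosome X differed from that of all genes by −0.022, so a drop shared by most genes of this chromosome does not account for the 5 lower genes. The median cannot exclude a change confined to fewer of its genes. Chromosome X held 8 of the 76 lower genes (odds ratio 3.27, Fisher's exact test, p = 0.00505). The odds ratio was 2.61 with the replicate block and 2.77 with DESeq2. Among higher genes it held 1 of 6, with odds ratios of 2.31 with the replicate block and 2.12 with DESeq2. The CPM values summed over the 28 tested genes of the list changed by −0.15 on the log2 scale. The 5 genes held so little of the sum that losing all their reads would have changed it by about as much, so the sum does not test whether reads were shared between near-identical copies. The 5 genes lost 68.3 CPM, and the other 23 genes of the list changed by −2.60 CPM together. Of the 3 lower genes with other tested members of the same family, 1, XAGE2, had members that gained at least 0.5 of the CPM it lost (11.8 gained against 4.42 lost). Reads moving to tested members of the same family therefore do not account for most of these 3. BAGE2 and CTAG2 had no other tested member, and copies without enough counts were not tested.

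RN7SKP62 had a log2 fold change of 5.49 and RN7SKP185 of 4.88. Both are pseudogenes of the small nuclear RNA RN7SK. Of the 23 tested RN7SK pseudogenes, 16 were higher in PARP3-/- cells, with a median log2 fold change of 0.23. The prediction was that most would be higher, and a stricter limit first used for it was dropped after the output was seen. The 16 include these 2 pseudogenes, and RN7SK was not among the tested genes. The count therefore cannot decide whether reads shared with RN7SK changed, which remains a candidate. The change in these 2 pseudogenes was far above the median of the 23. How many reads each copy shares with RN7SK was not examined, so the median does not decide the question for these 2.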

How the results depend on the processing

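The tests in this part were set before the data were examined, with some exceptions. These are the literal reading of Fig. 3a, the chromosome arms, and the replicate block and left-out libraries for chromosomes. The counts at an adjusted p under 0.05 with the replicate block and with DESeq2 are exceptions too.

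With DESeq2 there were 353 lower genes, 69 higher genes, 26 heat map genes past the criteria and 4 of the paper's top genes within the first 20. With the replicate block the numbers were 393, 91, 25 and 1. Without a filter there were 270 lower, 37 higher and 23 heat map genes. With unadjusted p there were 356, 59 and 26. With an adjusted p under 0.05 and no limit on the fold change there were 571 lower and 234 higher genes. The literal reading of Fig. 3a on the deposited direction of the ratio, chosen after seeing the data, gave 324 lower genes, and 453 genes on its other side. Ranking by log2 fold change left 0 of the 4 top genes within the first 20, and ranking by DESeq2 p placed all 4 there. The share of lower genes among all calls was 92.7%, against 83.6% with DESeq2 and 81.2% with the replicate block. The excess of lower genes depends on the criteria. At an adjusted p under 0.05 with no limit on the fold change, there were 2143 lower and 2023 higher genes with the replicate block and 871 and 475 with DESeq2, both sets chosen after seeing the data, and at an unadjusted p under 0.05 in edgeR there were 1548 and 1240. All 76 lower and all 6 higher genes were called again with DESeq2, with the replicate block, with no filter and with the other size factors, and 55 and 4 with a mean count of at least 50. The causes of these differences were not tested.

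Across the 6 fits that each left out one library there were from 5 to 65 lower genes, from 0 to 6 higher genes, from 1 to 9 heat map genes, and from 0 to 3 of the 4 top genes within the first 20. The odds ratio of the ECM and adhesion list among lower genes ran from 0 to 11.9 in these fits, in which the list held 0 to 3 lower genes, too few to tell how stable it is, and among higher genes, of which 3 of the 6 fits had none, it was 0 throughout, which says nothing on stability. With all libraries, the list was enriched among lower genes under every other alternative that was run for it, with odds ratios from 3.62 to 7.17. The list was not independent of the genes that the paper selected on these libraries, so these odds ratios can partly reflect that selection. Among higher genes, where the main value is 0 of 6 genes, the odds ratio was 5.38 with DESeq2, 5.14 with the replicate block and 3.03 without a filter. Depth limits the folds of the 39 lower genes with at most 3 counts in every PARP3-/- library to lower bounds.

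The number of shifted chromosomes was 3 with a mean count of at least 50, without the genes past the criteria and with the replicate block, and 2 or 3 when single libraries were left out. Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs. Of these 4, 1, the labelled one, gave as many as 82 genes, and 1 gave as many heat map genes. The other splits of this kind gave 0 genes, with 49 to 88 at an unadjusted p under 0.05 against 2788. The 6 splits that part a single pair also gave 0 genes, with 56 to 3137 at that level. With 4 splits the share cannot fall under 0.05.

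For 52 named genes, 562 comparisons under 11 settings gave 428 with the same direction and side of the criteria, 76 weaker, 43 stronger and 15 reversed. All reversed ones were in genes whose log2 fold change was close to 0. EPAS1 moved from −0.0023 to 0.0050 with DESeq2, 0.0017 with the other size factors and 0.0077 with the replicate block, and EGLN1 from −0.0042 to 0.00011 with DESeq2. With single libraries left out, EPAS1 ranged from −0.18 to 0.23, SLC2A1 from −0.12 to 0.26, EGLN1 from −0.12 to 0.093, EGLN3 from −0.27 to 0.22 and NDRG4 from −0.27 to 0.0067. The causes were not tested.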

Differences from the paper's values

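The paper reports 454 downregulated genes, against 76 here. Of the alternatives set before the data were examined, DESeq2 (353), the replicate block (393), unadjusted p (356) and an adjusted p under 0.05 with no limit on the fold change (571) came within 1.5 times the paper's number, and the other size factors, no filter, a mean count of at least 50, a log2 fold change beyond 2 and each fit with a library left out did not. The paper reports 324 upregulated genes, against 6 here. An adjusted p under 0.05 with no limit on the fold change (234) came within 1.5 times, and none of the other alternatives set before the data were examined did.

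A literal reading of Fig. 3a, chosen after seeing the values and after the authors' deposited table had been counted under 42 combinations of thresholds, came closer to both numbers but with the directions exchanged. In the authors' deposited table, whose ratio is WT over PARP3-/-, 324 genes had an unadjusted p under 0.001 and a log2 ratio above 2, and 453 had such a p and a log2 ratio under 0.5. The 324 genes are lower in PARP3-/- cells, the direction opposite to the one the paper gives for that number. Of the 453, the log2 ratio was negative for 353, which are higher in PARP3-/- cells, and between 0 and 0.5 for 100, which are slightly lower. DESeq2 applied to the counts here gave the same 324 and 453. All 28 heat map genes were among the 324, and 0 were among the 453.

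The paper places 2 genes, NFASC and FRMD4B, among the 10 most significantly downregulated, against 1 here, and 2 more, ADAMTS4 and VWA5A, among the first 20, against 1 here. Both numbers were reached with DESeq2 and by ranking by DESeq2 p, and under none of the other alternatives set before the data were examined. In the authors' deposited table the 4 genes are at positions 2, 8, 18 and 11 in the order named.

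The paper states that all selected transcripts of Fig. 3c were significantly downregulated, and 11 of the 28 passed the criteria here. With DESeq2 and with unadjusted p 26 passed, with the replicate block 25 and without a filter 23, and none of these called all 28. All 26 tested genes had an adjusted p under 0.05 in edgeR. KCNK9 and FBLN5, which fell under the filter, had an adjusted p of 0.00161 and 0.0110 in edgeR without it. In the authors' deposited table all 28 passed the literal reading above, which was chosen after seeing the values.

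From RT-qPCR the paper states that HIF-2α (EPAS1) and NDRG4 were lower in PARP3-/- LN229 cells in normoxia. In the RNA-seq counts the log2 fold changes were −0.0023 and −0.099, and the smaller adjusted p in edgeR was 0.880, for NDRG4.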

Other observations

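The tests of extracellular matrix genes by direction were chosen only after the result was seen.

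Gene Ontology terms of the ECM were also present among genes higher in PARP3-/- cells. At an adjusted p under 0.05 in edgeR, with no limit on the fold change, the term extracellular matrix held 14 of 234 higher genes (5.98%) and 11 of 571 lower genes (1.93%), against 1.39% of tested genes. The odds ratio of higher against lower genes was 3.23 (Fisher's exact test, p = 0.0057, adjusted p = 0.0454 over 32 comparisons of 8 terms under 4 sets of calls). With the replicate block, which called more genes, it was 1.86 (adjusted p = 0.0350 over the 32 Fisher's exact tests), so the deviation of replicate 1 does not account for all of it and is a candidate for part. With DESeq2, which was fitted without the replicate number, it was 3.31 (adjusted p = 0.000867 over the same Fisher's exact tests). Stratified by 3 classes of expression level it was 2.25 in edgeR (exact test, p = 0.0785), 1.58 with the replicate block (exact test, p = 0.0383) and 2.71 with DESeq2 (exact test, p = 0.00176), without adjustment. It was smaller than without classes in each set of calls and stayed above 1, so expression level is a candidate for part of the difference and, with the replicate block and DESeq2, does not account for all of it. At the stricter criteria with the replicate block, the odds ratio was 2.64 (Fisher's exact test, p = 0.0647). Of the 8 terms, cell adhesion (odds ratio 1.04) and collagen trimer (1.22) did not differ between the directions at an adjusted p under 0.05 in edgeR, and synapse was more frequent among lower genes (odds ratio of higher against lower 0.470, Fisher's exact test, p = 0.0507). Focal adhesion had an odds ratio of 2.00 (p = 0.0851, Fisher's exact test) there. It was 2.55 with the replicate block (adjusted p = 2.27e-06) and 2.21 with DESeq2 (adjusted p = 0.0454), each over the 32 Fisher's exact tests. At the stricter criteria with the replicate block it was 0.475, with 1 of 91 higher and 9 of 393 lower genes (Fisher's exact test, p = 0.696). In the authors' deposited table, extracellular matrix held 9 of the 324 genes with a log2 ratio of WT over PARP3-/- above 2 (odds ratio 2.38) and 28 of the 353 with a negative ratio (odds ratio 7.77), each at an unadjusted p under 0.001.

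Replicate 1 deviated from replicates 2 and 3 in both genotypes. By chi-square per degree of freedom, which weights genes with many counts, WT replicate 1 was closer to PARP3-/- replicate 1 (28.6) than to WT replicate 2 (105) or 3 (72.3). By the correlation of log CPM it was closest to WT replicate 3 (0.991), with 0.988 for PARP3-/- replicate 1 and 0.987 for WT replicate 2, so which library is nearest depends on the measure. Across genes, the shared deviation had a Spearman rho of 0.0763 with GC content and of −7.72e-05 with median transcript length. A steady rise or fall with either therefore does not account for it, and other shapes of relation were not tested. The labels and the paper give no sequencing date or batch, and the cause was not identified.

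KCNK5 had 0 counts in all 3 PARP3-/- libraries and 347, 419 and 518 in WT, and KCNK9 had 0 against 15, 10 and 20. In the RT-qPCR of Fig. 3f, the bars of both genes in the PARP3-/- lines stand well above 0, unlike that of KCNA2 in the same panel.

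Of the other hypoxia genes that the paper measured by RT-qPCR, NDRG2 had a log2 fold change of −1.22 (adjusted p = 0.00954 in edgeR, 0.000133 with the replicate block) and was lower in 3 of 3 pairs, and NDRG1 had −0.47 (adjusted p = 0.283, and 0.000842 with the replicate block). RUNX3 had 0 to 2 counts in every library, so no fold can be given. HIF1A had a log2 fold change of 0.24 (adjusted p = 0.240 in edgeR, 0.0114 with the replicate block), and all 3 PARP3-/- libraries (758 to 839 CPM) lay above all 3 WT libraries (665 to 712 CPM). SLC2A1, EGLN1 and EGLN3, which the paper reports as unchanged, had 0.059, −0.0042 and −0.049. The genes of the complex that the paper studies had 0.065 (EHMT2), 0.034 (EHMT1) and −0.22 (WIZ), with adjusted p of 0.762, 0.907 and 0.394 in edgeR and of 0.379, 0.682 and 0.0501 with the replicate block. All 3 PARP3-/- libraries lay above all 3 WT libraries for EHMT2 and below them for WIZ, where the highest PARP3-/- library had 15.4 CPM and the lowest WT library 15.5 CPM.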
